# Quantifying Transcriptome Turnover on Phylogenies by Modeling Gene Expression as a Binary Trait

**DOI:** 10.1093/molbev/msaf106

**Published:** 2025-05-27

**Authors:** Ammon Thompson, Michael R May, Ben R Hopkins, Nerisa Riedl, Olga Barmina, Benjamin J Liebeskind, Li Zhao, David Begun, Artyom Kopp

**Keywords:** evolution, gene expression, transcriptome, phylogenetics, Drosophila, testis, accessory glands

## Abstract

Changes in gene expression are a key driver of phenotypic evolution, leading to a persistent interest in the evolution of transcriptomes. Traditionally, gene expression is modeled as a continuous trait, leaving qualitative transitions largely unexplored. In this paper, we detail the development of new Bayesian inference techniques to study the evolutionary turnover of organ-specific transcriptomes, which we define as instances where orthologous genes gain or lose expression in a particular organ. To test these techniques, we analyze the transcriptomes of 2 male reproductive organs, testes and accessory glands, across 11 species of the Drosophila melanogaster species group. We first discretize gene expression states by estimating the probability that each gene is expressed in each organ and species. We then define a phylogenetic model of correlated transcriptome evolution in 2 or more organs and fit it to the expression state data. Inferences under this model imply that many genes have gained and lost expression in each organ, and that the 2 organs experienced accelerated transcriptome turnover on different branches of the Drosophila phylogeny.

## Introduction

Phenotypic evolution, broadly speaking, can result from 3 general mechanisms: gains and losses of genes; mutations in the coding sequences of genes, leading to changes in protein functions; and regulatory mutations, which lead to changes in gene expression. While the exact balance between these modes of genetic change in driving the origin of new phenotypes is a debated topic, it is clear that regulatory evolution plays a prominent role (King and Wilson 1975; Hoekstra and Coyne 2007; Wray 2007; Carroll 2008; Stern and Orgogozo 2008 ; Courtier-Orgogozo et al. 2020). Across a diverse range of taxa and traits, changes in the expression of orthologous genes are pivotal in creating major phenotypic differences within and between species (e.g. Rebeiz et al. 2009; Fraser et al. 2010; Loehlin et al. 2019; Kowalczyk et al. 2022; Marand et al. 2023).

RNA sequencing (RNA-seq) technology has enabled quantification of gene expression levels for the entire transcriptome across diverse biological conditions and developmental stages (Mortazavi et al. 2008; Wang et al. 2009; Marguerat and Bähler 2010; Hrdlickova et al. 2017). As a result, RNA-seq has become essential for studying regulatory evolution, providing comprehensive and quantitative data for inferring large- and small-scale changes in transcriptomes associated with adaptive evolution (Harrison et al. 2012; Wittkopp and Kalay 2012; Todd et al. 2016). Transcriptome-level studies of gene expression evolution have largely focused on quantitative differences between species, modeling a gene’s expression as a continuous trait. Indeed, most evolutionary changes in gene expression are of a quantitative nature (Rifkin et al. 2003; Brawand et al. 2011; Harrison et al. 2012; Romero et al. 2012; Coolon et al. 2014; Nourmohammad et al. 2017; Cardoso-Moreira et al. 2019). By contrast, qualitative changes, manifested as discrete gain and loss of gene expression in a particular tissue over evolutionary time (“transcriptome turnover”), have received comparatively little attention (Mika et al. 2021, 2022). Consequently, questions about the rates of transcriptome turnover, the consistency of these rates over time and among lineages, and the degree of correlation in turnover rates between different organs remain unresolved. This may be an important deficit in our understanding of phenotypic evolution given the many examples where gain or loss of gene expression in an organ has a profound impact on its structure or function (Glassford et al. 2015; Hu et al. 2018; Kellenberger et al. 2023; Molina-Gil et al. 2023).

Studying gene expression at a qualitative level brings with it two significant advantages. The first is biological. Relative to quantitative changes, deactivation of a gene, or activation of an ancestrally inactive gene, in a particular organ might be expected to have a more profound impact on phenotypic evolution (Harlin-Cognato et al. 2006; Wray 2007; Carroll 2008; Tanaka et al. 2011; Glassford et al. 2015; Thompson et al. 2016, 2018; Martinson et al. 2017; Hu et al. 2018). The generality of this idea, which is currently supported by anecdotal examples, needs to be tested systematically at the genome-wide level. The second advantage is technical. If inferred reliably, discrete expression states should be less sensitive to technical factors such as sequencing depth and library size, differences in cell type composition caused by dissection variability, and the well-documented problems of comparing compositional values such as TPM or FPKM between tissues and species (Brawand et al. 2011; Dillies et al. 2013; Li et al. 2014; Musser and Wagner 2015). While the effect of some of these variables on cross-species and cross-tissue quantitative analyses can in principle be minimized through normalization approaches, selecting an appropriate evolutionary model for data under complex transformations and normalization schemes can be challenging to implement and interpret (Vandesompele et al. 2002; de Jonge et al. 2007; Brawand et al. 2011; Dillies et al. 2013; Chen et al. 2014; Quinn et al. 2018; Cardoso-Moreira et al. 2019; Zhou et al. 2019; Dimayacyac et al. 2023; Mantica et al. 2024).

The main obstacle to investigating transcriptome turnover on a genome-wide scale is the difficulty of translating the continuous RNA-seq data (TPM or FPKM) into discrete (ON/OFF) gene expression states. Many genes that play important roles in development can be expressed at low levels in just a few cells, making their expression difficult to detect reliably. Conversely, some genes that are not actively expressed in a particular tissue may nevertheless be detected at non-zero levels in a transcriptome sample due to technical artifacts or non-specific transcription that occurs throughout the genome (Singh and Petrov 2007; Struhl 2007; Schwanhäusser et al. 2011; Jensen et al. 2013; Wagner et al. 2013; Artieri and Fraser 2014; Kin et al. 2015; Lenive et al. 2016; Ham et al. 2020). Historically, gene expression states in transcriptomes have been discretized using hard expression thresholds; for example, genes present above 1–3 TPM may be considered actively expressed, while those below 1 TPM are assigned as inactive (Mortazavi et al. 2008; Hebenstreit et al. 2011; Wagner et al. 2013; Huang et al. 2015; Cridland et al. 2020; Mika et al. 2021, 2022).

In some cases, specific expression cut-offs are well justified on mechanistic biological grounds implied by chromatin marks associated with active or repressed transcription (Singh and Petrov 2007; Ernst et al. 2011; Hart et al. 2013; Wagner et al. 2013). However, fixed cut-offs on relative expression levels are poorly suited to cross-species and cross-tissue comparisons, since it is far from clear that a single expression threshold can accurately distinguish between active expression and transcriptional noise in all genes, species, and tissues, especially when the species are distantly related and/or the tissues differ strongly in transcriptome complexity. A change in expression of a small subset of highly expressed genes will alter the relative expression of the rest of the distribution thus shifting the threshold without any changes in expression among the rest of the genes. In fact, our recent work has shown that the boundary between active expression and noise is different even among tissues that are physiologically similar (e.g. different primate brain regions; Thompson et al. 2020).

To develop a more objective and generally applicable approach to discretizing gene expression states, we recently created and validated a method, *zigzag* (Thompson et al. 2020), for inferring gene expression states from replicated RNA-seq datasets. *zigzag* uses Markov chain Monte Carlo to estimate the posterior probability of active expression (the “ON” state) for each gene in each tissue using a well-defined statistical model and testable prior assumptions, enabling easy validation. *zigzag* achieves this by learning universal landmarks in transcriptome datasets that distinguish between active and inactive genes (Hebenstreit et al. 2011; Hart et al. 2013; Wagner et al. 2013; Huang et al. 2015; Thompson et al. 2020; Costa et al. 2022). This method was shown to be sensitive enough to correctly classify expression states of transcription factors expressed in only a few cells in the drosophila testes while classifying smell and taste receptor genes as largely inactive in the same tissue despite detecting reads mapping to these genes (Thompson et al. 2020). This tool allows researchers to either use the probabilities in downstream analyses or set thresholds based on the probabilities which, unlike thresholds on relative measures, are directly comparable between species and tissues. The ability to classify gene expression states probabilistically using *zigzag* opens the way for investigating the evolutionary turnover of tissue-specific transcriptomes (i.e. the transition of conserved genes between OFF and ON expression states in each tissue) using well-established phylogenetic models of discrete-trait evolution.

In this study, we present a pipeline that integrates zigzag with phylogenetic comparative methods to infer the evolutionary dynamics of transcriptome turnover. To test this pipeline, we used RNA-seq datasets from 2 male reproductive organs, testes and seminal fluid-producing accessory glands (AGs), across 11 Drosophila species. We chose these organs as the test subject for our approach because previous studies have shown that the male reproductive system evolves faster than other tissues at the level of both protein sequence (Begun et al. 2000; Kern et al. 2004; Haerty et al. 2007; Patlar et al. 2021) and gene expression (Meiklejohn et al. 2003; Ranz et al. 2003; Rifkin et al. 2003; Zhang et al. 2007; Pal et al. 2023), suggesting that we may be able to estimate the rate of transcriptome turnover even with a limited number of taxa.

With this analysis pipeline we were able to obtain estimates of the rate of transriptome turnover for each organ, how much those rates correlate between the 2 organs, the degree of punctuated evolution or “burstiness” of turnover, and how much rates vary among different gene families and functional categories. Our results suggest that qualitative gains and losses of gene expression are fairly common in these organs, and that the rates of turnover vary over time. We discuss the possible implications of widespread activation and silencing of genes for organ evolution. We also discuss a number of important challenges and pitfalls associated with this approach.

## Results

### Transcriptomes of Testes and Accessory Glands in 11 *Drosophila* Species

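Directional, poly(A)-selected, paired-end libraries were made from accessory glands (AGs) and testes of 11 species, 47 from the AG and 46 from the testis. Each of the 22 combinations of species and organ had biological replicates from the genome reference strain and from a non-reference strain, with 4 libraries in 17 combinations and 5 libraries in the other 5. The paper's supplementary table lists a read depth for each library, without a unit, and the highest was 6.57 times the lowest in the AG and 15.7 times the lowest in the testis. The authors aligned the reads to each species' genome with STAR and estimated the abundance of annotated transcripts with StringTie, and the deposited values are their TPM for each gene in each library. These values do not add up to 1000000 over the genes listed. The total per library ranged from 662182 to 1959870 in the AG (median 1063100) and from 747589 to 1275870 in the testis (median 1043250), and it was above 1000000 in 57 of the 93 libraries. They are therefore read as a signal on the authors' scale and called TPM as the authors call them. A median of 19.8% of the genes in an AG library and 11.74% in a testis library were listed at 0.
For each species and organ, the probability of active expression (P) of every gene was obtained from a mixture fitted to the natural log of its mean TPM over the libraries. The mixture held a point mass for genes at 0, 1 inactive normal component, and 2 active components in the AG or 3 in the testis with a shared variance. The priors were those of Table 4, and the mixture was fitted by maximum a posteriori expectation-maximization, not by the sampling over individual libraries that zigzag performs. Genes were the 13764 protein-coding genes among the 17727 listed in D. melanogaster, and every gene of the table in the other species, whose identifiers could not be matched to an annotation here. Each library was also fitted alone to give the spread between replicates.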

We sequenced the transcriptomes of testes and accessory glands in 11 species of the *Drosophila melanogaster* species group (see Materials and Methods). We used *zigzag* (Thompson et al. 2020) to assign genes to active or inactive expression states in the testes and accessory glands of each species under multiple probability thresholds. *zigzag* jointly estimates a probability of active expression for all genes thus producing a distribution of gene-specific marginal posterior probabilities of active expression. All genes with probabilities above an upper threshold were classified as active while those below a lower threshold were considered inactive. As an example, Fig. 1 (top) shows the estimation performed for *D. melanogaster* at P<0.5 for the inactive and P>0.5 for the active state.

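In D. melanogaster, 10587 of 13764 genes had P above 0.5 in the AG and 3177 had P below it. In the testis the numbers were 10932 and 2832. The 2 states were equally probable at 0.296 TPM in the AG and at 0.848 TPM in the testis. The 4 AG libraries fitted alone all gave a higher level, from 0.334 to 1.12 TPM (mean 0.737, SD 0.337). The 4 testis libraries fitted alone gave 0.637 to 1.44 TPM (mean 1.08, SD 0.356). In an alternative chosen after these values had been seen, in which every library has its own noise and dropout rate, 7476 genes in the AG and 10258 in the testis had P above 0.5.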

**Fig. 1.**
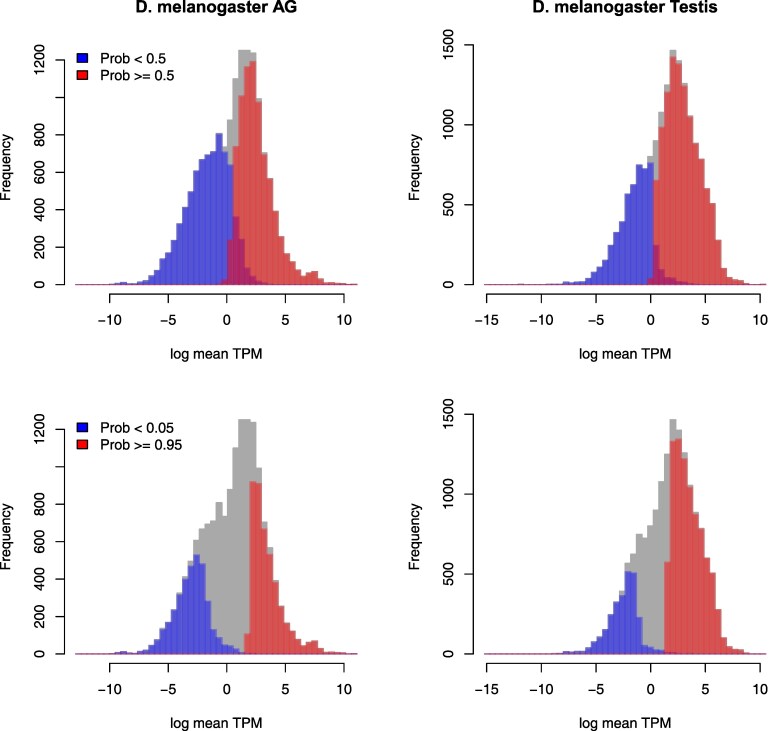
Probabilistic estimation of discrete expression states from continuous RNA-seq data using *zigzag* at 2 different probability cutoffs. Top row: genes with posterior probabilities of active expression P<0.5 are assigned to the inactive state (blue), while those with P>0.5 are assigned to the active state (red). Bottom row: P<0.05 are inactive and P>0.95 are active.; genes with intermediate probabilities are not assigned to either active or inactive states. Similar estimation was performed for all species, separately for each tissue, under a range of probability thresholds. Gray shows the combined frequency of genes classified as active, inactive or neither. As the probability cut-offs become more stringent, the overlap between active and inactive distributions is reduced, but a larger fraction of genes remain unclassified.

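At a cut-off of 0.25 (active above P = 0.75, inactive below P = 0.25), a median over species of 10.7% of the genes remained unclassified in the AG (range 9.06% to 17.7%) and 13.1% in the testis (range 11.75% to 19.60%). The medians rose to 21.5% in the AG and 27.66% in the testis at a cut-off of 0.1, and to 30.2% and 38.6% at a cut-off of 0.05. The largest unclassified share at that strictest cut-off was 44.4% in the AG and 57.0% in the testis. In each of the 22 combinations of species and organ every gene is classified at a cut-off of 0.5 by construction.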

Inference under the *zigzag* model suggests that a larger proportion of the genome is expressed in the testes compared to the AG (Fig. 2), which supports recent findings (Cridland et al. 2020). 

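The fitted share of active genes was 69.0% ± 3.12 (SD, n = 11 species) in the AG and 72.0% ± 2.90 in the testis. The testis was higher in 10 of 11 species, by a mean of 3.04 percentage points (SD 3.47, two-sided exact sign-flip permutation test over species, p = 0.00195). The exception was D. kikkawai, with 69.9% in the AG and 69.7% in the testis. The largest difference was in D. biarmipes, with 63.6% in the AG and 76.0% in the testis. Libraries of one species fitted alone had SDs between 2.83 and 9.92 percentage points in the AG and between 1.02 and 3.30 in the testis. In the means of libraries fitted alone, compared between the organs only after seeing the data, the testis was higher in 11 of 11 species, by 8.82 percentage points on average (exact sign-flip test, p = 0.000977), and the difference was above the SD of the AG libraries of the same species in 9 of 11. The alternative that moved the difference most replaced the log of the mean by the mean of ln(TPM + 0.1), which gave 18.1 percentage points (exact sign-flip test, p = 0.000977, the smallest that 11 species allow). With its own variance for the inactive component, the difference was 0.280 percentage points (p = 0.897 in the same exact test). The paper gave all components a shared variance, partly because separate ones allow unrealistic fits with highly expressed genes in the inactive component.
The log of a mean over libraries takes a high value where 1 library is high. In 7 of 11 species in the AG, and 7 of 11 in the testis, the share fitted to the mean was above that of every library fitted alone, and it exceeded the mean of those libraries by 9.30 percentage points in the AG and 3.52 in the testis on average. In simulated AG libraries with a true share of 55%, the fit to the mean of 4 noisy libraries returned 79.3%, and in simulated testis libraries with a true share of 72% it returned 81.4%. From the zigzag estimates of Fig. 2, the paper proposes that a larger proportion of the genome is expressed in the testes.

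**Figure D1:**
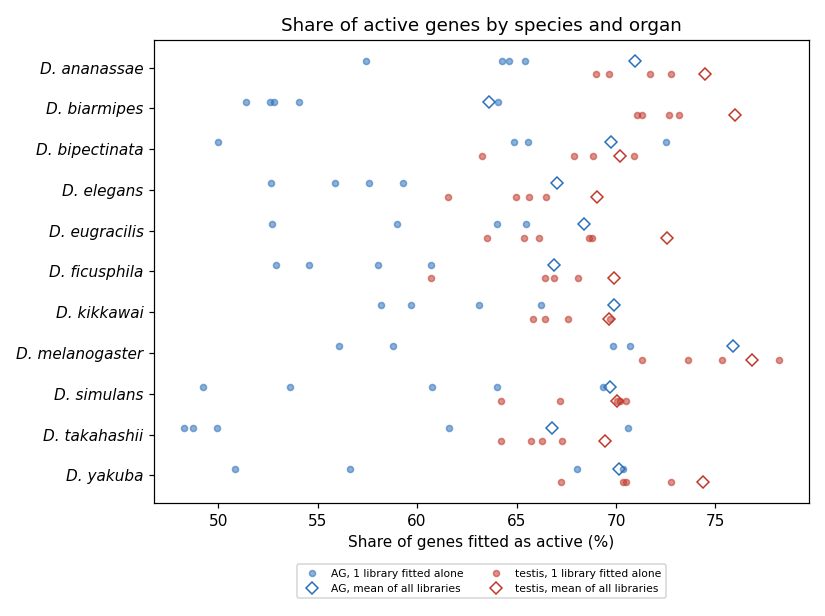
Share of genes fitted as active (x axis, percent) in each species (y axis) in the AG (blue) and the testis (red). Filled circles are single libraries fitted alone and open diamonds are the fit to the mean of all libraries of the species and organ; the diamonds lie between 63.6% and 75.9% in the AG and between 69.0% and 76.9% in the testis.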

The inferred proportion of expressed genes is 44–59% in the AG and 63–74% in the testis (lowest 2.5% quantile to highest 97.5% quantile among species posterior distributions). In most cases, a higher proportion of single-copy genes (gene families containing a single gene in all species) are actively expressed, compared to the rest of the genome (Fig. 2). The single-copy set is likely enriched for housekeeping genes, which are broadly expressed and tend to have less copy number variation in populations than other genes (Dopman and Hartl 2007; Henrichsen et al. 2009).

**Fig. 2.**
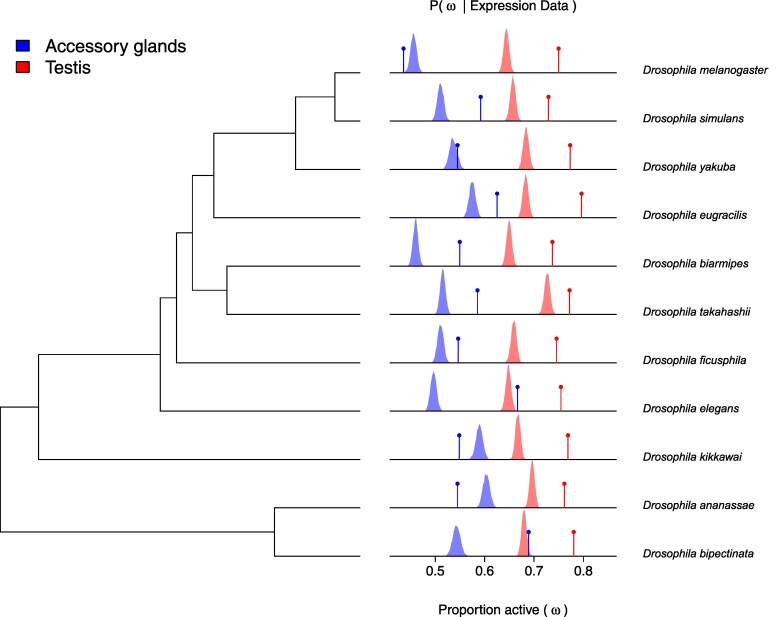
Posterior distributions of the weight active parameter in the *zigzag* model (*ω*), which measures the proportion of all protein-coding genes that are actively expressed in the AG (blue) and testes (red) of each species; species phylogeny is shown on the left. Vertical lines indicate the expected proportion of single-copy genes (out of n=8,660) that are active in each organ, calculated from the posterior probabilities of active expression of each gene in each species. If the expression states of genes were, on average, the same for single-copy and non-single-copy genes, the peaks of the weight active posterior distributions would coincide with the vertical lines. In most cases, however, a higher proportion of single-copy genes is estimated to be active, compared to the total protein-coding genome.

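From the fitted mixtures and Equation 2, inactive genes contributed 0.0717% ± 0.0255 (SD, n = 11 species) of the transcripts in the AG and 0.404% ± 0.132 in the testis. The testis value was higher in 11 of 11 species, by a mean of 0.332 percentage points (two-sided exact sign-flip permutation test over species, p = 0.000977). The order of the organs depended on how libraries were combined. With the mean of ln(TPM + 0.1) the testis was lower, by -0.436 percentage points (p = 0.000977 in the same exact test). When libraries were modelled separately, an alternative chosen after seeing the data, the difference was -0.0960 percentage points (p = 0.000977).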

The fraction of transcripts coming from inactive genes is similar in the 2 organs. Averaging over the posterior distribution of *zigzag*’s latent mixture model implies that inactive genes contribute <1% of the total mRNA in each transcriptome. Specifically, the percentage ranged from 0.3 to 0.5% of the AG transcriptome and 0.2–0.3% of the testis transcriptome among all species. 

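The lowest contribution of inactive genes was 0.0479% in the AG of D. bipectinata and 0.221% in the testis of D. eugracilis. The highest was 0.141% in the AG of D. biarmipes and 0.719% in the testis of D. simulans. In D. simulans, the SD of the testis value over 5 libraries fitted alone was 0.390 percentage points. The value was above 1% in no species under this setting. With its own variance for the inactive component it ranged from 1.02% to 2.96% in the AG and from 2.26% to 7.55% in the testis. The paper describes such a variance as allowing unrealistic fits, in which the inactive component takes highly expressed genes. Here it raised the TPM at P = 0.5 in the testis to between 1.61 and 4.02. With libraries modelled separately, the contribution of inactive genes ranged from 0.213% to 0.348% in the AG and from 0.118% to 0.221% in the testis.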

We estimated the threshold level of expression at which a gene is, on average, as likely to be active as inactive (probability of active expression P=0.5). Depending on the species, this threshold ranges from 1.0 to 2.1 TPM in the AG and 1.0 to 1.8 TPM in the testis. 

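The level at which a gene was as likely to be active as inactive was 0.236 TPM ± 0.0645 (SD, n = 11 species) in the AG, from 0.179 TPM in D. yakuba to 0.407 TPM in D. biarmipes. In the testis it was 0.739 TPM ± 0.161, from 0.423 TPM in D. eugracilis to 0.929 TPM in D. takahashii. The testis level was higher in 11 of 11 species, by a mean of 0.503 TPM (two-sided exact sign-flip permutation test over species, p = 0.000977). In simulated libraries the same fit gave this order where the true one was the reverse. It returned 0.0979 TPM in the simulated AG (true level 1.23) and 0.405 TPM in the simulated testis (true level 1.16). The order in the main setting may thus come from the fit. Under the mean of ln(TPM + 0.1) the order was reversed, with a difference of -0.179 TPM (exact sign-flip test, p = 0.00195) and levels from 1.47 to 2.04 TPM in the AG and from 1.32 to 1.83 TPM in the testis. With libraries modelled separately, the levels ranged from 0.607 to 1.46 TPM in the AG and from 0.678 to 1.25 TPM in the testis.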

For reference, in a homogeneous cell mixture, if the number of mRNA transcripts in each cell is on the order of $10^{5}-10^{6}$ (Islam et al. 2014), then a gene with average expression of 1 TPM will have one or more transcripts in about 10–60% of cells—assuming binomial sampling. 

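With a hard threshold of 1 TPM on the mean over libraries, the share of genes called active ranged from 54.3% in D. takahashii to 67.4% in D. melanogaster in the AG, and from 68.3% in D. eugracilis to 78.2% in D. melanogaster in the testis. A hard threshold of 2 TPM gave 46.0% to 60.4% in the AG and 62.6% to 72.0% in the testis. The difference between the testis and the AG was 13.6 percentage points at 1 TPM and 15.2 at 2 TPM (exact sign-flip permutation test over 11 species, p = 0.000977 for each). The fitted level at which both states were equally likely varied within species too. Its SD over libraries fitted alone was 0.311 TPM in the AG of D. biarmipes (n = 5) and 0.292 TPM in the testis of D. takahashii (n = 4).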

Our variable threshold estimates, which are similar to those obtained by other methods in other tissues and organisms (Wagner et al. 2013; Costa et al. 2022), confirm that no single “hard” cut-off of TPM or FPKM values would be equally appropriate for all species and tissues (Thompson et al. 2020).

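Genes were matched between the AG and the testis of a species by identifier, and counted as shared when P was above 0.9 in both. The number of shared genes was 7216 ± 841 (SD, n = 11 species), from 5354 in D. simulans to 8222 in D. eugracilis. In D. melanogaster it was 7074 of 13764 genes. The setting that moved it most gave the inactive component its own variance, with 776 to 3391 shared genes per species. With libraries modelled separately the range was 5553 to 7252.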

Inference under the model also supports previous findings that the testis and AG transcriptomes are highly overlapping (Cridland et al. 2020). Under a more stringent threshold where genes with probability of expression between 0.1 and 0.9 were classified as unknown, we found that the AGs and testes share between 4,681 and 6,682 actively expressed (P>0.9) genes, depending on the species. 

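A gene was counted as exclusive to an organ when P was above 0.9 there and below 0.1 in the other organ. The AG had 64.5 ± 25.0 exclusive genes (mean and SD, n = 11 species) and the testis 110.7 ± 95.2. In D. melanogaster there were 51 in the AG and 104 in the testis. The smallest number in the AG was 34, in D. biarmipes and D. bipectinata, and the largest was 104, in D. kikkawai. In the testis the smallest was 13, in D. bipectinata, and the largest was 365, in D. biarmipes. The testis number depended on the libraries used. Each replicate number was left out of both organs at once. The mean was 203.9 without replicate 2, with up to 1131 genes in D. biarmipes, and 192.6 without replicate 3. In D. biarmipes the AG library so dropped had the 100 genes highest in the testis at 0.950% of their testis level. The other AG libraries had them at 0.0772% to 0.200%, so the rise may come from the AG library dropped.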

The 2 organs differ in the number of exclusive genes, i.e. those actively expressed in one but not the other organ. The AGs express between 81 and 189 exclusive genes per species, while the testes are more variable with 287 and 1,887 exclusive genes per species (Table 1). This supports previous studies in *D. melanogaster*, *D. yakuba*, and *D. simulans* showing that the testes express an elevated number of tissue-specific genes relative to other tissues, including the AGs (Cridland et al. 2020; Takashima et al. 2023). These are likely minimum estimates due to our conservative threshold for active and inactive expression calls. 

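The testis had more exclusive genes than the AG in 7 of 11 species, and the mean log2 ratio of testis to AG was 0.45 (SD 1.36, two-sided exact sign-flip permutation test over species, p = 0.316). The AG had more in D. bipectinata, D. kikkawai, D. simulans and D. takahashii. This ratio depended on the setting. The mean of ln(TPM + 0.1) gave 3.42, with 1029 to 2601 exclusive genes per species in the testis and 99 to 243 in the AG, and modelling libraries separately gave 3.14, with 518 to 2186 in the testis and 81 to 229 in the AG (exact sign-flip test, p = 0.000977 for each). With its own variance for the inactive component the ratio was -2.68 (p = 0.0273 in the same exact test).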

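Of the genes plotted by name in Fig. 3, beat-Ic, CG5402, X11Lbeta, DAAM and CG5731 were found by identifier in D. melanogaster, and CG12970 is not analysed here. Orthologs in the other species could not be assigned from the identifiers, so the values are those of D. melanogaster. Beat-Ic (FBgn0028644), on chromosome 2L of BDGP6 from 16000291 to 16041703, was at 7.84 TPM ± 2.46 in the AG and 0.183 TPM ± 0.0545 in the testis (SD, n = 4 libraries each), with a probability of active expression of 0.993 in the AG. CG5731 (FBgn0032192), on 2L from 10207085 to 10209744, was at 119 TPM ± 24.9 in the AG and 1.17 TPM ± 1.36 in the testis. DAAM (FBgn0025641), on the X from 1289713 to 1322362, was at 0.296 TPM ± 0.114 in the AG and 8.16 TPM ± 0.482 in the testis, and its probability in the AG was 0.501. CG5402 (FBgn0039521) was at 177 TPM ± 118 in the AG and 15.54 TPM ± 6.26 in the testis. X11Lbeta (FBgn0052677), on the X, was at 0.108 TPM ± 0.0909 in the AG and 0.202 TPM ± 0.0879 in the testis. Of these 5 genes, X11Lbeta alone did not differ between the organs (two-sided exact permutation test on log2(TPM + 1), p = 0.171, Benjamini-Hochberg adjusted over the list alone 0.210). The other 4 each had p = 0.0286, the smallest that 4 libraries against 4 allow (adjusted 0.0393 over the 11 genes tested).
With any 1 testis library left out, none of the 11 genes passed the adjusted test, and 6 had an unadjusted p below 0.05.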

Our *zigzag* analyses confirm that the set of genes that are active in a transcriptome vary not just among organs but between species (Fig. 3).

**Fig. 3.**
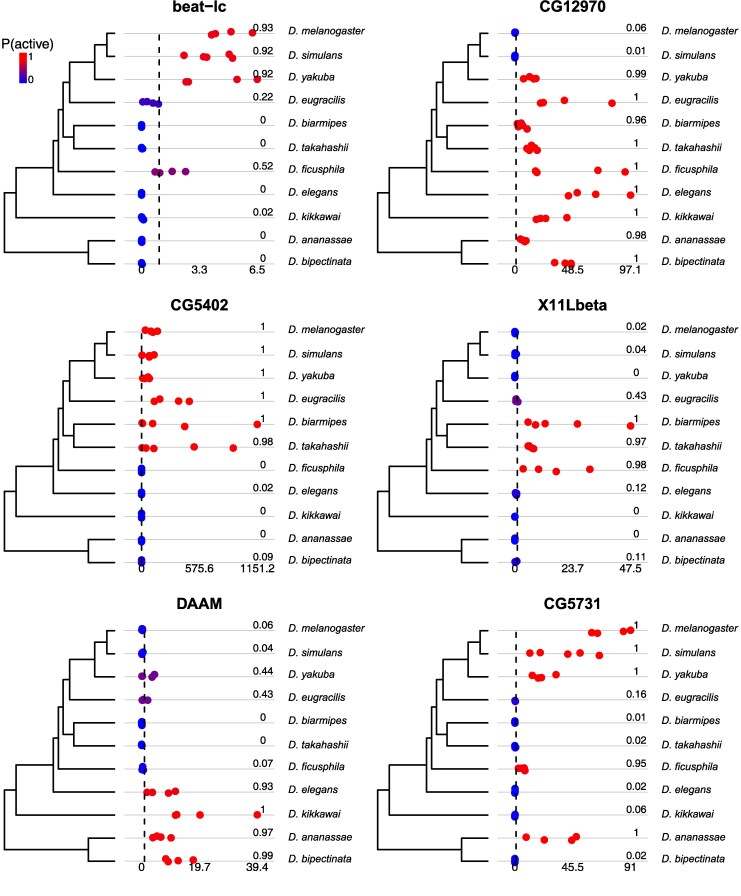
Comparative expression levels and expression state estimates for 6 genes in accessory glands that show one or more evolutionary changes in expression state among the 11 species. Dot plots show the estimated TPM values for each of the 4–5 biological replicate RNA-seq libraries in each species, with the range of TPM values indicated under the dot plots. TPM=1 is indicated by a vertical dashed line. Hot and cold color gradient and numbers to the right of the dots show posterior probability of active expression under the *zigzag* model.

**Table 1.** The transcriptomes of testes and accessory glands

	AG	Testis
% active protein-coding genes	44–59%	63–74%
% transcripts from inactive genes	0.3–0.5%	0.2–0.3%
TPM of genes with P=0.5 active	1.0–2.1 TPM	1.0–1.8 TPM
Number of exclusive expressed genes	81–189	287–1,887

### Expression of X-linked Genes in Male Reproductive Organs

Previous studies have found that the X chromosome is depleted for genes with male-biased expression (Parisi et al. 2003; Ranz et al. 2003; Mueller et al. 2005; Sturgill et al. 2007; Mahadevaraju et al. 2021). In the genus *Drosophila*, genes with testis-biased expression show a tendency to move from the X to the autosomes (Vibranovski et al. 2009), while accessory gland proteins (Acps) are significantly under-represented on the X chromosome in *D. melanogaster* (Ravi Ram and Wolfner 2007). In these studies, tissue-specific (or tissue-enriched) genes were identified on the basis of expression bias, i.e. quantitative difference in transcript abundance between different organs or between males and females. These studies reveal how organs and sexes are represented on the X chromosome, but not necessarily how the X is represented in the transcriptome of each organ. We found that a higher proportion of X-linked genes are expressed in both testes and accessory glands (AGs) compared to autosomal genes (Fig. 4a). However, X-linked genes expressed in the testes have about 30% lower median expression levels than their autosomal counterparts (Fig. 4b). These results are also consistent with the findings of Mahadevaraju et al. (2021; Fig. 1j). In contrast, we observed little difference in AG expression. These findings suggest that while male-specialized genes are under-represented on the X, a greater fraction of X-linked genes are active in male sex organs, albeit with lower expression levels in the testes (Mahadevaraju et al. 2021; Witt et al. 2021; Wei et al. 2024).

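Genes of D. melanogaster were placed on chromosomes with a BDGP6 annotation that holds the identifiers of the deposited tables, and chromosomes of the other species' genes were not analysed here. Averaged over P, 76.1% of the 2147 X-linked genes and 75.9% of the 11576 autosomal genes were active in the AG, a difference of 0.186 percentage points. In the testis the shares were 75.2% and 77.1%, a difference of -1.88 percentage points. In AG libraries fitted alone the X-linked share was higher in 4 of 4, by 0.715 percentage points on average (SD 0.797, two-sided exact sign-flip permutation test, p = 0.125, the smallest that 4 libraries allow). In testis libraries it was higher in 1 of 4, with a mean difference of -1.10 percentage points (SD 1.09, same exact test, p = 0.25). Neither design can reach p = 0.05. The sign of the AG difference changed in several settings. It was -1.93 percentage points with only genes above 0 TPM in every library, -0.108 with the mean of ln(TPM + 0.1), and -0.0265 without the HiSeq 2500 library.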

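Among genes with P above 0.5, the median level in the testis was 13.8 TPM for 1684 X-linked genes and 18.4 TPM for 9210 autosomal genes, a ratio of 0.752. The highest autosomal arm was 2L, at 19.7 TPM, and chromosome 4, with 66 genes, was at 12.1 TPM. The ratio was below 1 in each of the 4 testis libraries fitted alone (mean 0.734, range 0.691 to 0.790, two-sided exact sign-flip permutation test on log2 ratios, p = 0.125, the smallest that 4 libraries allow). Across every setting tried it stayed between 0.690 and 0.867.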

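In the AG, the median level was 7.05 TPM for 1652 active X-linked genes and 7.88 TPM for 8908 active autosomal genes, a ratio of 0.894. Libraries fitted alone had a mean ratio of 0.866 (range 0.787 to 0.976), below 1 in 4 of 4 (two-sided exact sign-flip permutation test on log2 ratios, p = 0.125). The log2 ratio was lower in the testis than in the AG by -0.23, which did not pass a test between the 4 testis and 4 AG libraries (two-sided exact permutation test, p = 0.0571).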

**Fig. 4.**
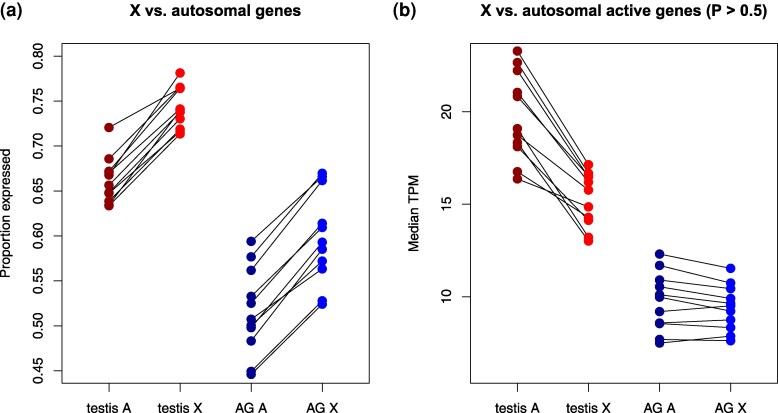
Comparison of gene expression between the X chromosome and autosomes. a) Each colored dot shows the expected proportion of actively expressed genes (averaged over the posterior probability of expression) in a given species and organ (testis shown in red; AG shown in blue.). Lines connect the autosomal (“A”) and X-linked categories within each species. b) Lines connect the median expression levels of actively expressed genes for autosomal and X-linked genes within each species. Genes are considered “active” if their probability of expression is >0.5.

### Phylogenetic Model of Transcriptome Turnover

To investigate the evolutionary processes that contributed to the patterns we observe in our data, we fit a model of transcriptome evolution in the 2 organs to a time-calibrated phylogenetic tree and the expression states for single-copy genes in both organs (see Methods). In brief, we assumed that each gene’s expression state evolved as a two-state (active/inactive) continuous-time Markov chain (CTMC) with turnover rate (rate of activation/deactivation of expression) varying across branches according to an uncorrelated relaxed clock model where each branch of the tree was assumed to have a unique mean turnover rate that correlated between the 2 organs. We also included among-gene rate variation in our model to account for differences in turnover rate among genes.

Ideally, we would average over the uncertainty of the expression states of all genes while fitting evolutionary models to the *zigzag* posterior probabilities. Unfortunately, such phylogenetic analysis methods are not currently available for transcriptome-scale comparative data, which involve thousands of characters. We therefore set 2 probability thresholds derived from a single value we call *α* to classify genes as active (high probability of active expression; >1−α), inactive (low probability of active expression; <α), or unknown/missing data (intermediate probability of active expression; between *α* and 1−α). Because, to our knowledge, this type of study has not been performed before, it was important to investigate the consistency, adequacy, and robustness of not just the *zigzag* predictions of expression state, but also of the evolutionary model fit to those inferred expression states. The probability cutoffs for active and inactive genes in particular can potentially have a large impact on inferences. If these cutoffs are too conservative, too much data will be thrown out and the prior will have a strong impact on our inferences. As the cutoffs approach 0.5, more of the data is used for inference but the number of misclassifications increases, which could overpower the true signal in the data.

To assess the overall adequacy of our evolutionary model and to select appropriate probability cutoffs for gene expression states, we conducted a series of cross-validation experiments and sensitivity tests (see Methods and supplemental text S1, Supplementary Material online). The results of this cross-validation experiment revealed that the probability thresholds of α=0.05,0.1, and 0.25 work well for our data such that phylogenetic inferences of the expression states of the hold-out data agreed with the *zigzag* estimates with probability near 0.88 on average (see supplemental text S1, figs. S5–7, Supplementary Material online). Accuracy was similar for each species (supplementary fig. S6, Supplementary Material online). We performed phylogenetic analyses under all cutoffs, and mostly report the estimates based on an α=0.1 as our most confident estimates since that level had the highest average accuracy.

### History and Dynamics of Transcriptome Turnover

Inferences under our model suggest distinct modes of evolution for the 2 organ’s transcriptomes. Our model allowed us to directly infer the correlation of branch-specific rates of transcriptome turnover in the 2 organs. Despite there being a great deal of uncertainty about the strength of this correlation (95% highest posterior density interval (HPD) for the correlation parameter is [−0.05, 0.76]), the correlation is likely no >0.76.

We estimated the rates at which genes were turned on and off in the AG and testis and explored how those rates varied among genes and organs as well as among the different branches of the species phylogeny. Assuming that the root age of the species tree is approximately 25 million years (Obbard et al. 2012), our posterior estimates of branch rates suggest that the accessory glands experienced a pulse of rapid transcriptome turnover around 10 million years ago, near the base of the Oriental lineage of the *melanogaster* species group (Fig. 5). In contrast, we infer much more subdued rates of turnover in the testis on those branches. Also, in contrast to the AG, we infer accelerated transcriptome turnover in the testis on the *D. melanogaster* tip branch, compared to the rest of the tree (Fig. 5, branch 18). For probability cutoffs (*α*) of 0.05, 0.1, and 0.25, the relative rates of turnover were fairly robust to the choice of probability cutoff, with branches 15 and 16 near the base of the Oriental lineage consistently showing the highest rates of turnover for accessory glands, while some terminal branches consistently show elevated turnover in testes, in particular in *D. melanogaster* (supplemental text S1 figs. S1–S4, Supplementary Material online).

**Fig. 5.**
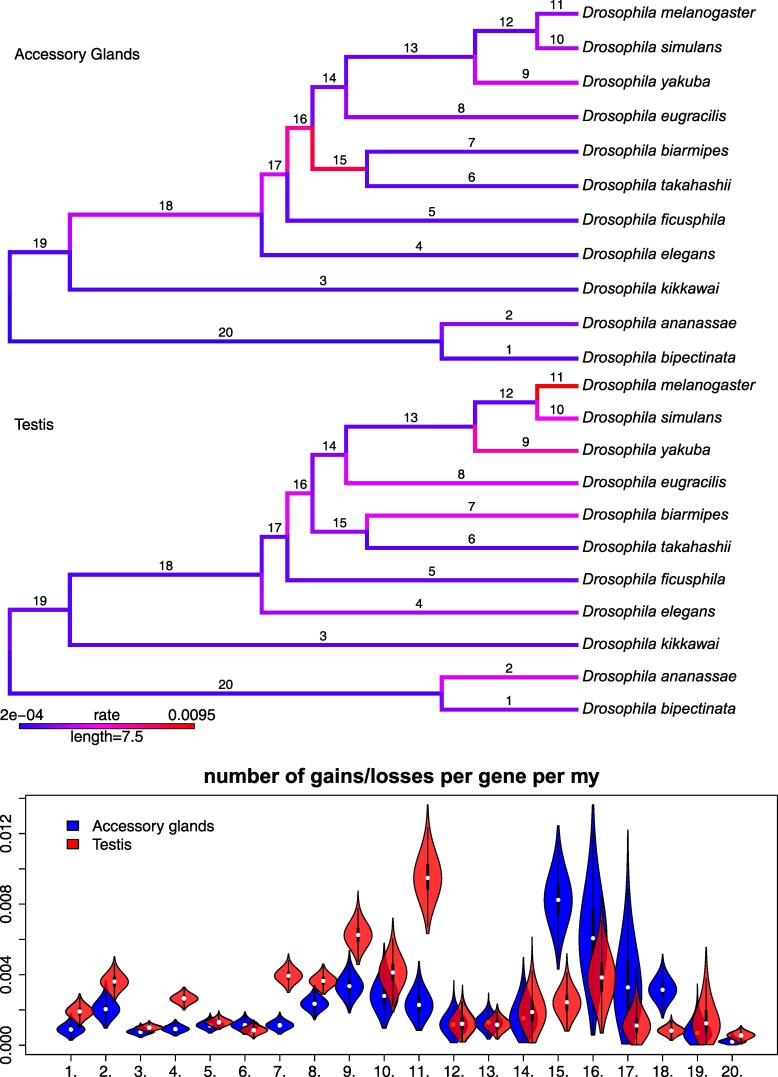
Posterior mean estimates of branch-specific relative turnover rates for single-copy genes in the AG (top phylogeny) and testis (bottom phylogeny). Branch color reflects the mean posterior estimates of the transcriptome turnover rate (changes per single-copy gene per MY), from low (blue) to high (red). The bottom violin plot shows the full posterior samples of the relative turnover rate for AG (blue) and testis (red) for each branch numbered on the phylogenetic trees. Note the accelerated turnover on branch 11 in the testis and branches 15–18 in the AG. The Oriental lineage is descended from branch 18.

At the cutoff of α=0.1, we estimate that the mean gene expression turnover rate is $1.6\times 10^{-3}$ per million years in the AG and $2.0\times 10^{-3}$ per million years in the testis (Table 2; supplementary Data file S2, Supplementary Material online). Overall, the per-gene turnover rate appears to be on the order of $10^{-3}$ per MY (Table 2). For reference, this is on the same order of magnitude as the per nucleotide rate of substitutions in *Drosophila*, where estimates are around $8\times 10^{-3}$ per MY (Obbard et al. 2012). Thus, for a gene of size 1 kb, we expect it to change expression state on the order of once every 1,000 base changes. For a genome of around 15,000 genes, these turnover rates imply that roughly 40 expression activation/deactivation events happen in each organ per million years. However, this does not imply a massive rewiring of the transcriptome. Most expression turnover is likely driven by frequent changes in the expression state of a relatively small subset of genes (Fig. 6).

**Fig. 6.**
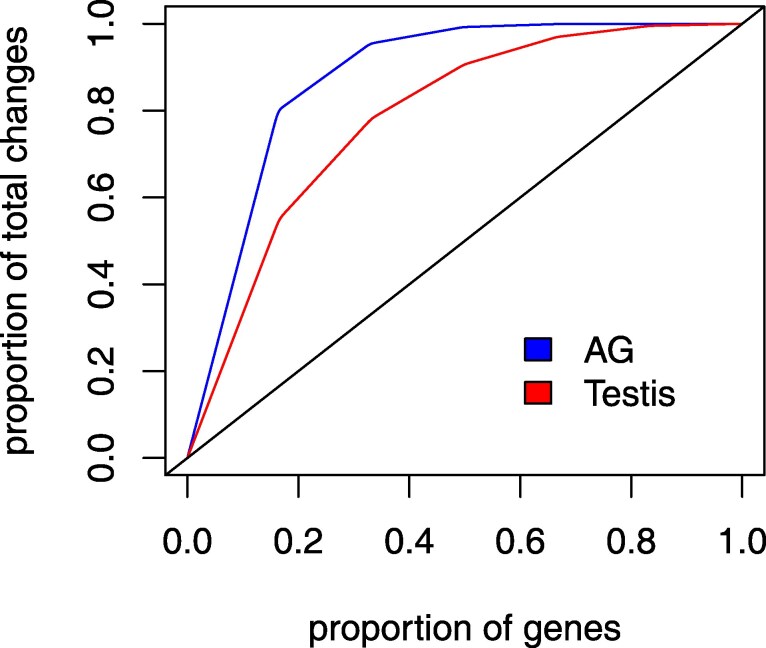
Transcriptome turnover is concentrated among a minority of genes. Proportion of single-copy genes (n=8,660) are ranked on the X axis by their rate of change, from fastest to slowest evolving. The red (testis) and blue (AG) curves show the cumulative proportion of transcriptome turnover events explained by each subset of genes. For example, 20% of genes account for nearly 80% of all turnover in the AG. The black line shows the expected curve if all genes turned over at the same rate.

**Table 2.** Mean turnover rates per gene for AG and testis at different probability cutoffs (*α*)

Probability cutoff (*α*/1−*α*)	AG mean turnover rate per gene (my^−1^)	Testis mean turnover rate per gene (my^−1^)
0.5	$5.8\times 10^{-3}$	$3.8\times 10^{-3}$
0.25/0.75	$3.1\times 10^{-3}$	$2.9\times 10^{-3}$
0.1/0.9	$1.6\times 10^{-3}$	$2.0\times 10^{-3}$
0.05/0.95	$1.0\times 10^{-3}$	$1.5\times 10^{-3}$
0.01/0.99	$0.4\times 10^{-3}$	$0.7\times 10^{-3}$

To estimate the variation among genes in contributing to transcriptome turnover, we analyzed the posterior distribution of the parameters of the among-site rate variation model. This model draws gene evolution rates from a discretized gamma distribution (see Methods). In the accessory glands, we estimate that half of all transcriptome turnover of single-copy genes is being driven by about 10% of the genes, while about 15% of genes are driving half of all changes in the testis. Because these estimates come from single-copy genes, which appear to be more likely to be expressed in the AG and testis compared to the rest of the genome (Fig. 2), these rates of turnover probably differ from the genome average and, we suspect, underestimate the average rate for all genes. On the other hand, transcriptome turnover may be slower in other tissues compared to the rapidly evolving male reproductive system. In summary, our analyses imply that the rate of transcriptome turnover changes over time independently in the 2 organs and is highly variable among genes.

We investigated 2 plausible artifacts that could cause the inferred patterns of branch rate variation in these 2 organs. One potential artifact could be caused by a subset of genes exhibiting a very high rate of turnover, such that phylogenetic information is quickly erased to different degrees in different parts of the tree, e.g. longer branches vs. shorter branches near the tips. A second artifact could be caused by our method of classifying genes as ON or OFF. Our inferences could be highly sensitive to misclassification, which could lead to higher estimates of turnover rates near the tips of the tree. To explore these potential sources of error, we simulated 2 datasets under these scenarios using *sim.char* in the R package *geiger* v 2.0.11 (Pennell et al. 2014), with the same number of genes and species and the same tree as the *Drosophila* dataset. In both simulations, activation rate equaled deactivation rate and branch rates were held constant in order to test whether these potential problems could lead our method to infer significant branch rate variation where none exists. In the first simulation, all genes evolved at the same rate, except 5% of genes evolved 100-fold faster. In the second simulation, there was no variation in rates among genes, but 1% of the genes in each species and organ had their expression state flipped to simulate misclassification. Figure 7 shows that the branch rates at shorter terminal branches in our model are sensitive to both scenarios. Thus, the elevated rates observed on branches 1, 2, 9, 10, and 11 may be caused in part by state misclassification, a very high turnover rate in a subset of genes, or both.

**Fig. 7.**
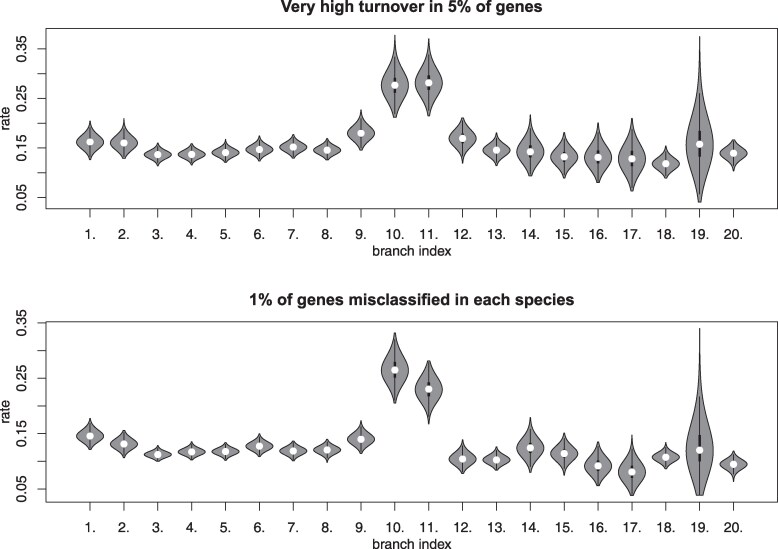
Posterior distributions of branch rates for data simulated under 2 scenarios where the true branch rates are constant. See Fig. 5 for branch numbers. Top panel shows inferred branch rates when 5% of genes change expression states 100 times more rapidly than other genes. Bottom panel shows the inferred branch rates when 1% of genes have their expression states misclassified. Note that branches 10 and 11 are the shortest terminal branches in the tree.

### Turnover Rate and Biological Function

We tested whether the genes that show elevated turnover rates in male reproductive organs are enriched for particular biological functions. To do this, we performed gene ontology (GO) analysis on the sets of genes that showed turnover rates at least two-fold higher than the mean. This analysis was done separately for AGs and testes, using all singleton genes expressed in the corresponding tissue as the background. Eight GO terms in the testis, and 20 in the AG, showed significant enrichment (Fig. 8a, b; and supplementary fig. S7 in supplemental text S1, Supplementary Material online). There was strong overlap in the significant terms between the 2 tissues, such that all gene categories that were enriched in the testis were also enriched in the AG. However, there was only a limited overlap between the individual genes driving the enrichment (Fig. 8c). The enriched GO terms were related to sensory perception (including olfactory and gustatory receptor genes and odorant-binding proteins), GPCR signaling (especially neuropeptide signaling), and cuticle development. The AG additionally showed enrichment for terms related to cilium organization, membrane ion transport and membrane projection.

**Fig. 8.**
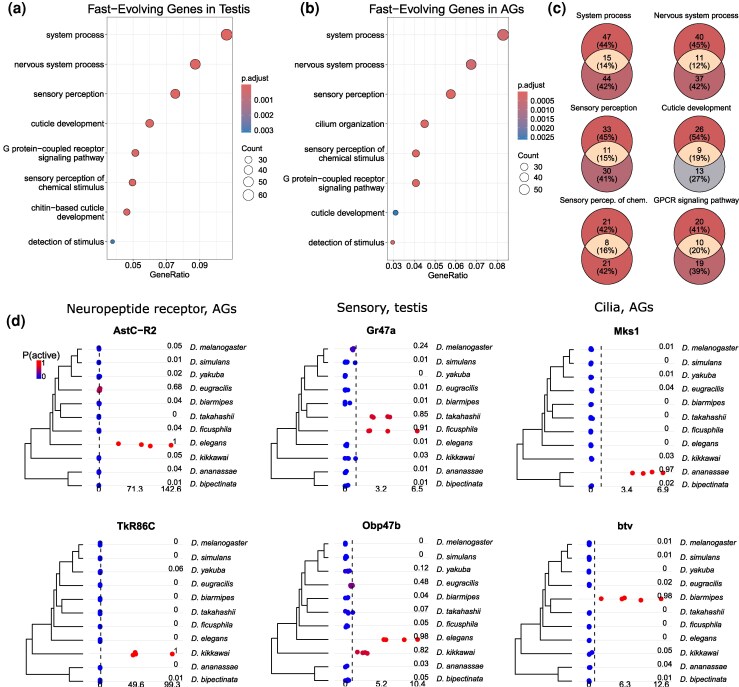
Genes with elevated turnover rates are enriched for similar functional categories in testes and AGs. a) A dot plot from a gene ontology (GO) analysis showing all significantly enriched (*q*-value <0.05) biological process terms among the genes showing rapid turnover in the testis. Genes are designated as showing rapid turnover if they have rates at least two-fold higher than the mean. The list of all singleton genes expressed in the testis is used as the background. b) The top 8 significantly enriched terms in the AG; analysis performed the same way as in (a). The full list of significantly enriched AG terms can be found in supplementary fig. S8 of supplemental text S1, Supplementary Material online. c) Venn diagrams illustrating the overlap between the genes showing rapid turnover in the testis and AG, in each of the shared enriched GO terms. Note that most individual genes are exclusive to one organ. d) Dot plots showing the TPM values for selected genes showing high turnover rates, mapped onto the species phylogeny. Two genes per functional class (neuropeptide receptors, sensory perception, and cilium organization) are shown. For each pair, both genes are shown in the same organ. Dots are colored in accordance with the posterior probability of active expression inferred from the zigzag model. Separate dots within a species represent different biological replicates.

The pattern of unusually fast turnover could potentially be explained by contamination of some samples with RNA from non-target tissues. For example, the presence of genes related to cilium organization in AG samples could reflect contamination from sperm, transcripts related to cuticle development could be coming from epithelial tissues, and genes related to GPCR signaling and sensory perception may reflect contamination from neurons that innervate the reproductive organs. However, several lines of evidence argue against contamination being a major factor. First, other genes that are highly expressed in the potential sources of contamination (such as ion channels and sperm-specific genes) do not show up in the enrichment analysis. Second, the inferred gains of expression are generally consistent across replicates of the same species (Fig. 8d). 

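Of the genes in Fig. 8d, TkR86C, Mks1, btv and AstC-R2 were found in D. melanogaster for the AG, and Gr47a and Obp47b for the testis. The other species' genes could not be assigned by identifier. TkR86C (FBgn0004841), on chromosome 3R from 10737592 to 10751228, was at 0.0315 TPM ± 0.0404 in the AG (SD, n = 4 libraries), with a probability of active expression of 0.0332, and at 2.49 TPM ± 0.540 in the testis. Mks1 (FBgn0030395), on the X from 12494395 to 12496597, was at 0.0558 TPM ± 0.0773 in the AG and 5.85 TPM ± 3.42 in the testis. Its highest AG library, of the reference strain, was at 0.170 TPM and the other 3 were between 0 and 0.0289 TPM. Btv (FBgn0023096), on 2L, was at 0.0863 TPM ± 0.0634 in the AG and 1.14 TPM ± 0.545 in the testis. AstC-R2 (FBgn0036789), on 3L, ranged from 0 to 0.886 TPM over the AG libraries, with a probability of 0.628 from their mean and 0.0377 when libraries were modelled separately. Its levels in the 2 organs did not differ (two-sided exact permutation test on log2(TPM + 1), p = 0.771).
Gr47a (FBgn0041242), on 2R from 10362185 to 10363584, was at 0.658 TPM ± 0.118 in the testis (n = 4), with a probability of 0.427, and at 4.52 TPM ± 2.89 in the AG. Obp47b (FBgn0033614), on 2R from 11302247 to 11302987, was listed at 0 in both testis libraries of the non-reference strain and was at 0.212 and 0.00374 TPM in those of the reference strain.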

Third, these gains are often associated with high TPM counts (Fig. 8d). Fourth and most important, different genes in the same GO category show expression gains in different species (Fig. 8d), whereas contamination would produce a highly correlated gain. For these reasons, contamination is unlikely to be a major contributor to the rapid transcriptome turnover we observe.

We do not know what roles, if any, the genes undergoing rapid turnover play in male reproductive organs, but some enriched terms are consistent with their physiology. Neuropeptides are known to regulate copulation, for example, by coupling mating duration to the transfer of sperm and seminal fluid (Taylor et al. 2012). Similarly, the ability of males to upregulate sperm production in response to the presence of females depends on the ability of somatic cyst stem cells of the testis to respond to neuronally secreted octopamine (Martin-Diaz and Herrera 2024). It is conceivable, therefore, that co-option of genes involved in neuropeptide signaling could lead to lineage-specific changes in inter-organ communication or the regulation of secretory cell activity—changes that may, for example, have implications for the males’ ability to dynamically respond to the sociosexual environment (e.g. Hopkins et al. 2019).

### Turnover of Transcription Factors

Differences in the rate of expression evolution among classes of genes can suggest possible mechanisms for phenotypic evolution. In particular, gain or loss of a transcription factor expression can have large downstream consequences on the transcriptome and thus on the function of an organ. If a transcription factor is lost or gained by a transcriptome it may bring with it downstream targets, resulting in a pulse of transcriptome turnover in a lineage on the phylogeny. We examined the mean difference in the turnover rate between transcription factor genes and the rest of the single-copy gene families in our phylogenetic study. To accomplish this we analyzed the posterior distribution of gene-specific rates from the among-gene rate variation model (see Methods). Our data and models imply that transcription factors change expression states at different rates in the accessory glands and testes, where they evolve at a relatively slow rate in the former and a relatively fast rate in the latter. We report the posterior credible intervals of the percent difference of the mean rate (PDMR) between each group of genes (i.e. TF and non-TF). PDMR is calculated with the following formula:

(1) $$\text{PDMR}=\left(\frac{\text{mean TF rate}-\text{mean non-TF rate}}{\text{mean non-TF rate}}\right)\times 100$$

Our models and the RNA-seq data imply that expression states of single-copy transcription factors in AGs turn over on average 10–34% slower than those of non-TF single-copy genes. Conversely, TF expression states in testes turn over 0–17% faster compared to non-TF genes (colored lines and circles in each density in Fig. 9;a–b, blue and red curves). To check how frequently random subsets of genes deviate from the genome average at least this strongly, we measured the mean PDMR (M-PDMR) for each comparison and created an empirical null distribution from random partitions of the data where we summarized each random partition with the same statistic, the M-PDMR (Fig. 9;a–b, black curves). Results show that for TF genes, this statistic is extreme relative to the reference set in both AGs and testis, with < 0.1% of genes in the reference set having more extreme statistics for both organs. Thus, at the level of discrete ON/OFF transitions, our analysis implies that TF genes evolve slightly faster than non-TF genes in the testis, but significantly slower than non-TF genes in the AG.

**Fig. 9.**
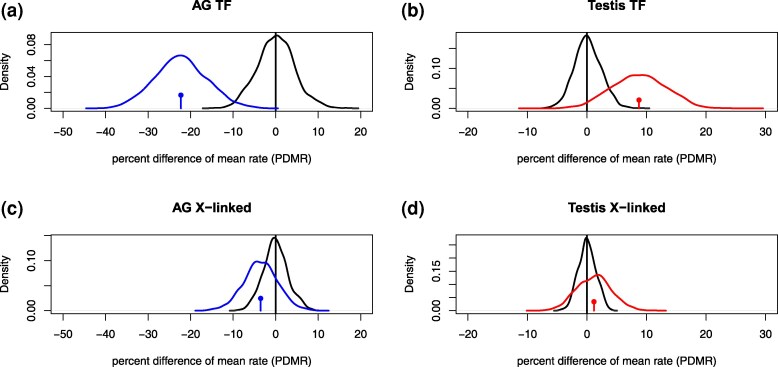
The posterior distributions of the percent difference of mean rate (PDMR; equation 1) for transcription factors and non-transcription factors (top row; A and B) and between X-linked and autosomal genes (bottom row; C and D) in AG (blue) and testis (red). a) The blue distribution gives the percent difference of the mean rate of TF genes and non-TF genes computed from the posterior sample from the phylogenetic MCMC. As a null reference, the black distribution of mean PDMR (M-PDMR) of 1,000 random partitions of all genes into 2 groups equivalent in size to the TF/non-TF partition. The blue point with a line indicates the mean of the distribution. b) shows the same analysis in the testis. c) shows the same analysis but for X-linked/autosomal PDMR. d) is like C except in the testis.

### Turnover of X-linked Genes

X-linked genes may evolve differently from autosomal genes due to the differences in selective pressures and effective population size that the X chromosome experiences in males vs females (Parisi et al. 2003; Ravi Ram and Wolfner 2007; Singh and Petrov 2007; Sturgill et al. 2007; Vibranovski et al. 2009; Khodursky et al. 2020). We tested whether transcriptome turnover rate differs between X-linked and autosomal genes using the same approach as described above for transcription factors. We found that both classes of genes turn over at similar rates. The posterior distribution of PDMR overlaps zero and places little probability on differences greater than about 10% in either organ (Fig. 9; c–d, blue and red curves). For X-linked genes, the reference distribution of mean PDMR suggests little surprise at seeing this pattern (Fig. 9; c–d, black curves) when comparing gene partitions that are random with respect to X-linkage. In summary, the 2 male reproductive organs show little evidence of either slower or faster evolutionary turnover in the expression of X-chromosomal genes compared to other single-copy gene families.

### Ancestral Transcriptomes of Testes and Accessory Glands

We used our phylogenetic model to estimate the posterior probability that each single-copy gene was expressed in the testes and AGs of the most recent common ancestor of the 11 species in our analysis (i.e. the most recent common ancestor of the *melanogaster* species group). Our model and data imply, at a probability cutoff of 0.95, that 61% of the single-copy genes were expressed in the ancestral accessory gland, and 74% were expressed in the ancestral testis. We also estimated the posterior probability that each gene is actively expressed in *D. melanogaster* but was not expressed in the most recent common ancestor (i.e. that it gained expression in the testis or AG in the *D. melanogaster* lineage over the last ∼25 MY) by analyzing the joint posterior distribution of the expression state at the root node of the tree and at the *D. melanogaster* tip (supplementary Data file S3, Supplementary Material online). This analysis implies that at a probability >0.95, *D. melanogaster* expresses 19 single-copy genes in the AG that were not expressed in that organ in the most recent common ancestor of the *melanogaster* species group, while 95 such genes are expressed in the *D. melanogaster* testis.

These results raise several questions, in particular—how big are the changes in transcript abundance associated with the gain of active expression? Do recently activated genes remain expressed at levels barely above our probability cut-offs, or does their expression approach the levels typical of other genes expressed in that tissue? To address this question, we compared the expression levels of newly active and ancestrally active genes in each species in both organs (Fig. 10a,b). Newly active genes were defined as those that have >0.95 probability of being ON in the focal species and >0.95 probability of being OFF in the most recent common ancestor of the 11 species in our study. Conserved, ancestrally active genes are defined as those with >0.95 probability of being ON both in the focal species and in the common ancestor. We estimated the posterior distribution of the difference in mean log TPM between these 2 groups using the R package BEST v 0.5.4 (Kruschke 2013) setting default vague priors (Fig. 10c). Resulting inferences imply that the 2 organs differ in the expression levels of newly active genes. In testes, such genes have lower expression compared to ancestrally active genes, while in the AG both classes of genes are expressed at roughly similar levels (Fig. 10). Thus, in at least some tissues newly activated genes approach typical expression levels. In fact, some recently activated genes are expressed at high TPM (Fig. 3,Fig. 8d).

**Fig. 10.**
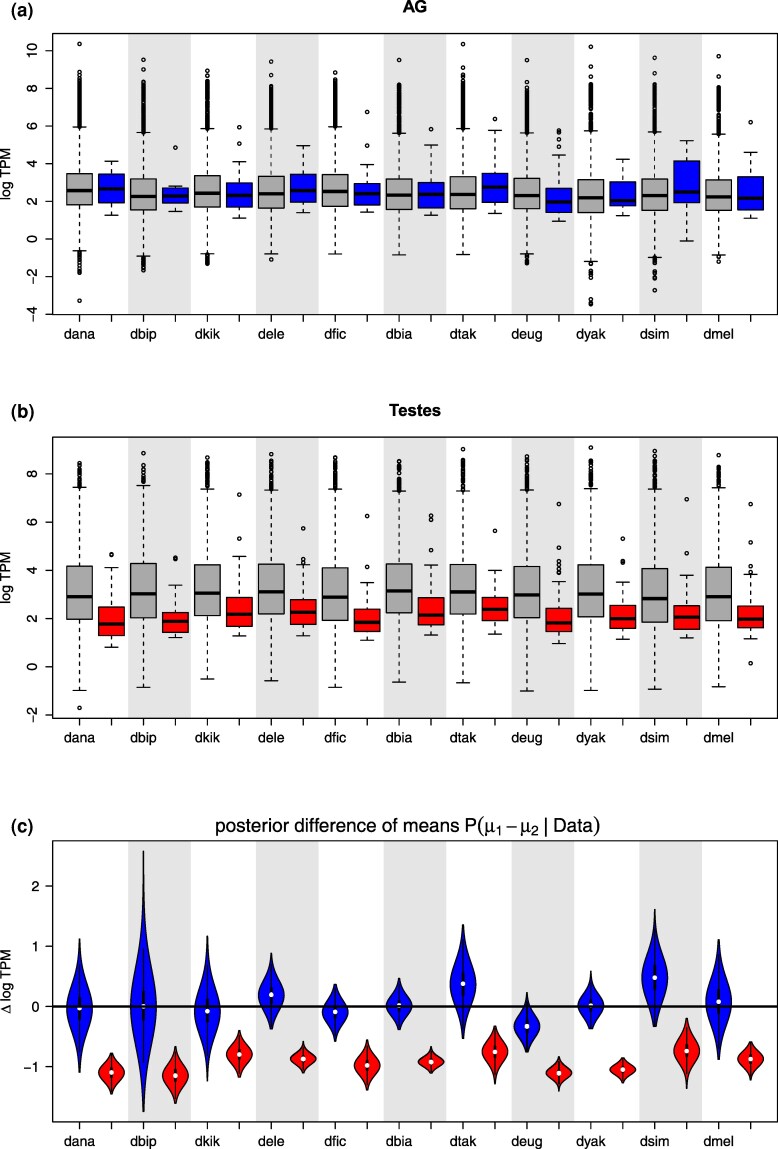
Expression of recently activated genes compared to genes with conserved expression. a,b) “Recently activated” is defined as having >0.95 probability of being OFF in the common ancestor and ON in species X (A; blue boxes for AG, B; red for testes). “conserved expression” is defined as having >0.95 probability of being ON in the common ancestor and ON in species X (gray boxes). c) The posterior distribution (proportional to violin width) of the difference in log TPM between the 2 groups ($\mu_{1}$ is the mean of the recently activated group and $\mu_{2}$ is the mean of the conserved expression group).

## Discussion

In this report, we explored the feasibility of using discretized RNA-seq data to study the evolutionary turnover of transcriptomes—that is, the gain and loss of tissue-specific expression by conserved genes. We created an analysis pipeline that fits discrete trait evolution models to comparative RNA-seq datasets. This pipeline translates continuous RNA-seq data to discrete trait data using a Bayesian method for expression state inference (*zigzag*; Thompson et al. 2020). To investigate the co-evolution of transcriptomes across multiple organs, we defined a phylogenetic model of correlated gene expression evolution in 2 or more organs. We demonstrated the power of this research pipeline by examining 2 rapidly evolving organs in the *Drosophila* male reproductive system, namely the accessory glands and the testes.

We first characterized attributes of the 2 organ transcriptomes in each species individually. We estimated that testes express a greater proportion of the genome compared to accessory glands, with a proportion of actively expressed genes falling in the 63–74% range in the testis and 44–59% in the AG across the 11 species. The level of background expression noise (i.e. the fraction of the transcriptome that does not correspond to actively expressed genes) is similar between the 2 organs and is below 1% in all species. In other words, >99% of protein-coding transcripts in cells appear to be from actively expressed genes.

With our model of correlated transcriptome evolution, we inferred turnover rates and historical expression states of 8,660 single-copy genes. This inference suggests that the transcriptomes of the two male reproductive organs evolve at similar overall rates but follow distinct evolutionary paths. The accessory glands and testes show bursts of rapid transcriptome turnover at different times and in different parts of the tree. Among genes, there is greater variation in turnover rates in the AG than in the testis, indicating a lower baseline rate of turnover in the AG with a subset of genes showing higher rates of evolution. We inferred a relatively low correlation in branch rate between the organs, though the inferences were highly uncertain. Another type of correlation we did not explore but is worth mentioning is the gene-level correlation between the organs. In our model we sought to capture a dynamic where an acceleration in evolution of one organ may correlate with the rate of evolution of another organ regardless of which genes are experiencing accelerated evolution. We hope in the future this model is expanded to include dynamics where genes can change state in multiple organs simultaneously.

We also demonstrated that we can estimate ancestral transcriptomes with this phylogenetic model. Ancestral state reconstruction methods can be used to estimate tip states for missing data as well. We performed a leave-k-out experiment to obtain estimates of the state of genes at the tips which were “held out” by setting them as missing data. We used these estimates to check the consistency between our evolutionary inferences and the state predictions from *zigzag*. This experiment indicates a solid degree of consistency with an average accuracy of 88%. In like fashion, genes that are truly missing from a dataset either because of missing measurements or because *zigzag* couldn’t identify their states with sufficient certainty can leverage the information in other species through phylogenetic relationships to gain more certainty.

We explored the evolutionary patterns of 2 important classes of genes, transcription factors and X-linked genes, to test whether they follow distinct evolutionary dynamics compared to the rest of the genome. Transcription factor expression appears to evolve faster than the non-TF single-copy genes in the testis, but much slower in the AG. It is interesting to note that our estimates of the overall transcriptome turnover rates are similar for the 2 organs. Given that changes in TF expression are expected to have a large impact on the transcriptome, this is a curious result. One possibility is that the gain and loss of TF expression may modulate the expression levels of genes that are already expressed in the organ, rather than changing the expression states of genes from off to on or vice versa. Alternatively, downstream expression changes that result from TF turnover could be more pronounced in non-single-copy gene families that undergo duplication and deletion more frequently. Finally, we note that the posterior distributions of the mean AG and testis turnover rate are both fairly wide, and thus moderate to large differences in rates are plausible. Analysis among more species could help provide more precise estimates.

Our estimates of evolutionary rates indicate that the “fast-X effect” on expression levels (Meisel et al. 2012b) doesn’t necessarily imply a faster rate of transitioning between ON and OFF among conserved single-copy genes. We find that X-linked genes turn over at rates not significantly different from autosomal genes. However, we emphasize that our dataset consists of conserved single-copy gene families among eleven *Drosophila* species. The fast-X effect may be in part driven by gene families that are more evolutionarily labile. Gene duplication and deletion in some gene families is known to play an important role in expression evolution (Lynch and Conery 2000; Lynch and Force 2000; Thompson et al. 2016, 2018; Ebadi et al. 2023).

*zigzag* allowed us to gain some insight into the representation of the X and autosomal chromosomes in male organs. We found that a higher percentage of X-linked genes is expressed in both organs compared to autosomal genes. How does this result fit with the large body of research on the reverse relationship, that is, how male organ genes are distributed among the chromosomes? Several studies report that genes with testis-biased and AG-biased expression tend to be under-represented on the X chromosome in *D. melanogaster* and other *Drosophila* species, suggesting that X-linked genes with male-specific functions may be disfavored by selection (Parisi et al. 2004; Vibranovski et al. 2009; Mikhaylova and Nurminsky 2011; Assis et al. 2012; Meisel et al. 2012a; Mahadevaraju et al. 2021). This paucity of male-biased genes on the X chromosome does not necessarily imply that the X chromosome is under-represented in any given tissue relative to autosomal genes. These studies also focus on quantitative expression levels rather than expression states and thus cannot estimate the proportion of classes of genes (e.g. X-linked genes) that comprise transcriptomes.

Additionally, we estimate that actively expressed X-linked genes are expressed at around 30% lower levels than autosomal genes in the testis while the 2 types have similar expression levels in the AG. This whole-organ pattern is expected if dosage compensation is decreased or the X is silenced in the male germline (Vibranovski et al. 2009; Meiklejohn et al. 2011; Mahadevaraju et al. 2021; Witt et al. 2021; Wei et al. 2024).

### Challenges and Pitfalls

Different dimensions of the dataset are informative about different model parameters. An obvious question is how this type of analysis is influenced by the number of species, genes and biological replicates per species. The first step in our analysis pipeline estimates the expression state of genes from replicated continuous (TPM) data. Four samples per species appear to be sufficient for *zigzag*, as we find that increasing the number of samples further provides only marginally more precise estimates (Thompson et al. 2020). As for the number of taxa, we found that with just 11 species, two organs, and 8,660 genes, we were able to detect differences in the mode and tempo of transcriptome turnover both between tree branches and between organs. However, many model parameters of interest, such as the correlation of turnover rates between the 2 organs, have posterior distributions that are quite wide. This is also true for the turnover rates of individual genes parameterized in the among-site rate variation model. Datasets containing more species should better resolve these parameters and shed light on the answers to many other important questions relating to transcriptome evolution while allowing for richer and biologically realistic models of regulatory evolution. In summary, gene-level parameter estimates should benefit primarily from more species, while transcriptome-level parameters should benefit from more species as well as from including more genes in the analysis.

The first point of failure in any comparative transcriptome study is dissection of biological samples. Because “comparative” assumes homology, it is crucial that RNA samples are isolated from truly homologous tissues. This is not a trivial problem if the organ system under study changes structure frequently and/or is not defined in a consistent way among species. It is easy to imagine scenarios where it is difficult to distinguish the evolutionary co-option of new genes in a transcriptome from differential contamination by other tissues and cells in a subset of species. We took many precautions with the accessory glands and testis at several steps in our analysis pipeline to detect and mitigate potential artifacts emanating from dissection error. Our analysis of individual gene expression patterns suggests that cross-tissue contamination is not a major source of artifacts in this study. Nevertheless, it is important to consider this potential source of erroneous inference in all comparative transcriptome analyses, whether qualitative or quantitative.

The next set of challenges emerge from how expression is defined and quantified. Similar to comparative analyses that treat gene expression as a continuous character, evolutionary inference of discrete expression states is fraught with potential artifacts emanating from the data processing pipeline (Khaitovich et al. 2005; Harrison et al. 2012; Romero et al. 2012; Rohlfs et al. 2014; Dimayacyac et al. 2023; Pal et al. 2023). The most obvious factors to influence results would be genome assembly and annotation quality. If some species have few reads mapping to an ortholog because the gene was not correctly assembled or given an incorrect annotation, that could obviously influence the inferred expression state and comparative patterns for that gene.

Tip state uncertainty poses another set of challenges that require validation and innovation. The posterior probability of active expression is continuous, which requires discretization for trait models that do not account for tip state uncertainty. This necessitated using a probability threshold, *α*. We conducted a leave-k-out validation experiment to evaluate sensitivity to probability thresholds and selected a conservative threshold for downstream analysis. A more robust method would average over tip state uncertainty during inference (Liebeskind et al. 2019; Beaulieu and O’Meara 2024). Although most genes in our dataset had highly certain states, this may not hold true for many datasets.

An essential assumption for conducting a macroevolutionary analysis is that expression states of genes do not vary among populations in each species, which may not be the case for some genes (Cridland et al. 2020). 

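A gene was counted as splitting 4 libraries into 2 pairs when both libraries of one pair were above 2 times, and both of the other below 0.5 times, the TPM at which P = 0.5. In the 17 combinations of species and organ with 2 libraries of each strain, pairs formed by strain were set against the mean of the other 2 pairings. Splits by strain exceeded that mean in 17 of 17, by a mean of 210.6 genes (SD 181.5, two-sided exact sign-flip permutation test, p = 1.53e-05, the smallest that 17 allow). The largest number was 791 of 13764 genes in the AG of D. melanogaster, against a mean of 12.5 for the other pairings, and the smallest was 57 of 15066 in the testis of D. biarmipes, against 13. They exceeded the larger of the other 2 pairings in 16 of 17. The exception was the AG of D. ficusphila, with 135 genes split by strain, against 143 for the pairing that joins libraries of one platform and dissector. Without the AG of D. melanogaster the mean excess was 175 genes (16 of 16, exact sign-flip test, p = 3.05e-05). Of the 791 genes, 93.6% had at least 10 times their AG level in the testis, against 25.3% of other genes of like AG level. In the AG of D. elegans this held for 77.8% of 509 genes, against 39.6%. The 100 genes highest in the testis were also at 2.63% and 4.36% of their testis level in the reference AG libraries of D. melanogaster. In the non-reference ones they were at 0.0667% and 0.0123%. In D. elegans the values were 1.29% and 3.15% against 0.160% and 0.0191%. Testis RNA in AG samples of one strain may therefore account for much of the splits in these 2 species. They were the only 2 of 8 species tested with a higher share than in other genes. The mean difference over the 8 was -3.07 percentage points (exact sign-flip test, p = 0.859).
Strain and technical batch overlap in part. In 7 of the 17 combinations, the AG of D. melanogaster among them, the strains shared no sequencing platform or no dissector. In the 10 in which they shared both, the mean excess was 161.8 genes (SD 81.6, 10 of 10, exact sign-flip test, p = 0.00195). In the testis of D. takahashii and of D. yakuba, among these 10, no library had both the platform and the dissector of a library of the other strain. Their excess was 298 and 127.5 genes, and in the rest of the 10 it was 44 to 281.5 genes. More genes were higher in the reference strain than in the other, by a mean of 108.7 genes (16 of 17, exact sign-flip test, p = 7.63e-05). Reads of the non-reference strain lost against the reference genome, or genes lost in that strain, could produce this direction. A difference in expression between populations was not separated from sequence differences. The paper states that states may vary among populations for some genes and treats genes sensitive to single libraries as unknown.

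**Figure D2:**
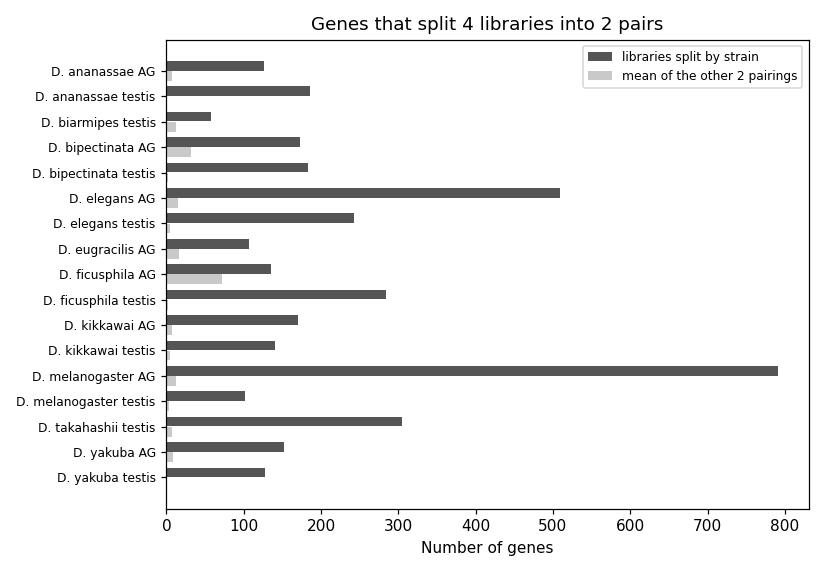
Number of genes (x axis) that split the 4 libraries of a species and organ (y axis) into 2 pairs. Dark bars are pairs formed by strain and pale bars are the mean of the other 2 pairings; the dark bars run from 57 to 791 genes, and in the AG of D. ficusphila 1 of the averaged pairings, at 143 genes, is above the dark bar, at 135.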

Our approach to this problem was to sample 2 distinct populations in each species and then run a leave-one-library-out *zigzag* analysis to see which genes are sensitive to the exclusion of individual libraries (see Methods).

Our use of a new method for classifying gene expression states, *zigzag*, requires careful model checking, sensitivity tests, and validation; indeed, posterior predictive checks and cross-validations are essential for any study seeking to combine numerous complex models in an inference pipeline. Our sensitivity and posterior predictive checks and cross-validation experiments suggest some robustness. However, it can be difficult to know how robust the inferences are because when it comes to expression states of genes, ground truths are themselves inferences under models. The fact that we observe an 88% probability of agreement between evolutionary predictions of the expression states of hold-out genes and the *zigzag* predictions of their expression states (supplemental text S1, Supplementary Material online) appears to be a good indication that our analysis is providing a fair approximation of the expression states and evolutionary processes behind the comparative expression patterns in our data. However, interpreting this result requires care, and we encourage others to critically explore potential weaknesses that may exist in this approach.

As in any comparative study, our results depend on the accuracy with which species relationships are inferred. We treat the species tree and root age as known, when in fact these are estimates and thus have some unmodeled level of uncertainty around them. We have high confidence in the tree topology, since it is similar to the phylogeny based on hundreds of loci distributed across the entire genome (Suvorov et al. 2021). On the other hand, the estimates of node ages in *Drosophila* are notoriously uncertain due to the dearth of fossil calibration points (Suvorov et al. 2021). Including this uncertainty may decrease the precision of posterior estimates of branch rates.

Another critical assumption in our methods (as in other analyses of gene expression evolution) is that each gene is evolving independently. This is a convenient simplifying assumption of the phylogenetic inference model. However, it is unknown how much bias emanates from this simplification for transcriptome evolution, where this is obviously not true given the regulatory interactions among genes. If the expression state of the average gene is governed by a complex interaction of numerous genes, then this assumption of independence may be a reasonable approximation. However, if many genes are highly sensitive to the state of a small number of genes, this assumption may result in misleading inferences.

### Future Directions

The first step toward identifying causal mechanisms is to find patterns of correlation. While quantitative changes in gene expression are both highly prevalent and affect adaptive phenotypes, qualitative gain or loss of gene expression can, like gene deletion and duplication, have especially profound consequences for organ structure and function (Gompel et al. 2005; Rebeiz et al. 2009; Chan et al. 2010; Fraser et al. 2010; Arnoult et al. 2013; Loehlin et al. 2019; Kowalczyk et al. 2022; Marand et al. 2023). Potential cases of association between genetic and phenotypic change can be identified by phylogenetic analysis: if a gene was activated or inactivated on the branch where a new phenotype evolved, that gene may be part of a tissue-specific regulatory pathway mediating the evolutionary change. In this study, we took a step toward a systematic comparative analysis of gene expression states by developing a method for quantifying the rate of transcriptome turnover on phylogenies. In the future, we can build upon this foundation to map the transitions between active and inactive gene expression states to specific branches of species trees. This approach is likely to provide new insights into the regulatory mechanisms driving phenotypic evolution.

This study focuses only on single-copy gene families, which comprise slightly over half of the genome and may not be representative of the transcriptome as a whole. Gene families with unstable sizes (those undergoing frequent gene duplications and losses) may also be subject to faster regulatory turnover (Lynch and Conery 2000; Lynch and Force 2000; Makino and McLysaght 2010; Thompson et al. 2016; Ebadi et al. 2023). This is perhaps one of the greatest weaknesses of evolutionary studies that require filtering the dataset to single-copy gene families. As more species are added, the dataset becomes more enriched for evolutionarily stable gene families. This means as the power of our inferences increase, the generality of those inferences likely decreases. To fully understand how organ function evolves, it is essential to characterize the role of structural changes to the genome in transcriptome turnover. This means we should develop models that integrate evolutionary processes that add and remove genes from the genome with regulatory processes that turn genes on and off. Though challenging, solving this problem will uncover complex relationships, such as those between gene duplication and expression changes or regulatory inactivation and gene loss. As genome annotations improve, expression estimation becomes more precise, and new evolutionary models are developed, we anticipate many novel and intriguing questions will arise from expression state evolution research.

## Methods

### RNA Sequencing and Expression Estimation

*D. melanogaster* testis expression estimates were obtained from Thompson et al. (2020). All other RNA-seq libraries from testes and accessory glands were created and analyzed using the same methods as in Thompson et al. (2020). In brief, mRNA from each organ was extracted from approximately 25 mixed-stage adult male flies. At least 2 biological replicates each from the genome reference strain (used for genome assembly and annotation) and from a second, non-reference strain were obtained. Sequencing was performed on either a HiSeq2500, 3,000, or 4,000 (see the supplemental methods S2.3.2, Supplementary Material online of Thompson et al. 2020). 

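Of the 93 libraries, 23 were sequenced on the HiSeq 2500. By the read depths in the paper's supplementary table, their median depth was 0.385 times that of the HiSeq 3000 libraries in the AG (11 and 24 libraries) and 0.368 times in the testis (12 and 21 libraries). The median of the HiSeq 4000 libraries was 0.687 times that of the HiSeq 3000 libraries in the AG (12 libraries) and 1.01 times in the testis (13 libraries). The deepest testis library, at 3.47 times the median of that organ, was itself a HiSeq 2500 library. The share of genes listed at 0 was higher in the HiSeq 2500 library than in the other testis libraries of the same species in 10 of 11 species, by a mean of 2.65 percentage points (two-sided exact sign-flip permutation test, p = 0.00586). In the AG it was higher in 5 of 10 (mean 2.67 percentage points, same exact test, p = 0.246).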

We mapped paired-end reads to published genome annotations (see Table 3) using STAR v. 2.5.3 (Dobin et al. 2013). We assembled reference-only transcripts using Stringtie v. 2.1.4 (Pertea et al. 2015) and estimated transcript abundance in transcripts per million (TPM). Suppl. table S1, Supplementary Material online provides more details about samples.

**Table 3.** Genome and annotation information

Species	Genome release
*D. melanogaster*	r6.12
*D. simulans*	r2.02
*D. yakuba*	r1.05
*D. eugracilis*	Deug_2.0
*D. biarmipes*	Dbia_2.0
*D. takahashii*	Dtak_2.0
*D. ficusphila*	Dfic_2.0
*D. kikkawai*	Dkik_2.0
*D. elegans*	Dele_2.0
*D. ananassae*	r1.05
*D. bipectinata*	Dbip_2.0

### Expression State Inference

We used the R package *zigzag* (Thompson et al. 2020) v.1.0.0 to infer gene expression states from TPM values from multiple biological replicates (libraries) of each tissue and species. *zigzag* assumes that inactive and active genes are drawn from distinct distributions in a mixture model, which are approximately normal and overlap to varying degrees depending on the tissue and species. The model also assumes that individual libraries (biological replicates) are noisy samples from the combined inactive and active distributions of the mixture model. Importantly, *zigzag* assumes that the latent true expression state of each gene is shared among all biological replicates. 

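Pearson's r between replicate libraries of a species and organ, across genes on the log2(TPM + 1) scale, ranged from 0.834 to 0.990 in the AG and from 0.927 to 0.994 in the testis. Genes are not independent replicates, so these values describe pairs of libraries and carry no test. No pair of libraries held identical values.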

Increasing numbers of libraries therefore increases the certainty about the expression states of genes. Table 4 shows the prior settings assumed for the accessory glands and the testis.

**Table 4.** Summary of zigzag prior distributions

Parameter	Distribution Type	Distribution Parameters	Description
$s_{0}$	Normal	μ=−1,σ=2	Baseline variance in expression
$-s_{1}$	Exponential	λ=2	Influence of expression level on variance
*τ*	Exponential	λ=1	Variation in gene-specific variance
$\alpha_{r}$	Exponential	λ=1/10	Proportional to library dropout rate
$\omega_{a}$	Beta	α=2,β=2	Proportion active
$\omega_{a}^{k}$	Beta	α=1,β=1	Proportional within active subcomponent *k*
*ρ*	Beta	α=1,β=1	Spike probabililty (true TPM = 0)
$\mu_{a1}-1$	Exponential	λ=1/3	Mean of active component a1
$\mu_{a2}-4$	Exponential	λ=1/3	Mean of active component a2
$\mu_{a3}-6$	Exponential	λ=1/3	Mean of active component a3 (testis only)
$-\mu_{i}$	Exponential	λ=1/3	Mean of inactive component
$\sigma^{2}$	logUniform	log(min)=log(0.01) ,	Variance parameter shared by
		log(max)=log(5)	all mixture components

We updated *zigzag* (v1.0.0) so that all mixture components could share a single variance parameter. This significantly improves MCMC convergence and efficiency with apparently little impact on inference for our samples. Additionally, the previous default model (v0.1.0) allowing the variances to vary between inactive and active components puts positive prior probability on unrealistic models where, for example, if the variance of the inactive component is much higher than the active component(s), genes with very high expression could be assigned to the inactive component. Two independent MCMC chains were run for 25,000 cycles, sampled every 5 cycles, and compared for convergence by measuring PSRF (Brooks and Gelman 1998). A PSRF close to 1 and < 1.2 is considered a good convergence. All parameters for both organs had PSRF <1.2.

*Proportion of transcripts from Inactive Genes.* The proportion of protein-coding gene transcripts emanating from inactive genes is computed from the posterior distribution of the latent mixture model implemented in *zigzag*. The model comprises two primary distributions: an inactive distribution characterized by lower mean expression levels and an active distribution with higher mean expression levels.

The inactive distributions is modeled as a spike-and-slab distribution, consisting of a point mass at TPM =0 with proportion of inactive genes in the spike denoted by *ρ* and a log-normal distribution with a log-mean of $\mu_{i}$ for inactive genes with leaky expression (TPM>0). In contrast, the active component is a mixture of one or more log-normal distributions, each with log-mean(s) $\mu_{a_{k}}>\mu_{i}$. All log-normal distributions share a common log-standard deviation parameter, *σ*. For detailed information about the model, refer to the supplementary text, Supplementary Material online of Thompson et al. (2020).

The proportion of protein-coding transcripts originating from inactive genes is computed from the latent mixture model parameters, θ, and is denoted by δ(θ). This proportion is given by the weighted mean of the log-normal component of the inactive distribution divided by the weighted average of the expectation of all components that produce transcripts (TPM>0):

(2) $$\delta (\theta )=\frac{(1-\rho )(1-\omega_{a})e^{\mu_{i}+\frac{1}{2}\sigma^{2}}}{(1-\rho )(1-\omega_{a})e^{\mu_{i}+\frac{1}{2}\sigma^{2}}+\omega_{a}\sum_{k}\omega_{k}e^{\mu_{a_{k}}+\frac{1}{2}\sigma^{2}}}$$

where $e^{\mu +\frac{1}{2}\sigma^{2}}$ is the mean of a log-normal distribution. Table 4 provides descriptions of the parameter symbols used.

The proportion averaged over the posterior uncertainty of the latent mixture model parameters, θ, is obtained by computing the mean of *δ* from *N* draws of θ from the MCMC:

(3) $$E_{\theta |X}[\delta (\theta )]\approx \frac{1}{N}\sum_{i=1}^{N}\delta (\theta_{i}).$$

*Model Adequacy and Validation.* We used posterior predictive simulation to select a set of hyperparameters and number of mixture components that do not inappropriately influence the posterior. With *zigzag’s* posterior predictive simulation setting we simulated library expression distributions and compared them to the data distributions through plots to select appropriate mixture distributions and prior thresholds (supplementary Data File S1, Supplementary Material online, upper-level plots). 

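In the mixture fitted to the mean over libraries, the third active component of the testis took no weight, and the first held 99.93% to 99.996% of the active genes over the 11 species. The testis fit is therefore in effect one with a single active component, and setting 2 or 3 components there is no test of their number. In the AG the first held 96.1% to 97.5% and the component of higher level the rest. With 2 in both organs the testis minus AG difference in the share of active genes was 3.04 percentage points, as with 2 and 3, and with 3 in both organs it was 3.04 percentage points as well (exact sign-flip permutation test over 11 species, p = 0.00195 for each). The number of genes sensitive to leaving out a library changed in the testis of 1 species, D. simulans, from 258 with 3 components to 358 with 2.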

We found that 2 active mixture components for the accessory glands and 3 for the testis worked well. We visually analyzed posterior predictive plots output by *zigzag* and found that the simulated library distributions from testes matched very closely with the data, while the accessory glands showed a much weaker match in many of the species (supplementary Data File S1, Supplementary Material online lower-level (library-specific) plots).

We checked the sensitivity of all genes to this mismatch to see which genes may violate the assumption of the same expression state in all replicate samples by performing leave-one-library-out analysis. Each library was removed from the set and expression state probabilities were reestimated. Thus, for a set of 4 replicate libraries, we obtained 4 expression state probabilities for each gene. Any gene where the difference between the maximum and minimum probability of active expression was >0.25 was treated as unknown for downstream analyses. The accessory glands contained many more such genes (58–1049) than the testis (39–116). This could be due to the greater challenge of dissecting the AG cleanly and the presence of contaminants from neighboring tissues, which we expect to be more variable among replicates.

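Each library was left out in turn, the mixture was refitted to the mean of the rest, and a gene was counted as sensitive when its highest and lowest P differed by more than 0.25. The AG had 1567 ± 785 such genes per species (mean and SD, n = 11), from 805 in D. eugracilis to 3595 in D. takahashii. The testis had 386.7 ± 153, from 235 in D. eugracilis to 792 in D. takahashii. The AG number was higher in 11 of 11 species, with a mean testis minus AG difference of -1181 genes (two-sided exact sign-flip permutation test over species, p = 0.000977). In the 7 species with 4 libraries in both organs the difference was -889.6 genes (exact sign-flip test, p = 0.0156, the smallest that 7 species allow). With libraries modelled separately it was -873 genes (p = 0.00586 in the same exact test). The paper proposes that AGs are harder to dissect cleanly and that contaminants from neighboring tissues vary among replicates.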

### Orthology Table and Species Tree Inference

An orthology table was estimated using OrthoFinder v. 2.4.0 with default settings (Emms and Kelly 2019). This produced 15,322 gene families including 8,660 conserved single-copy families (i.e. one gene per family in each of the 11 species), constituting 56% of all genes. A comprehensive list of *D. melanogaster* transcription factors was downloaded from FlyMine.org. Of the 757 TFs, 75% were in single-copy gene families.

The phylogenetic tree of the 11 *Drosophila* species was inferred using RevBayes (Höhna et al. 2016). The goal was to create a species tree with accurate relative node ages (branch lengths in time units rather than expected number of nucleotide substitutions) that could then be treated as fixed in the phylogenetic analysis of gene expression states. To construct this tree, we used 12 conserved single-copy genes from the dataset that was used to infer a *Drosophila* chronogram by Turelli et al. (2018). In each species, we used the isoform with the longest protein sequence of the following genes: *Ald1*, *bcd*, *Eno*, *esc*, *Glyp*, *Glys*, *ninaE*, *Pepck1*, *Pgi*, *pic*, *Tpi*, and *Taldo*. Mafft v.7.471 on auto settings was used to align each set of 11 homologous proteins, followed by pal2nal v.14 (Suyama et al. 2006) to convert protein alignments into codon alignments. All codon alignments were then partitioned by codon position for phylogenetic analysis, yielding a dataset with 36 partitions.

All phylogenetic analyses were conducted in RevBayes v. 1.1.0. Posterior samples of relative chronograms were simulated under three clock models: a global clock (one rate for the whole tree), uncorrelated relaxed clock (UCLN) with one rate for each branch which is uncorrelated with neighboring branches, and an autocorrelated relaxed clock model (ACLN) where neighboring branch rates were correlated (Drummond et al. 2006). All partitions were assumed to evolve at the same clock rate on each branch, with root age set to 1. All 3 models assumed the same substitution model for each individual partition (3 partitions per gene for 12 genes): GTR + G + I, with G having 4 rates that are distributed according to a discretized Gamma distribution with mean set to 1 and I being the proportion of invariant sites.

For the tree prior in all analyses, we assumed the sampled birth-death model of Yang and Rannala (1997). For the strict and uncorrelated analyse0s, the number of species in the clade that spans the sampled species was assumed to be around 220–240, which is slightly larger than the number of described species in the *melanogaster* species group (spanning the clade from *D. ananassae* to *D. melanogaster*). We averaged over this uncertainty by specifying an informative prior of Gamma (529, 2.3). MCMCs were run for 75,000 generations with 10% burnin. ESS was checked so that all parameters had ESS>150. Multiple independent MCMCs converged on identical posterior distributions for parameters and trees in each model.

We inferred the topology of the tree under an uncorrelated relaxed clock model which supported the phylogeny used with at least 0.92 posterior probability at each branch except for the placement of *D. kikkawai*, which was equally likely placed with the (*D. anannassae* + *D. bipectinata*) clade as with the other clade at the first post-root split. To estimate branch lengths under a more realistic autocorrelated relaxed clock model, we selected the topology that placed *D. kikkawai* basal to the other 9 species (Suvorov et al. 2021) and treated that as fixed. The tree topology matched almost exactly the topology that was recovered in a larger analysis that included >100 species and several hundred conserved dipteran BUSCO genes (Suvorov et al. 2021). The one difference was the locations of *D. elegans* and *D. ficusphila*, which are reversed in our UCLN analysis with posterior probability = 0.92 on the branch separating the two. The maximum a posteriori (MAP) tree with UCLN MAP estimate of topology and ACLN MAP estimate of branch lengths was used for subsequent analyses of transcriptome evolution.

### Transcriptome Evolution Inference

We modeled the evolution of gene expression states as a continuous-time Markov chain (CTMC) with 2 states, {OFF, ON}. The transition rates between these states vary across genes and branches of the phylogenetic tree. Additionally, the branch-specific rates are correlated between the 2 organs.

#### Relative rates model

We assume that the process is at stationarity over the time scale of the whole tree, with genes at the root being active (ON) in organ *i* with frequency $\pi_{i}$, where *i* indexes the organs {AG, Testis}. The relative transition rate matrix, $Q_{i}$, is parameterized by $\pi_{i}$ such that the mean transition rate across all genes is one (Yang 1994). Specifically,

$$\pi_{i}Q_{i_{21}}+(1-\pi_{i})Q_{i_{12}}=1,$$

where $Q_{i_{12}}$ is proportional to the rate at which genes are activated (turned ON), and $Q_{i_{21}}$ is proportional to the rate at which genes are deactivated (turned OFF). The relative rate matrix is therefore:

$$Q_{i}=\left[\begin{array}{cc} - & \frac{1}{2(1-\pi_{i})}\\ \frac{1}{2\pi_{i}} & - \end{array}\right],$$

where dashes along the diagonal are set so that rows sum to zero.

#### Among-gene rate variation model

To model rate variability among genes, we specified a scale factor, $a_{i,g}$, to scale the relative rate matrix, $Q_{i}$ for each gene, *g*. This variable is drawn from a discretized gamma distribution with mean fixed to 1 (Yang 1994):

$$a_{i,g}∼\text{DiscretizedGamma}(\alpha =\xi_{i},\beta =\xi_{i},k=6).$$

Here, the distribution is a mixture model in which a gamma distribution, with mean α/β=1 and variance $\alpha /\beta^{2}=1/\xi_{i}$, and is divided into k=6 intervals of equal probability mass. The mixture weights are thus 1/6. The rate category at each interval is the mean rate for that interval. $\xi_{i}$ is the precision of the distribution.

#### Among-branch rate heterogeneity model

In our model of turnover rate heterogeneity across branches of the tree, the evolutionary rates for both organs on each branch follow a bivariate log-normal distribution. The distribution of the bivariate log-transformed rates, $\log\;r_{b}$, for the 2 organs on branch *b* are given by:

$$\log\;r_{b}∼\text{MVN}(\mu ,\Sigma ),$$

The transition rate matrix for gene, *g*, in organ, *i*, on branch, *b*, is thus equal to

$$r_{i,b}a_{i,g}Q_{i}.$$

We summarize the prior distributions for the paramaters of the above model in Table 5:

**Table 5.** Summary of the probabilistic model parameters and their distributions or definitions

Parameter	Distribution Type	Distribution Parameters	Description
$\pi_{i}$	Beta	α=β=1	Frequency genes at the root are active
$\xi_{i}$	LogNormal	logmean = ln(5),	Precision of the discretized gamma
		logsd = 0.587	distribution of $a_{i,g}$
*ϕ*	Uniform	min=−10,	Log mean branch scale parameter
		max=1	
$\alpha_{i}$	Beta	α=2,β=2	Proportional mean rates of 2 organs
$\mu_{i}$	Defined	$\phi +\ln\;(2\alpha_{i})$	Log mean branch rate of organ *i*
*θ*	LogUniform	min=0.0001,	Branch rate variance scale parameter
		max=5	
$\beta_{i}$	Beta	α=10,β=10	Proportional branch rate variance
$\sigma_{i}^{2}$	Defined	$\theta +2\beta_{i}$	Variance of branch rates of organ *i*
*C*	LKJ	η=1	Correlation matrix
*S*	Defined	$\left(\begin{array}{cc} \sigma_{1} & 0\\ 0 & \sigma_{2} \end{array}\right)$	Organ branch rate standard deviation
*Σ*	Defined	*SCS*	Covariance matrix

The LKJ distribution is the Lewandowski-Kurowicka-Joe distribution (Lewandowski et al. 2009).

#### Markov Chain Monte Carlo (MCMC)

We sampled from the model posterior using RevBayes (Hohna et al. 2016). After an initial burnin period, we ran the MCMC for 10,000 generations sampling every 5 generations. We confirmed that two independent runs converged by measuring the PSRF for all parameters and checking that it was < 1.2. We also checked that ESS was at least 200.

### GO Analysis

GO analyses were performed in R v4.1.1 using clusterProfiler (v4.0.5; Yu et al. 2012). Outputs were plotted using clusterProfiler, ggplot2 (v3.4.4), and ggVennDiagram (v1.5.2; Gao et al. 2021 ). Ontogeny was limited to “Biological Process” and a Benjamini-Hochberg procedure was used to correct for the false discovery rate. A *q*-value cutoff of 0.05 was used. The org.Dm.eg.db (v3.13.0) package was used for gene annotation data.

### BEST Analysis

The prior distributions and data distribution assumed in *BEST* (Kruschke 2013) are listed in Table 6.

**Table 6.** Summary of the probabilistic model parameters and distributions with specified priors

Parameter	Distribution Type	Distribution Parameters	Description
$\mu_{1}$	Normal	$\mu =\text{mean}(\log\;y_{1}),$ $\sigma =\text{sd}(\log\;y_{1})\times 1,000$	Mean of group 1
$\mu_{2}$	Normal	$\mu =\text{mean}(\log\;y_{2}),$ $\sigma =\text{sd}(\log\;y_{2})\times 1,000$	Mean of group 2
$\sigma_{1}$	Uniform	$\min=\text{sd}(\log\;y_{1})/1,000,$ $\max=\text{sd}(\log\;y_{1})\times 1,000$	Standard deviation of group 1
$\sigma_{2}$	Uniform	$\min=\text{sd}(\log\;y_{2})/1,000,$ $\max=\text{sd}(\log\;y_{2})\times 1,000$	Standard deviation of group 2
*ν* - 1	Exponential	rate=1/29	Degrees of freedom for the
			t-distribution (shifted by 1)
$y_{1}$	t-distribution	$\mu =\mu_{1},\sigma =\sigma_{1},\nu =\nu$	Observed data for group 1
$y_{2}$	t-distribution	$\mu =\mu_{2},\sigma =\sigma_{2},\nu =\nu$	Observed data for group 2

## Supplementary Material

msaf106_Supplementary_Data

## Data Availability

The processed data, pipeline scripts and final analysis scripts underlying results for this article are available through our GitHub repository at https://github.com/ammonthompson/transcriptome_turnover. Raw reads data are deposited in Genbank Gene Expression Omnibus with accession GSE274048 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274048).

# Supplementary material for: Quantifying Transcriptome Turnover on Phylogenies by Modeling Gene Expression as a Binary Trait
**Source:** Mol Biol Evol. 2025 May 27;42(5):msaf106. doi: 10.1093/molbev/msaf106
**Supplement:** msaf106_Supplementary_Data

Supplemental text S1: Quantifying transcriptome  
turnover on phylogenies by modeling gene expression  
as a binary trait

# 1 Branch rate estimates

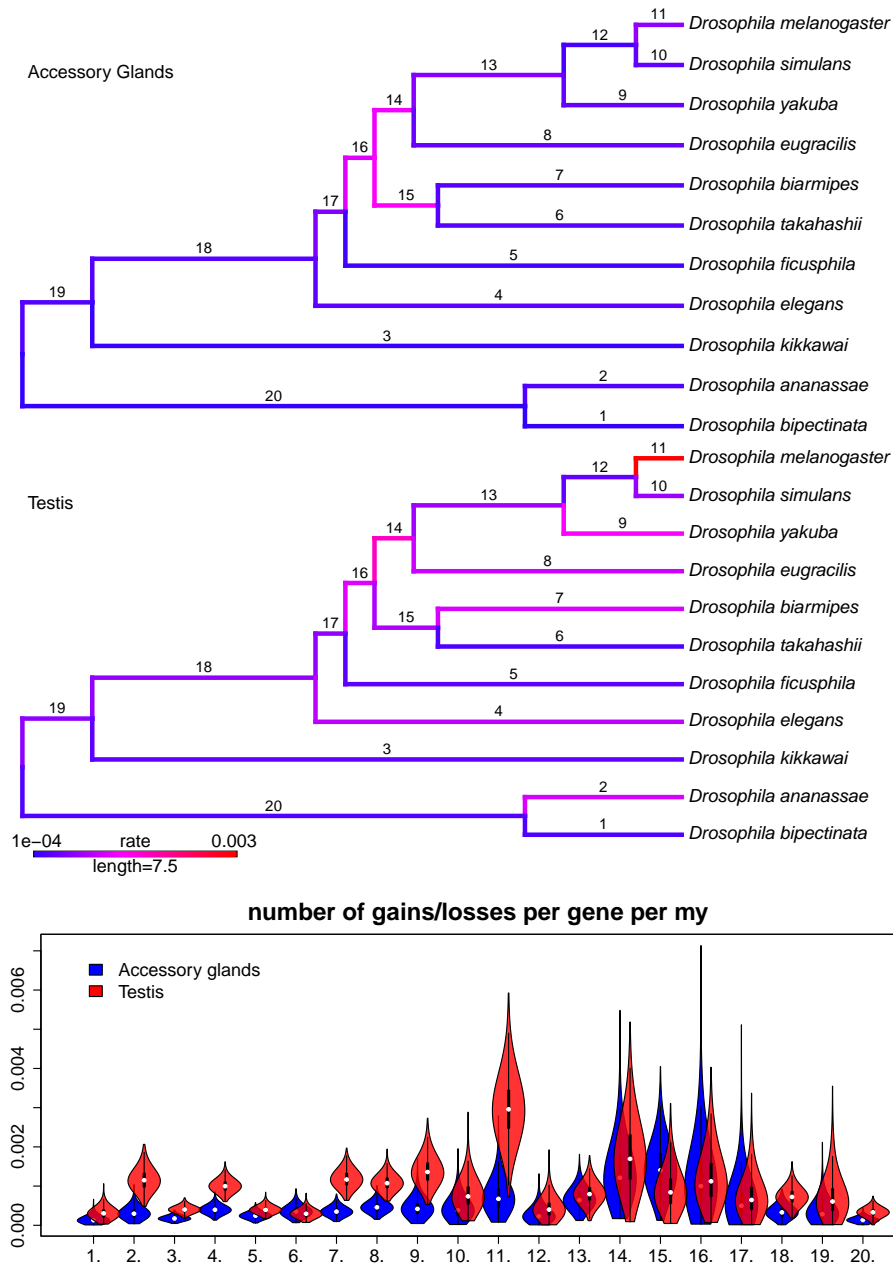

Figure S1: Posterior mean estimations of branch-specific relative turnover rates for single-copy genes in the AG (top phylogeny) and testis (bottom phylogeny) with threshold at 0.01 and 0.99. Branch color reflects the mean posterior estimates of the transcriptome turnover rate (changes per single-copy gene per MY), from low (blue) to high (red). The bottom violin plot shows the full posterior samples of the relative turnover rate for AG (blue) and testis (red) for each branch numbered on the phylogenetic trees.

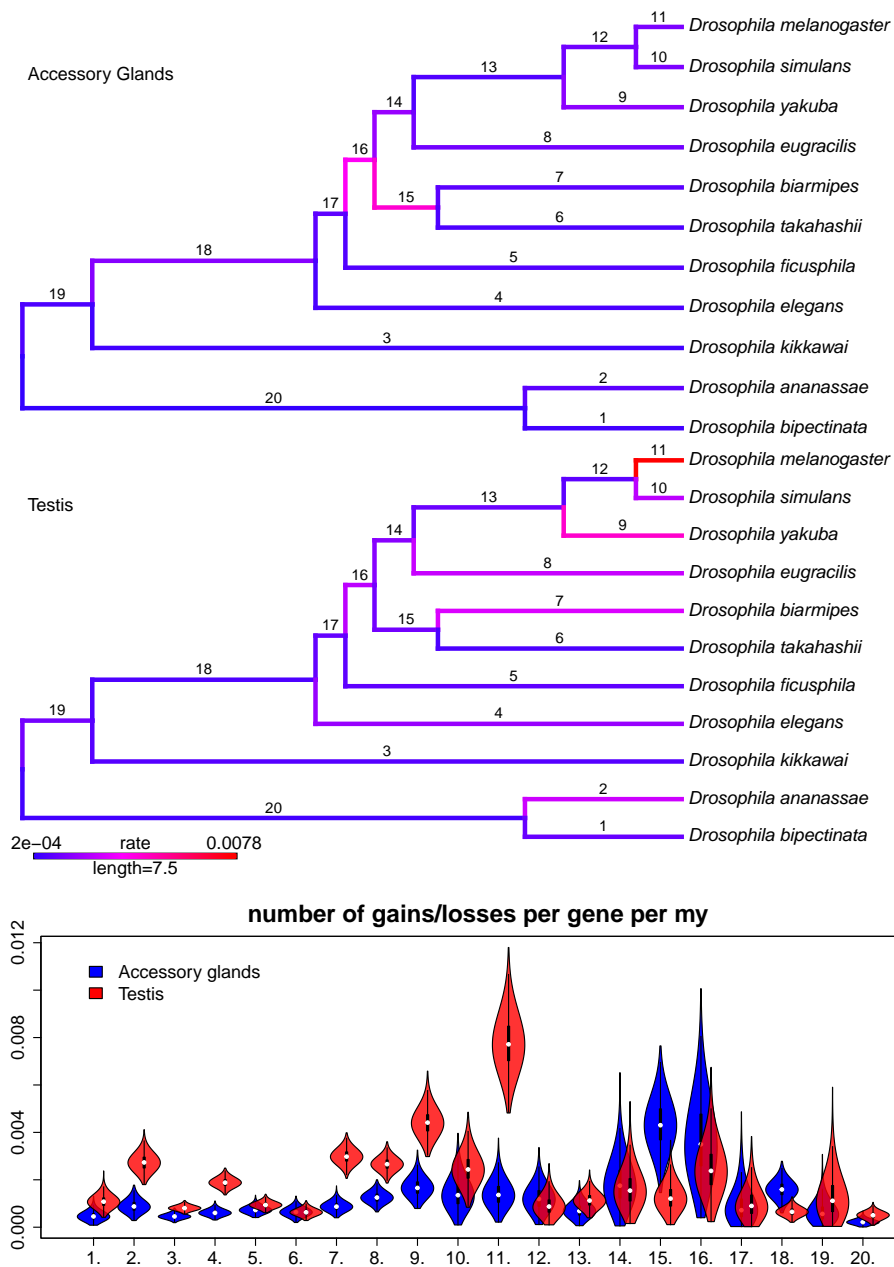

Figure S2: Threshold at 0.05 and 0.95.

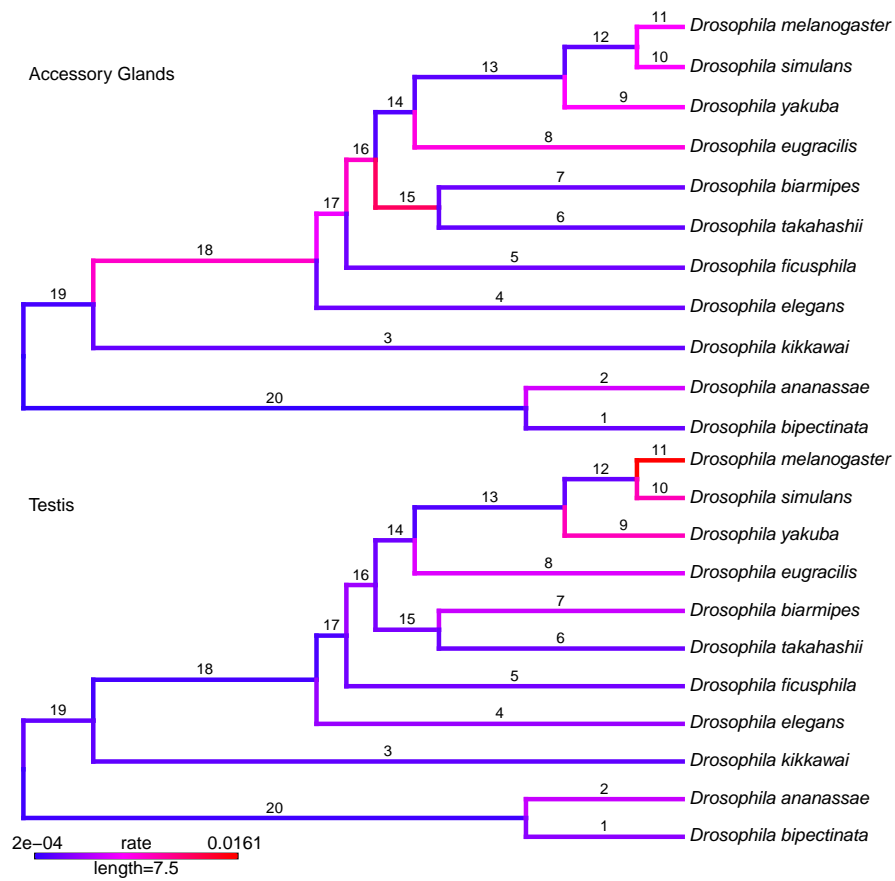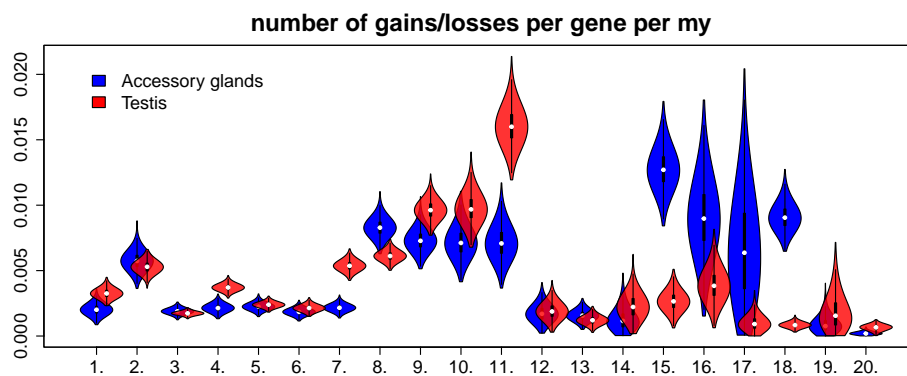

Figure S3: Threshold at 0.25 and 0.75.

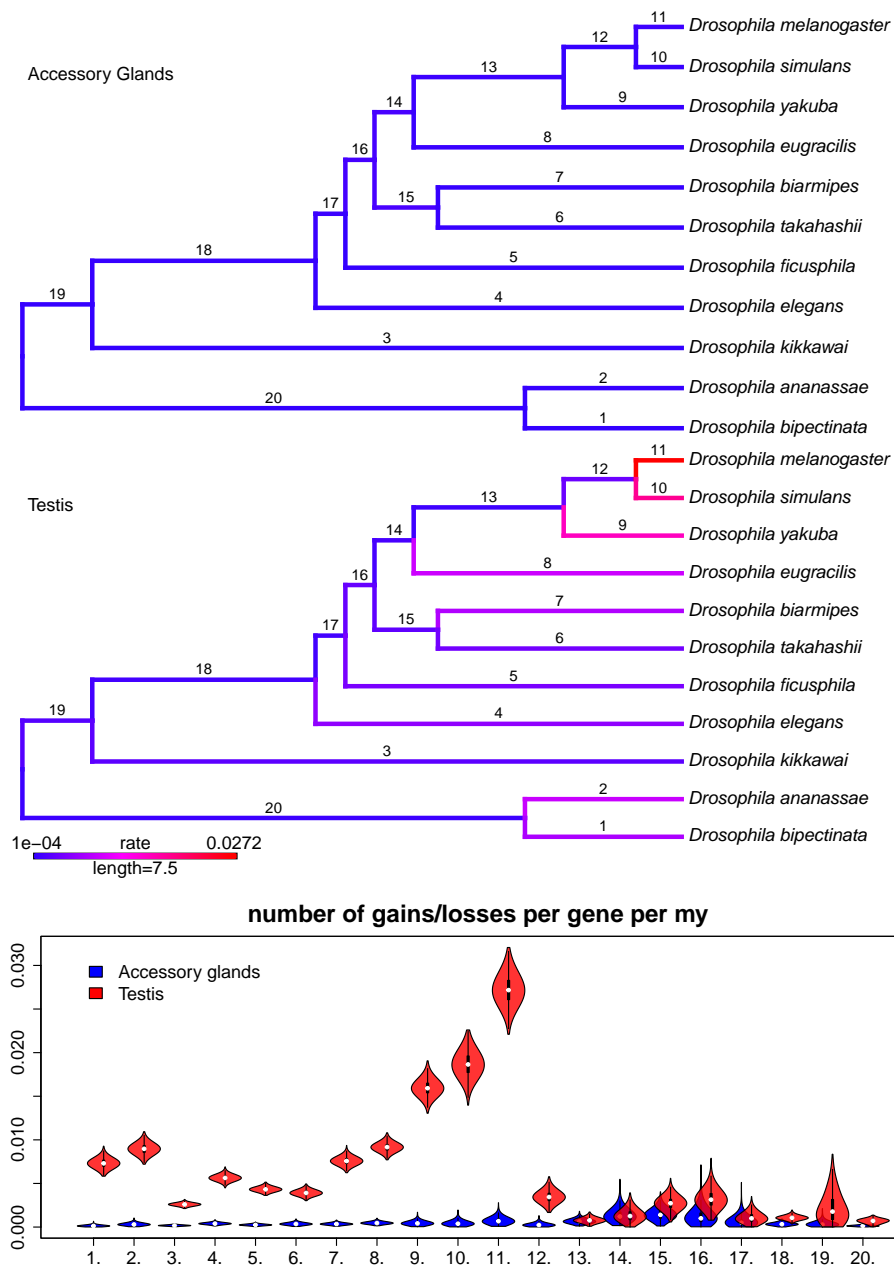

Figure S4: Threshold at 0.5.

## Cross-validation

### Methods

If *zigzag* provides an adequate model of the relationship between RNA-seq data and expression state (Thompson et al., 2020), and the phylogenetic model adequately approximates the process that gave rise to the comparative patterns of these states among the eleven species, we should be able to split the data and fit the model to a subset of the data and use that model to predict the states of the holdout data. We expect that for genes withheld from phylogenetic inference in some species, the marginal probability of their inferred states under the phylogenetic model should agree with the probabilities assigned by *zigzag*. To test whether this agreement holds, we randomly selected 100 genes from each species and each organ and removed them from the phylogenetic inference by coding their expression states as missing data. This amounted to 2,200 total genes, or roughly 1% of the data. We then fit the evolutionary model to the remaining 99% of the data and sampled the marginal posterior distribution of the expression states of the missing genes given the model and the remaining data. This was computed in the same way as the ancestral character states.

We fit the phylogenetic model to the expression data using five different probability thresholds for classifying gene expression states; we describe these thresholds as  $\alpha$  values of 0.5, 0.25, 0.1, 0.05, 0.01. Genes with probabilities of being active that are greater than  $(1 - \alpha)$  are coded as active, those below  $\alpha$  are coded as inactive, and genes that fall between  $\alpha$  and  $(1 - \alpha)$  are coded as missing data. For example, for an  $\alpha = 0.25$ , *zigzag* probabilities less than 0.25 were coded as inactive, probabilities between 0.25 and 0.75 were considered unknown (missing data), and genes with  $P > 0.75$  were coded as active.

To quantify the level of agreement between *zigzag* and the phylogenetic inference of the holdout set of genes, we computed the probability that the two methods predict the same expression state across this set of hold-out genes for each organ in each species, which we call the accuracy:

$$\text{Accuracy} = P(z_i = \text{active}, \psi_i = \text{active}) + P(z_i = \text{inactive}, \psi_i = \text{inactive}),$$

24 where  $z_i$  denotes the *zigzag* state and  $\psi_i$  the inferred phylogenetic state of gene  $i$ .

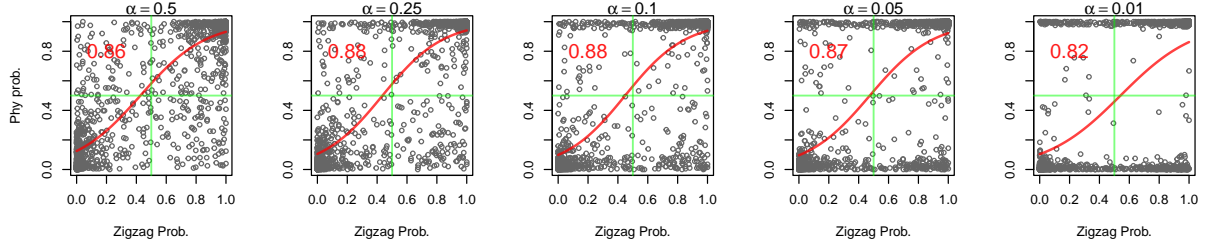

Figure S5: Cross-validation on hold-out gene set. Expression state of 100 random genes in each organ in each species were held-out before phylogenetic analysis under five different  $\alpha$ 's for classifying expression state. For example,  $\alpha = 0.1$  indicates that genes with the posterior probability of expression  $< 0.1$  are classified as inactive and those with  $\alpha > 0.9$  as active, while the genes with intermediate probabilities are considered to have unknown expression states. At  $\alpha = 0.5$ , all genes are classified as either active or inactive. The red numbers in the upper left of each panel is the mean accuracy across the hold-out genes in both organs across all species (2,200 total genes).

## 25 Results

26 The phylogenetic inference of the hold-out gene set states correlated very well with the *zigzag*  
 27 probabilities (Figures S5 and S6). All  $\alpha$  values except 0.01 and 0.5 had similar mean accura-  
 28 cies with 0.1 having the highest. On average, the probability that the phylogenetic inference  
 29 of expression state matched the *zigzag* inference was 0.88 for this value of  $\alpha$ . Main results  
 30 presented in the main text are from analyses with  $\alpha = 0.1$ .

31 We also explored the performance across a series of metrics to see how they compare. Fig-  
 32 ure S7 shows these metrics at the five thresholds tested. Only one of the metrics does not  
 33 monotonically improve as the threshold approaches 0; accuracy indicates a peak performance  
 34 at  $\alpha = 0.1$ . Consequently we determined that a threshold of 0.1 has the best balance of perfor-  
 35 mance and power.

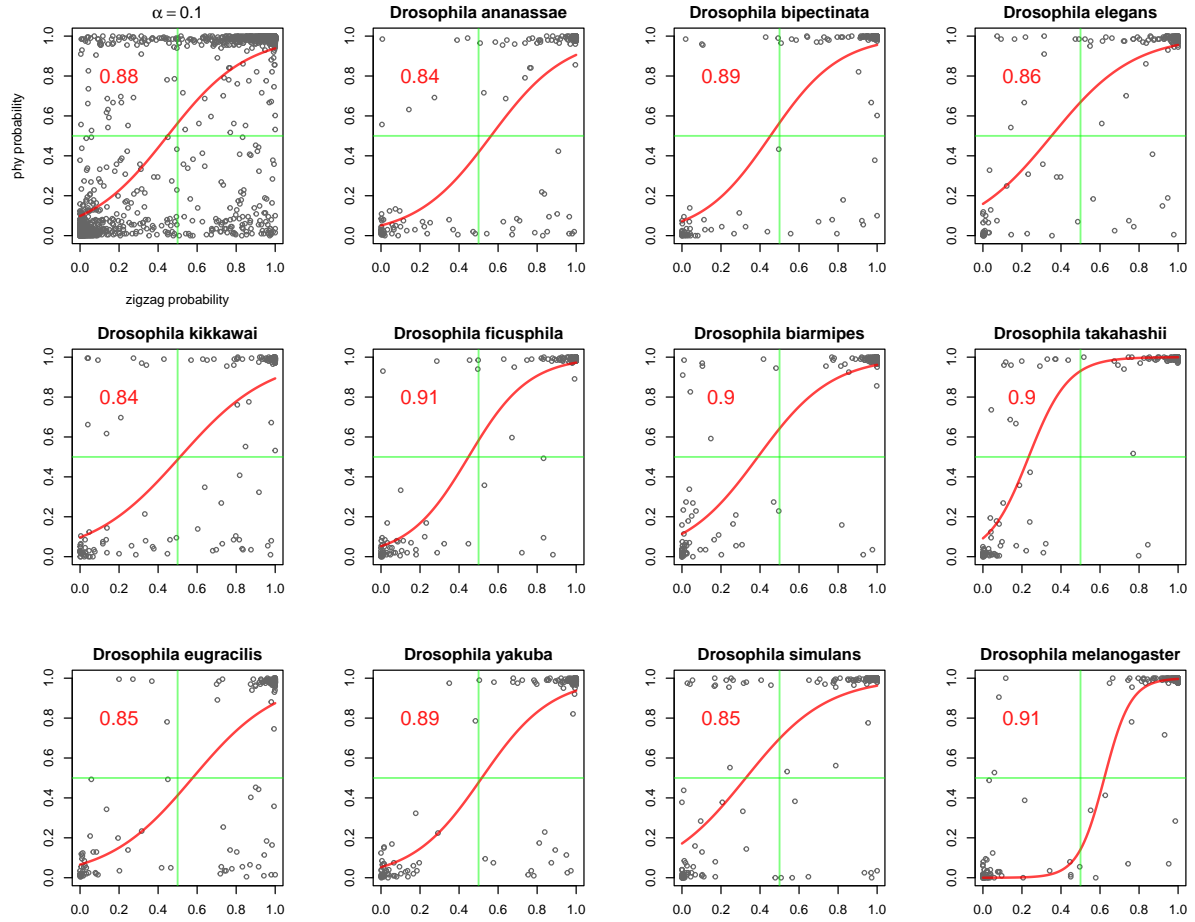

Figure S6: Comparison of inferred gene expression states given the phylogeny and evolution model (Y axis) and the probabilities of gene expression states predicted by *zigzag* given the expression data (X axis) for hold-out genes treated as missing data in the phylogenetic analysis in the accessory glands. The top left corner panel shows least-squares logistic regression fits (red curve) for all eleven species pooled. Each scatter plot shows the *zigzag* probability of active expression for genes treated as missing data (x-axis) and the ancestral state reconstruction of those genes under the phylogenetic model (y-axis),  $n = 2200$  (100 per organ in each species). Overlaid are the fit logistic regressions for each species (red lines).

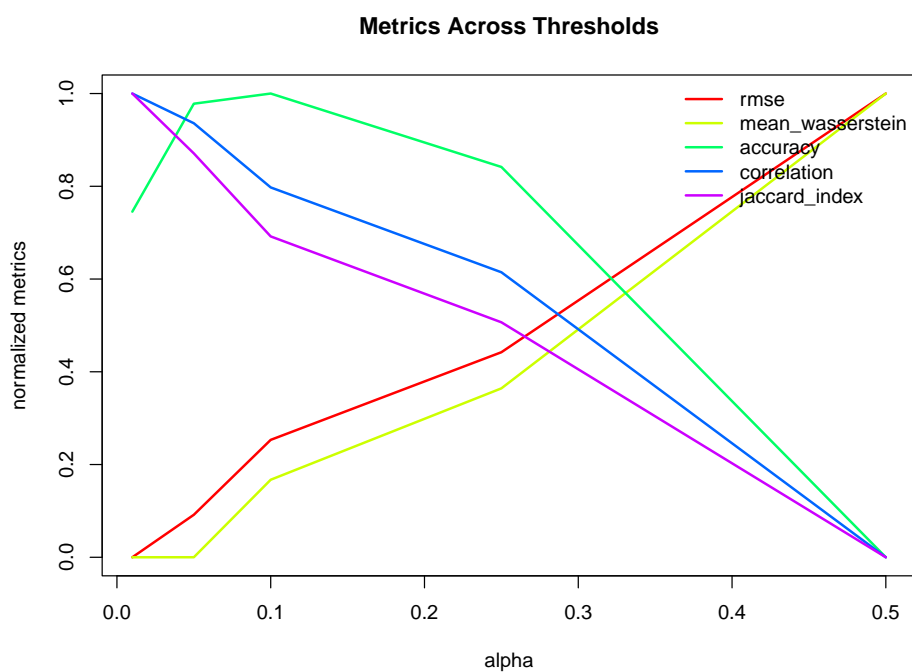

Figure S7: Five different metrics of similarity between phylogenetic and zigzag predictions pooled over all species. For two of the metrics (RMSE, mean Wasserstein) lower values indicate better agreement. For the other three, higher values indicate better agreement

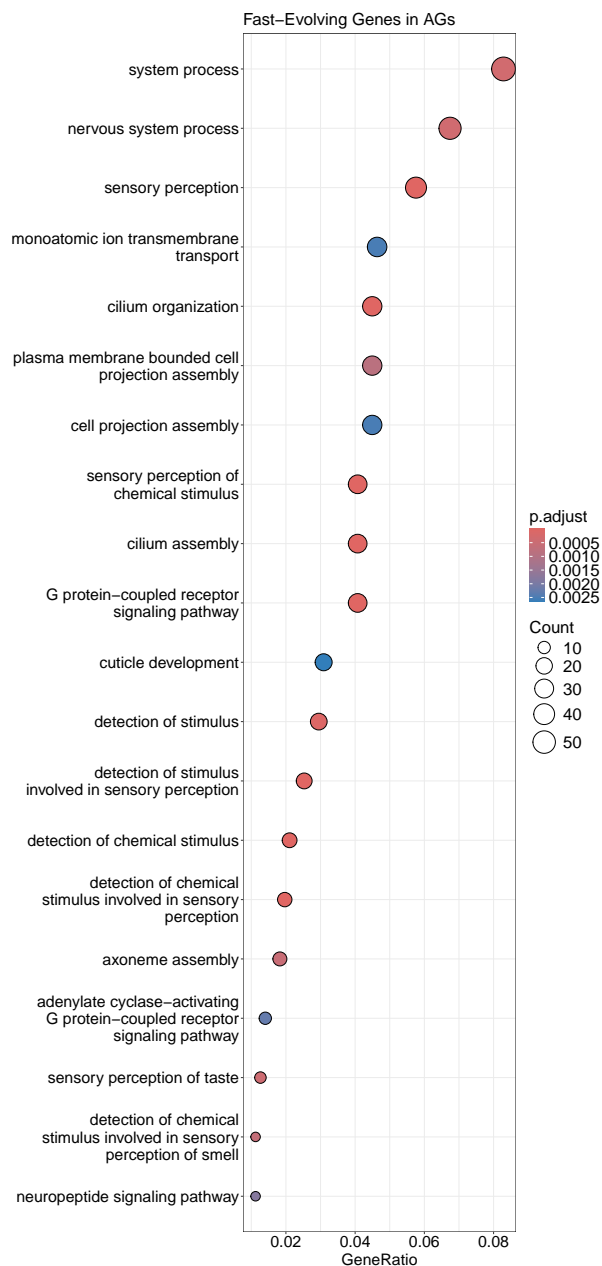

Figure S8: A dot plot from a gene ontology (GO) analysis showing all significantly enriched (q-value < 0.05) biological process terms among the genes showing rapid turnover in the AGs. Genes are designated as showing rapid turnover if they have rates at least two-fold higher than the mean. The list of all singleton genes expressed in the AGs is used as the background.

## References

A. Thompson, M. R. May, B. R. Moore, and A. Kopp. A hierarchical Bayesian mixture model for inferring the expression state of genes in transcriptomes. *Proceedings of the National Academy of Sciences*, 117(32):19339–19346, Aug. 2020. ISSN 0027-8424, 1091-6490. doi: 10.1073/pnas.1919748117. URL <https://www.pnas.org/content/117/32/19339>. Publisher: National Academy of Sciences Section: Biological Sciences.

# Supplementary material for: Quantifying Transcriptome Turnover on Phylogenies by Modeling Gene Expression as a Binary Trait
**Source:** Mol Biol Evol. 2025 May 27;42(5):msaf106. doi: 10.1093/molbev/msaf106

**dana\_ag\_run1 Lib. 1**

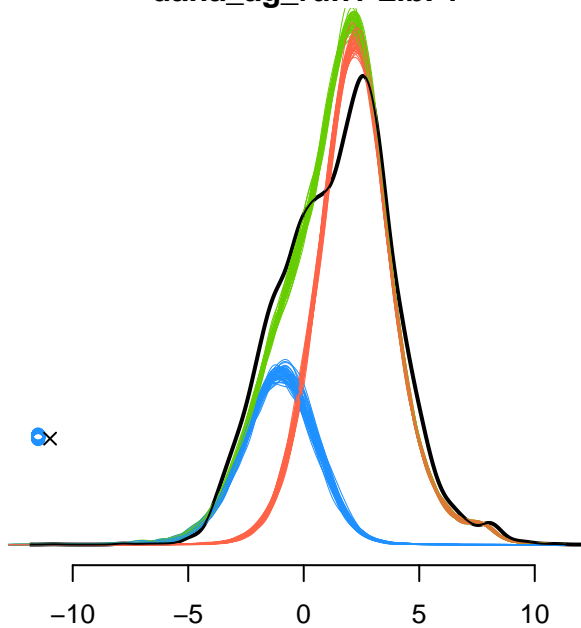

**dana\_ag\_run1 Lib. 2**

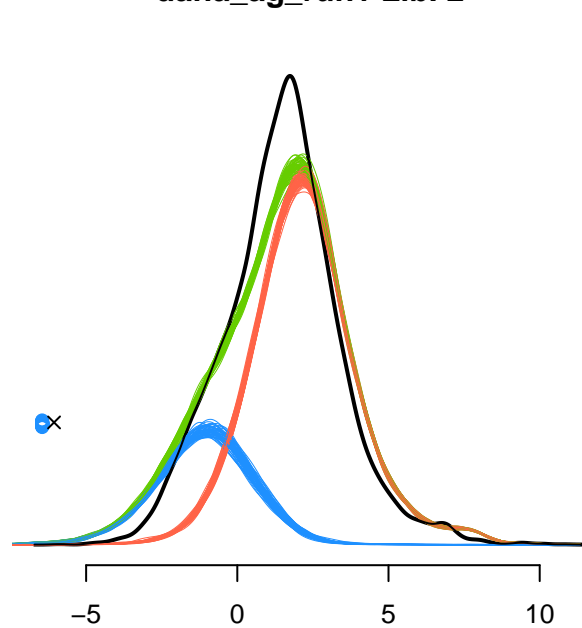

**dana\_ag\_run1 Lib. 3**

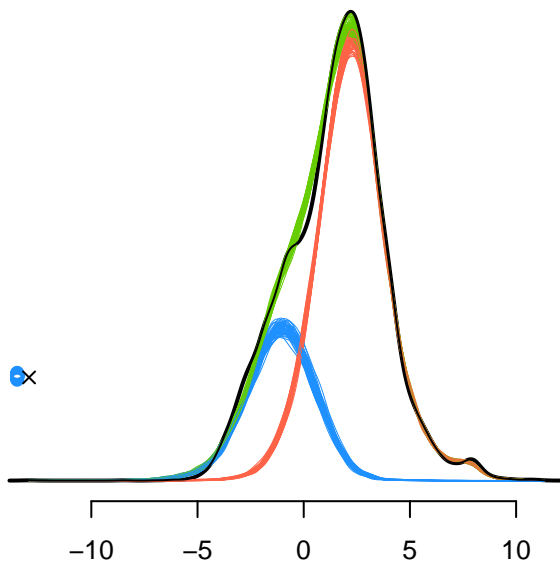

**dana\_ag\_run1 Lib. 4**

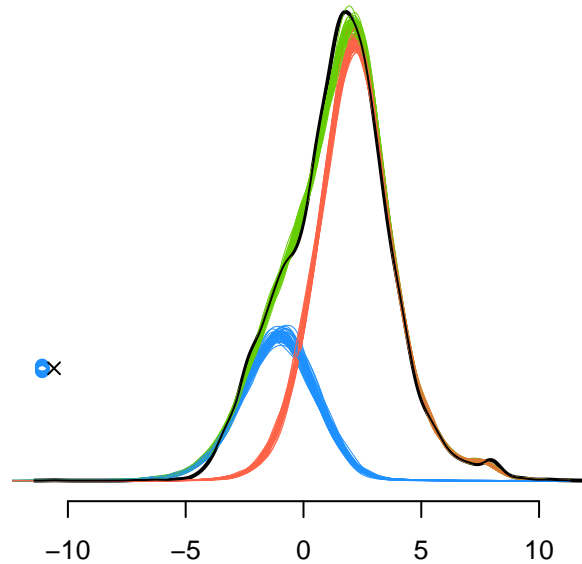

dbia\_ag\_run1 Lib. 1

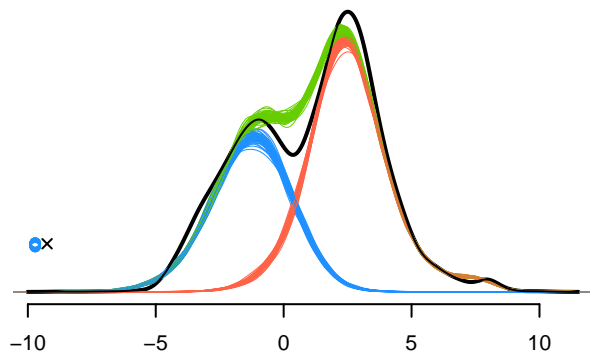

dbia\_ag\_run1 Lib. 2

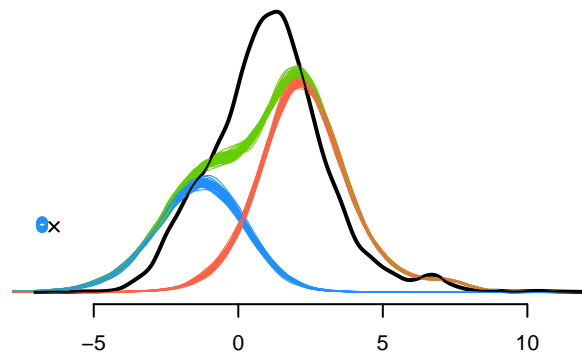

dbia\_ag\_run1 Lib. 3

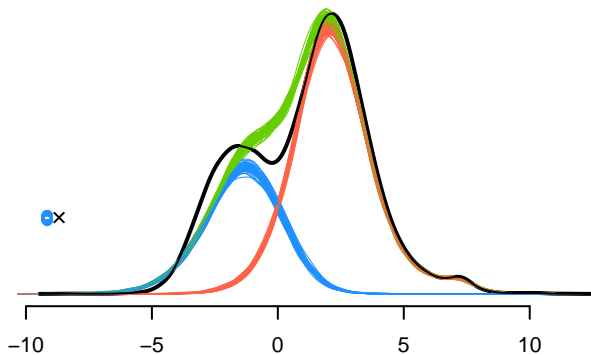

dbia\_ag\_run1 Lib. 4

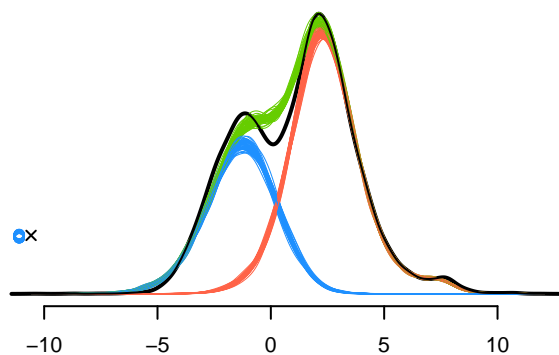

dbia\_ag\_run1 Lib. 5

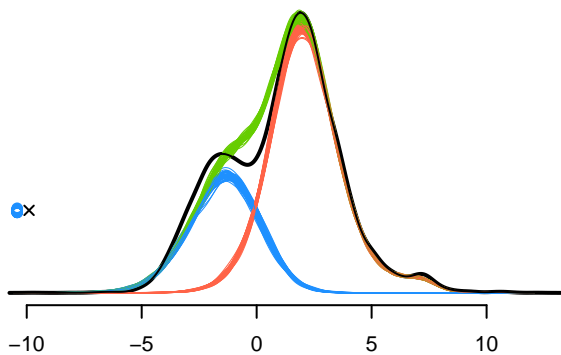

**dbip\_ag\_run1 Lib. 1**

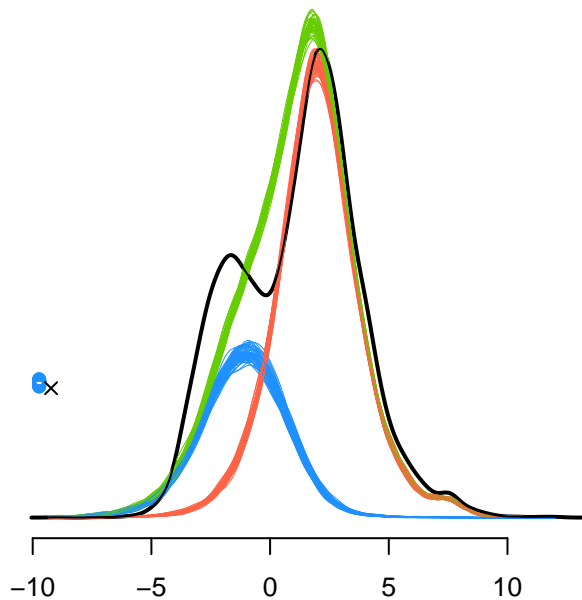

**dbip\_ag\_run1 Lib. 2**

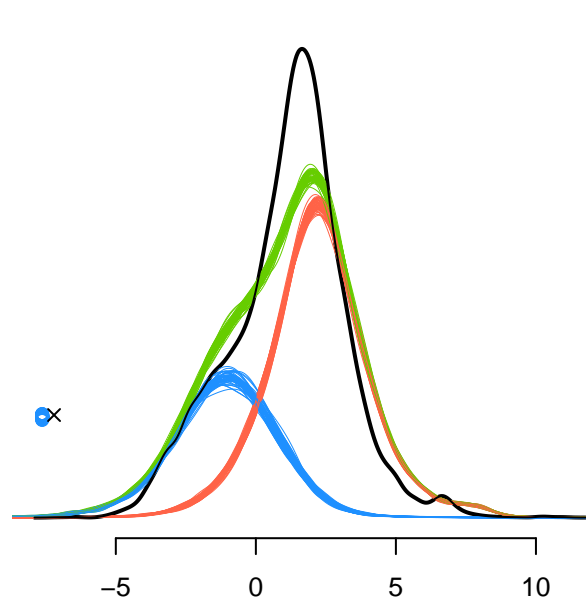

**dbip\_ag\_run1 Lib. 3**

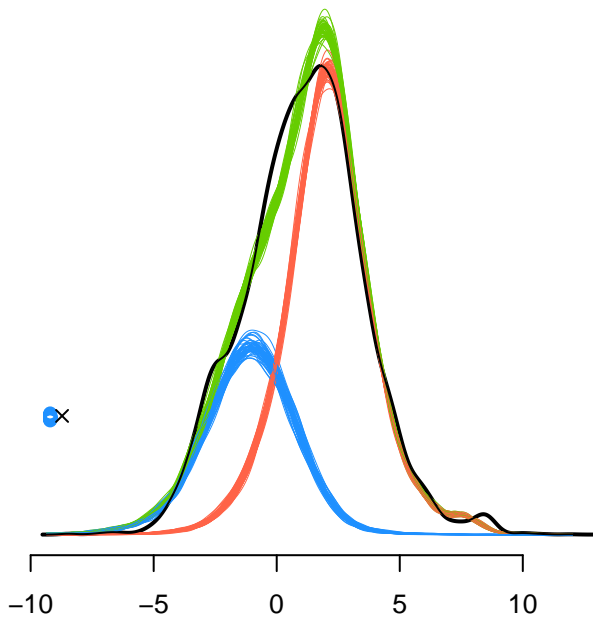

**dbip\_ag\_run1 Lib. 4**

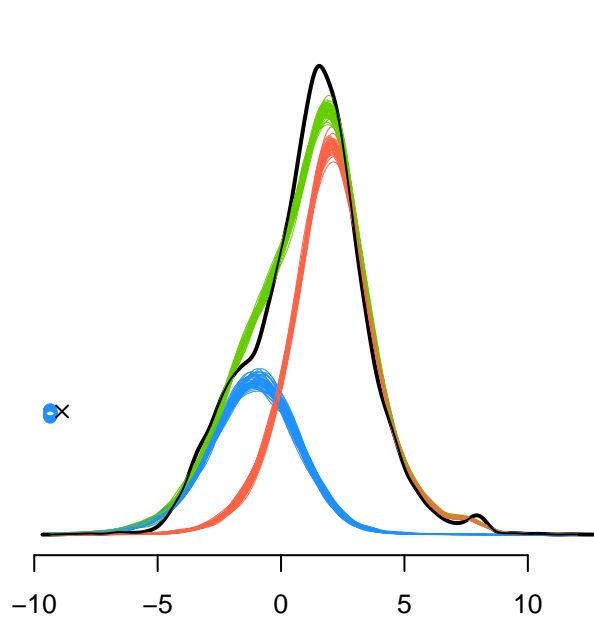

**dele\_ag\_run1 Lib. 1**

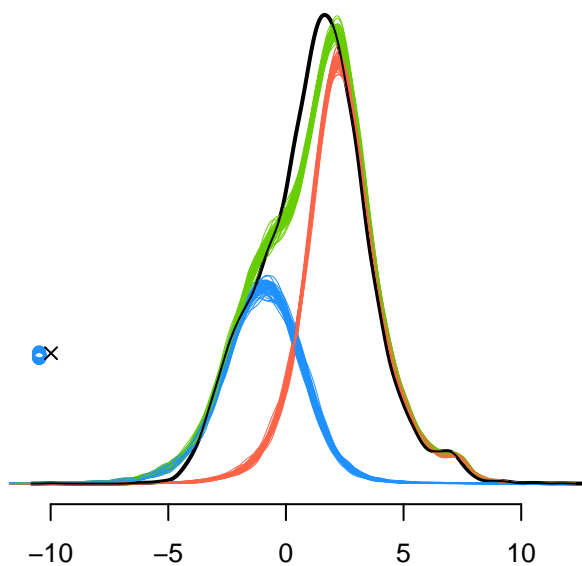

**dele\_ag\_run1 Lib. 2**

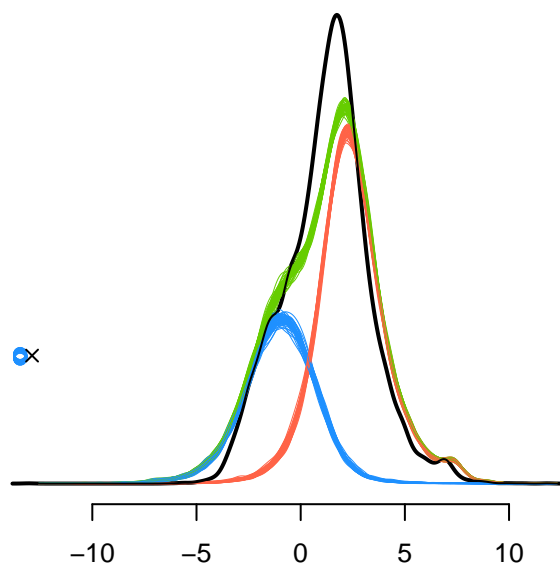

**dele\_ag\_run1 Lib. 3**

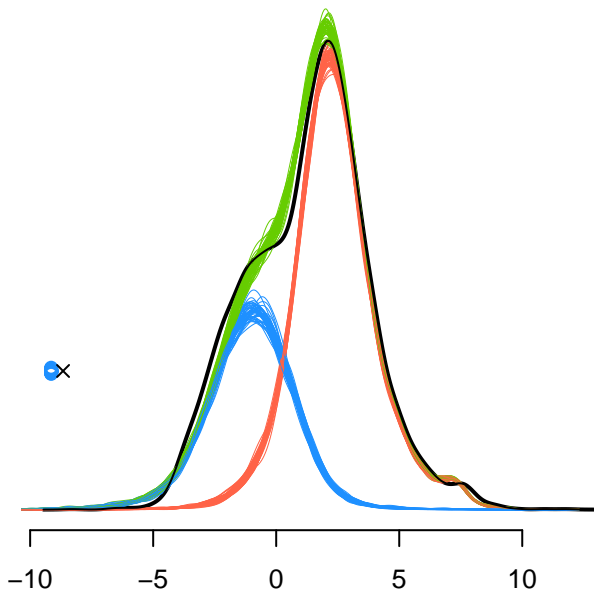

**dele\_ag\_run1 Lib. 4**

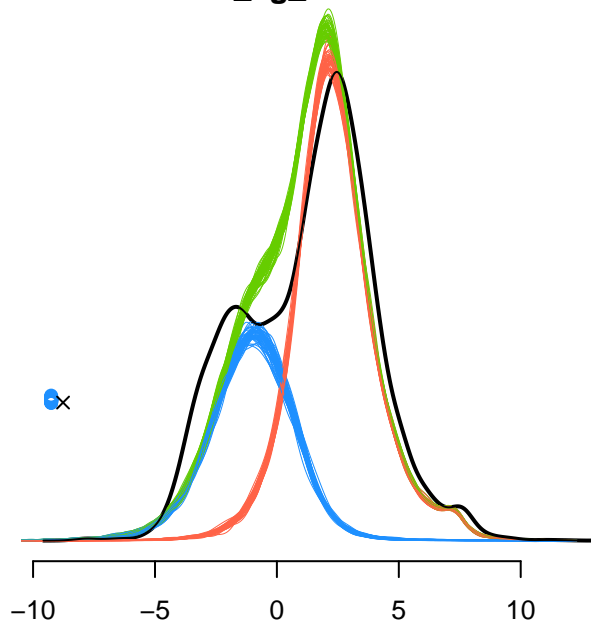

deug\_ag\_run1 Lib. 1

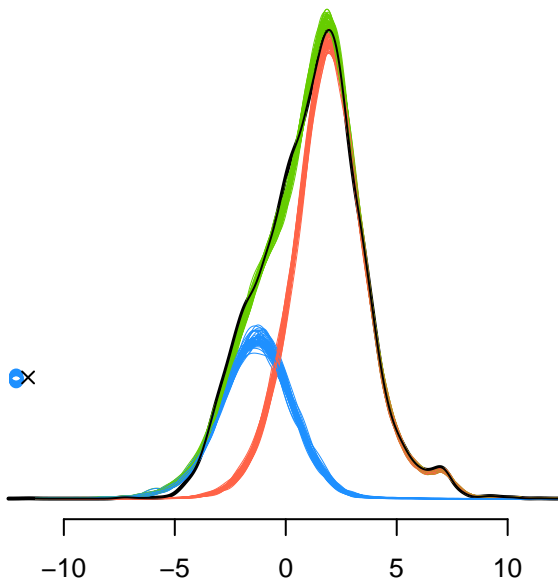

deug\_ag\_run1 Lib. 2

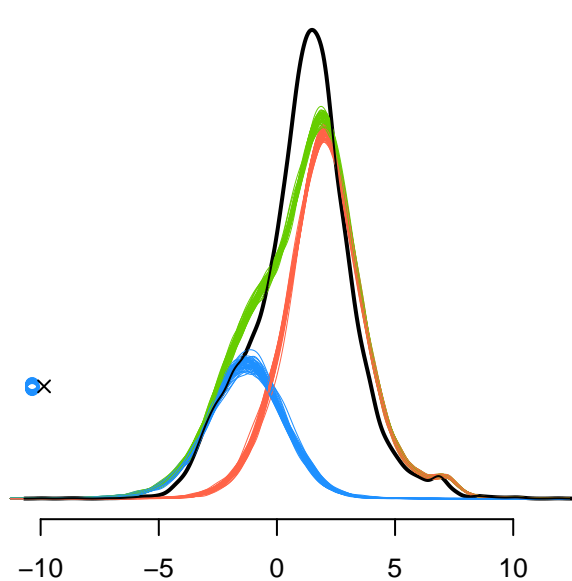

deug\_ag\_run1 Lib. 3

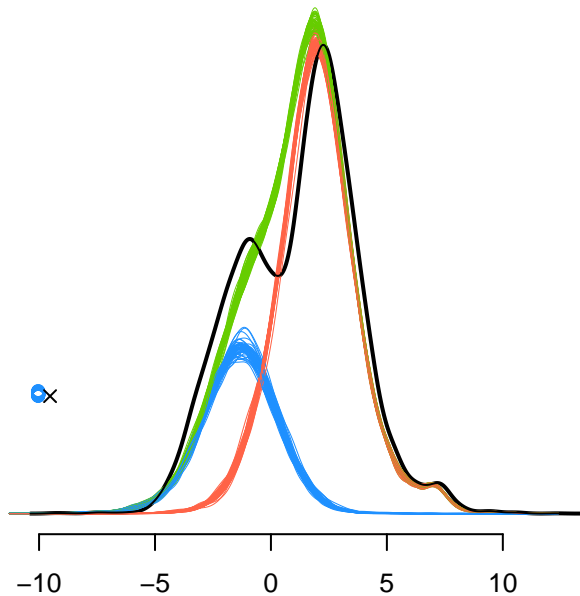

deug\_ag\_run1 Lib. 4

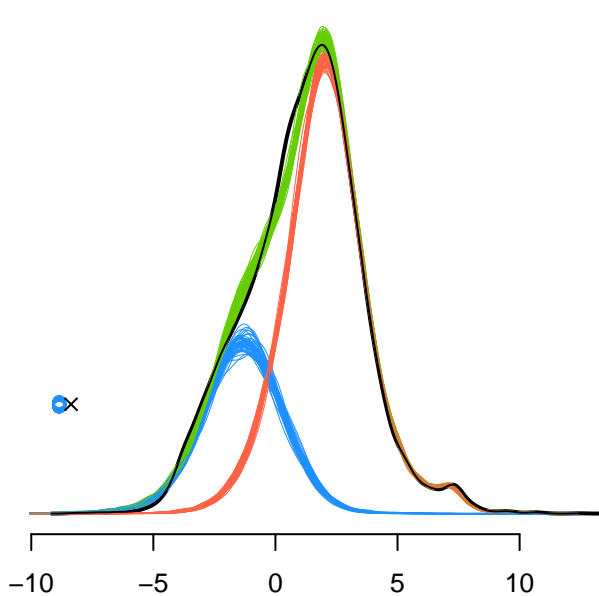

**dfic\_ag\_run1 Lib. 1**

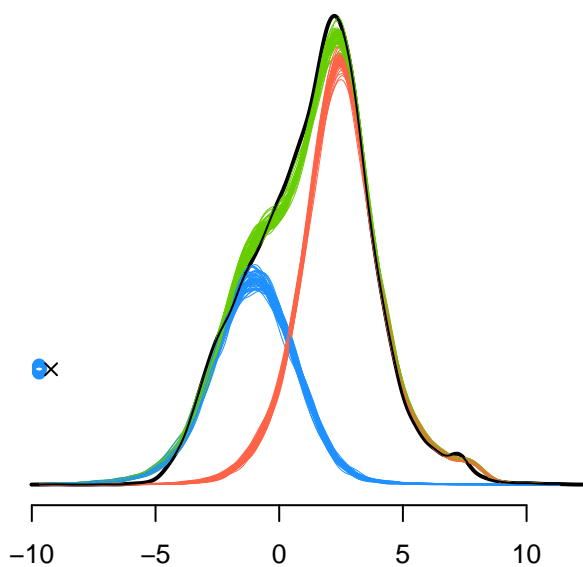

**dfic\_ag\_run1 Lib. 2**

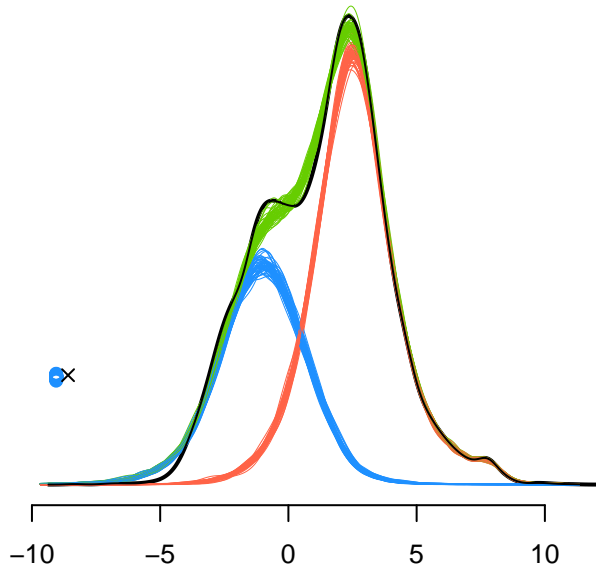

**dfic\_ag\_run1 Lib. 3**

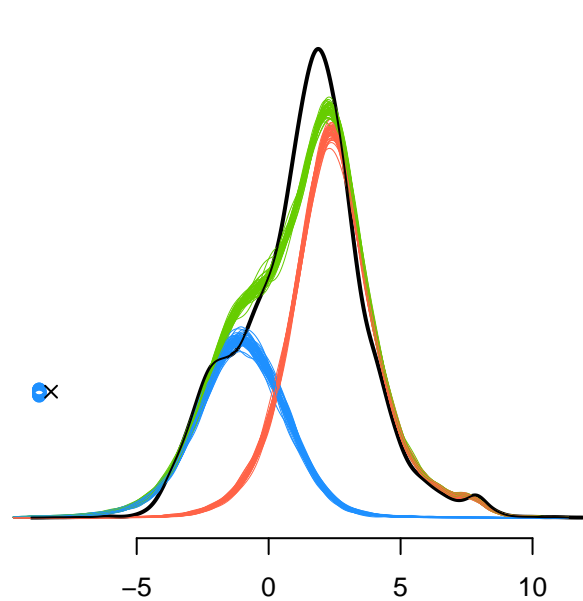

**dfic\_ag\_run1 Lib. 4**

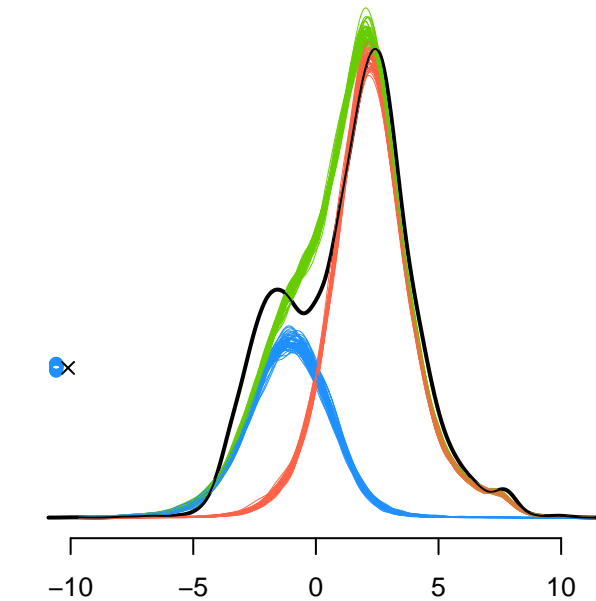

**dkik\_ag\_run1 Lib. 1**

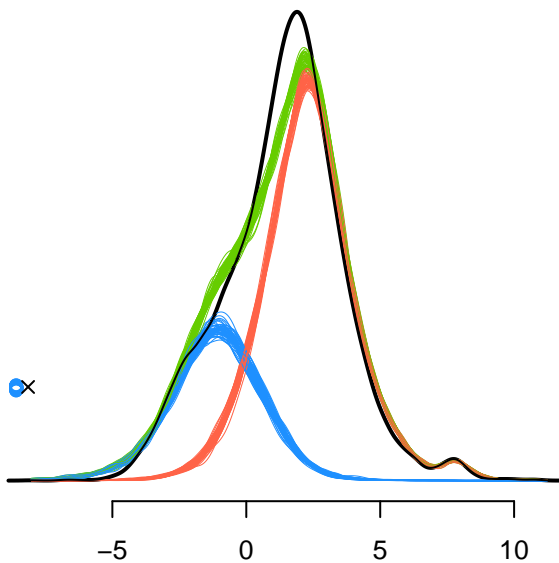

**dkik\_ag\_run1 Lib. 2**

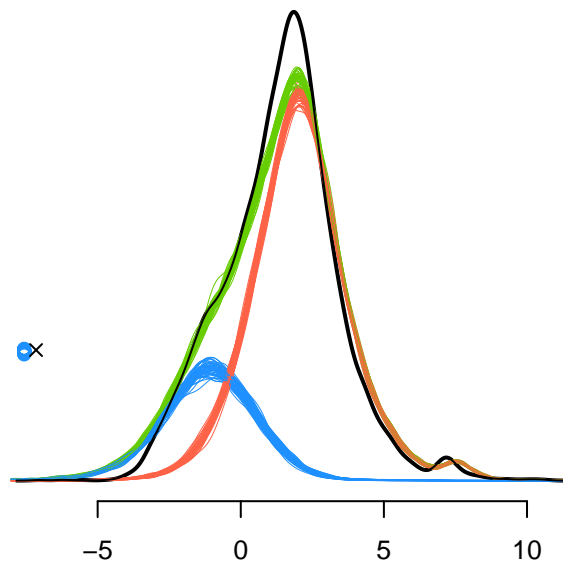

**dkik\_ag\_run1 Lib. 3**

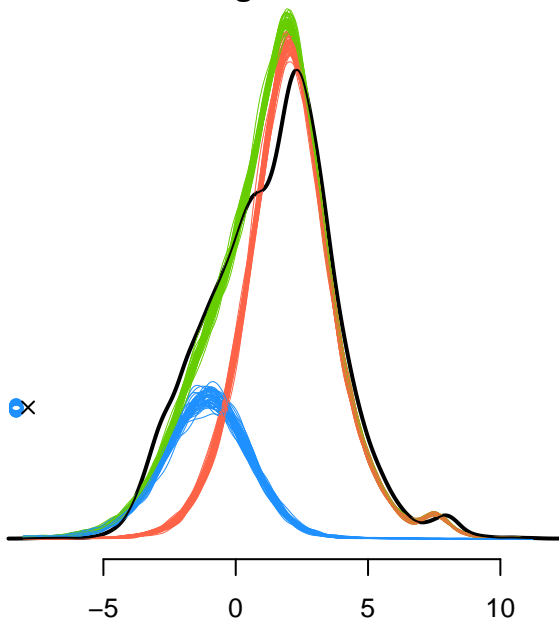

**dkik\_ag\_run1 Lib. 4**

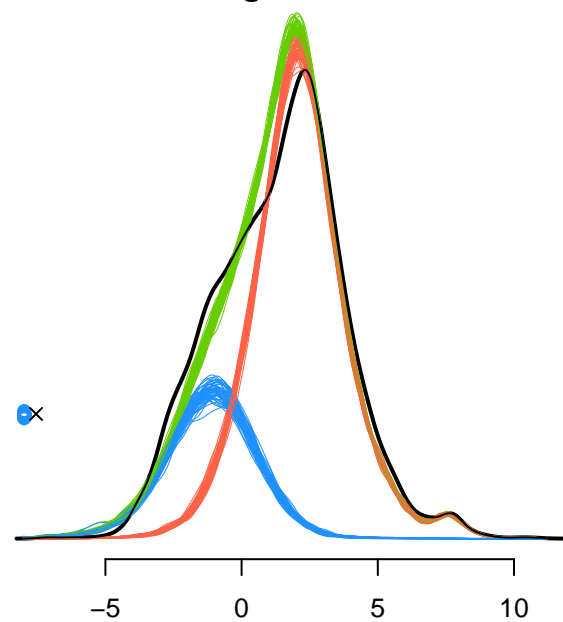

**dmel\_ag\_run1 Lib. 1**

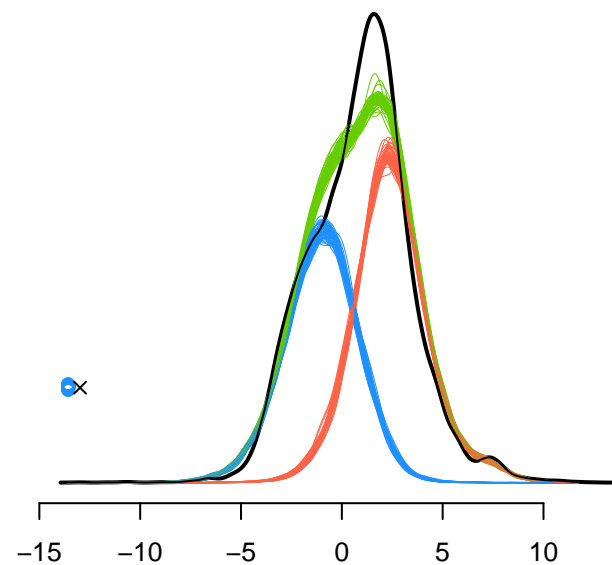

**dmel\_ag\_run1 Lib. 2**

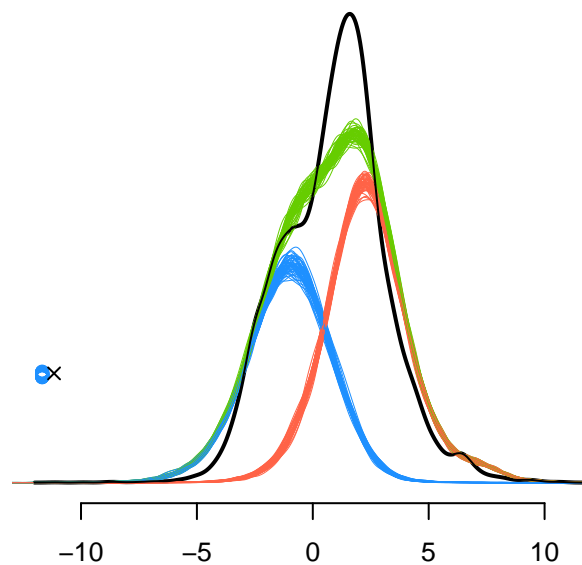

**dmel\_ag\_run1 Lib. 3**

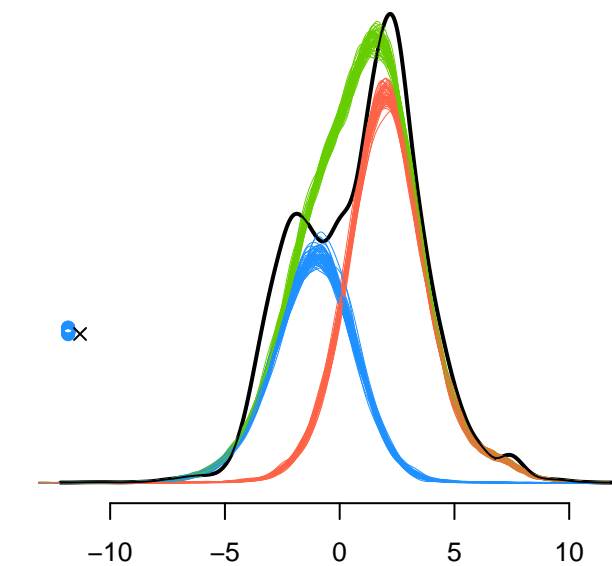

**dmel\_ag\_run1 Lib. 4**

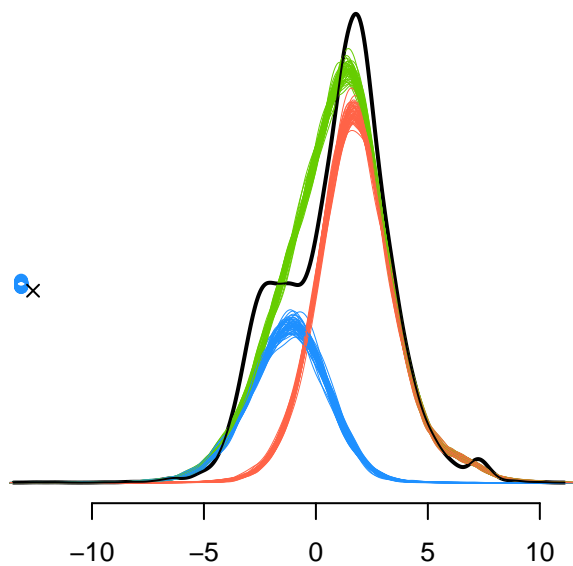

**dsim\_ag\_run1 Lib. 1**

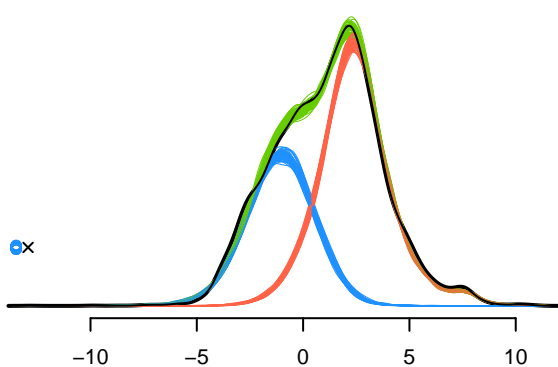

**dsim\_ag\_run1 Lib. 2**

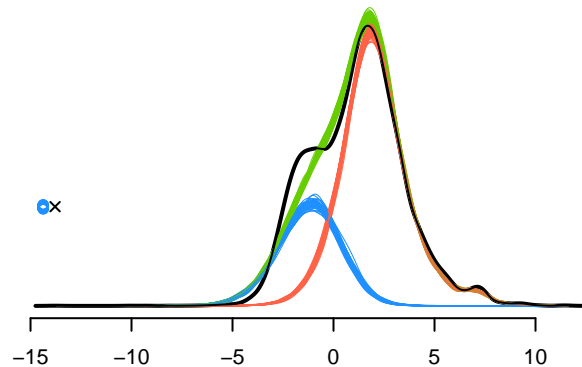

**dsim\_ag\_run1 Lib. 3**

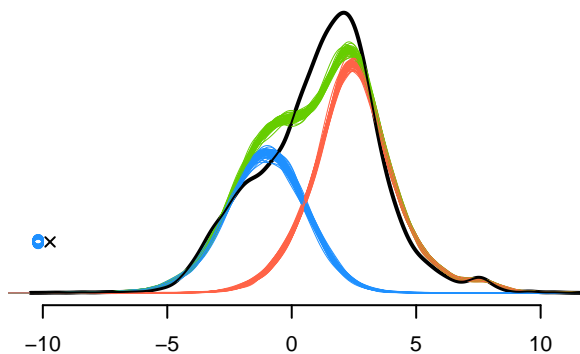

**dsim\_ag\_run1 Lib. 4**

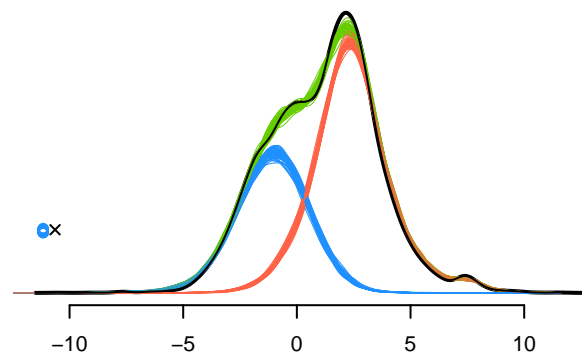

**dsim\_ag\_run1 Lib. 5**

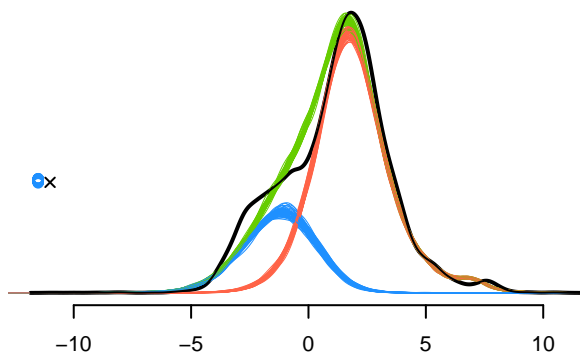

dtak\_ag\_run1 Lib. 1

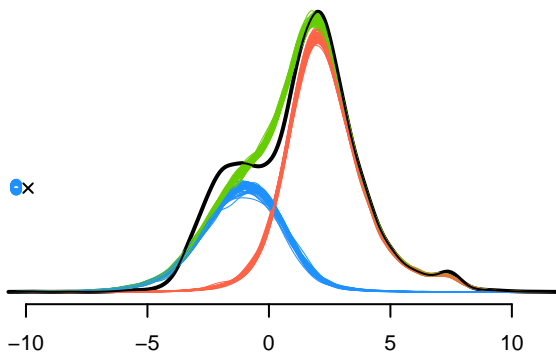

dtak\_ag\_run1 Lib. 2

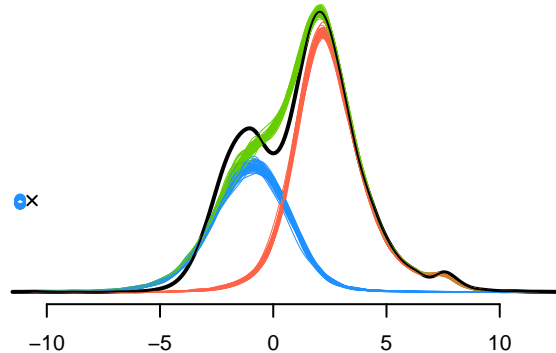

dtak\_ag\_run1 Lib. 3

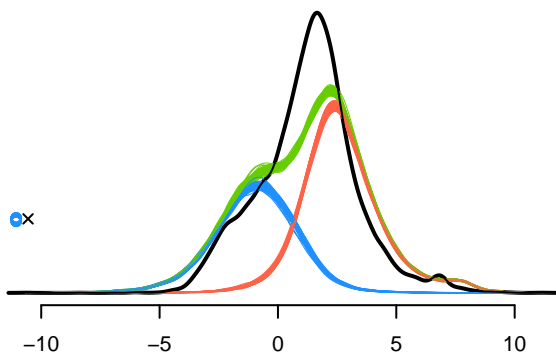

dtak\_ag\_run1 Lib. 4

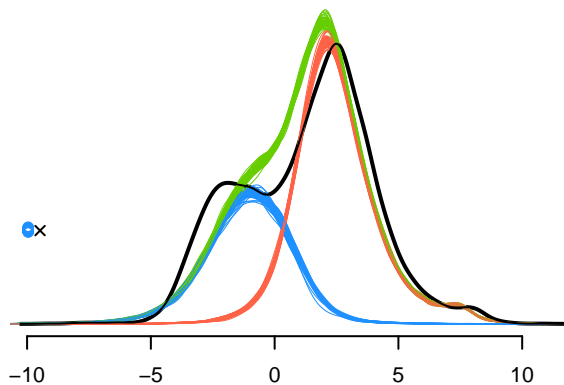

dtak\_ag\_run1 Lib. 5

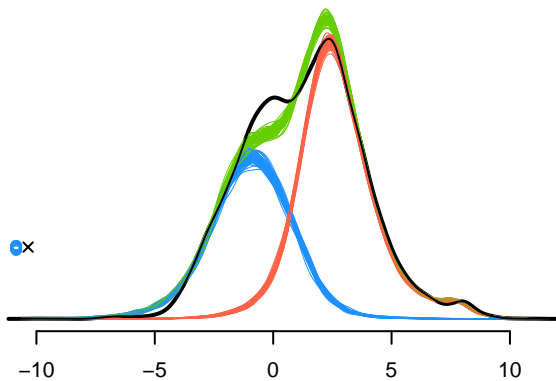

**dyak\_ag\_run1 Lib. 1**

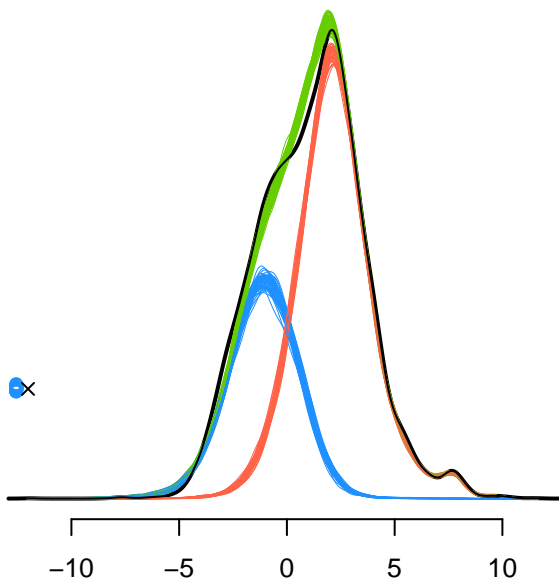

**dyak\_ag\_run1 Lib. 2**

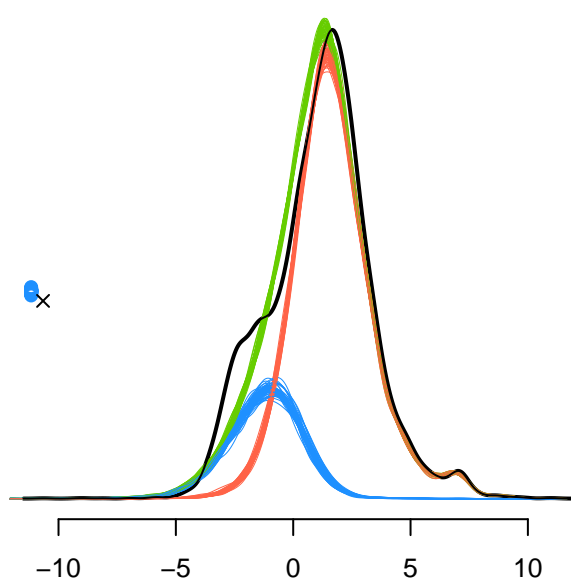

**dyak\_ag\_run1 Lib. 3**

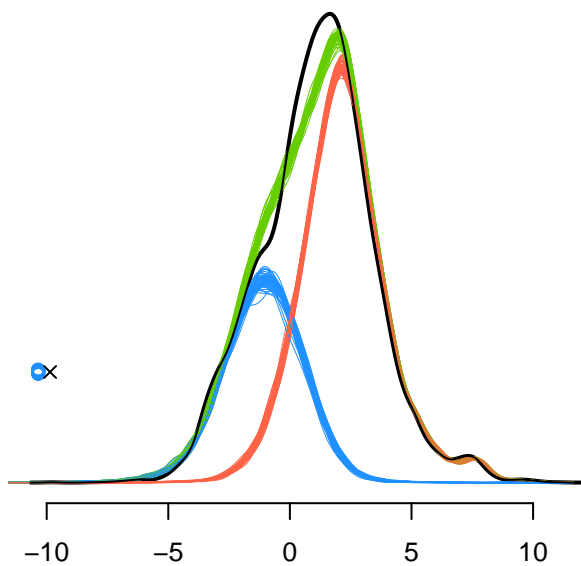

**dyak\_ag\_run1 Lib. 4**

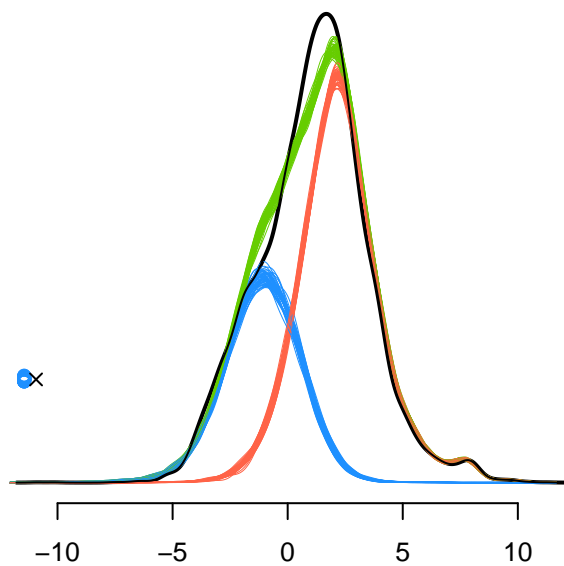

**dana\_ag\_run1, true expression (Y) distribution**

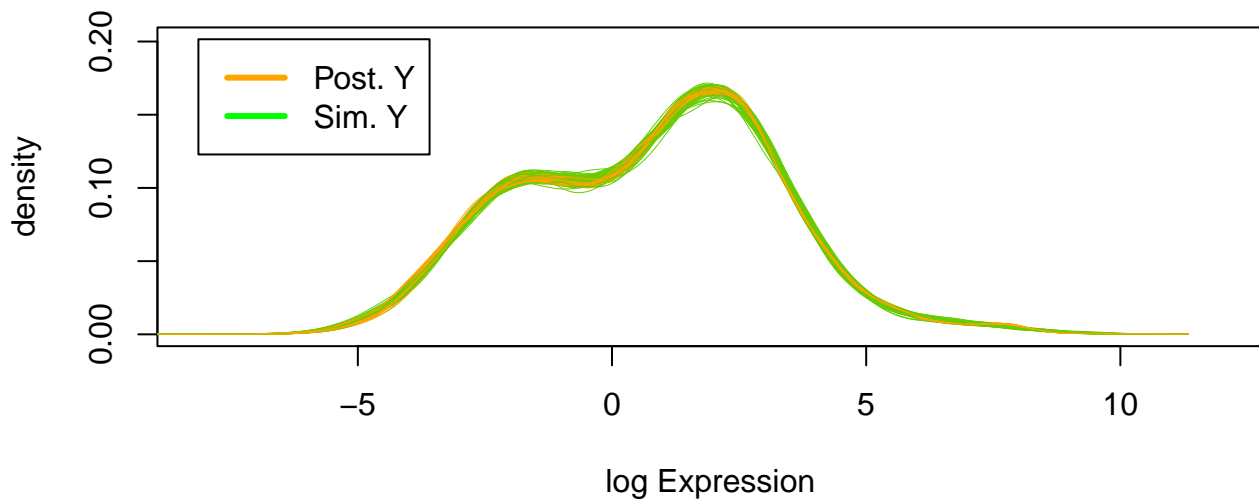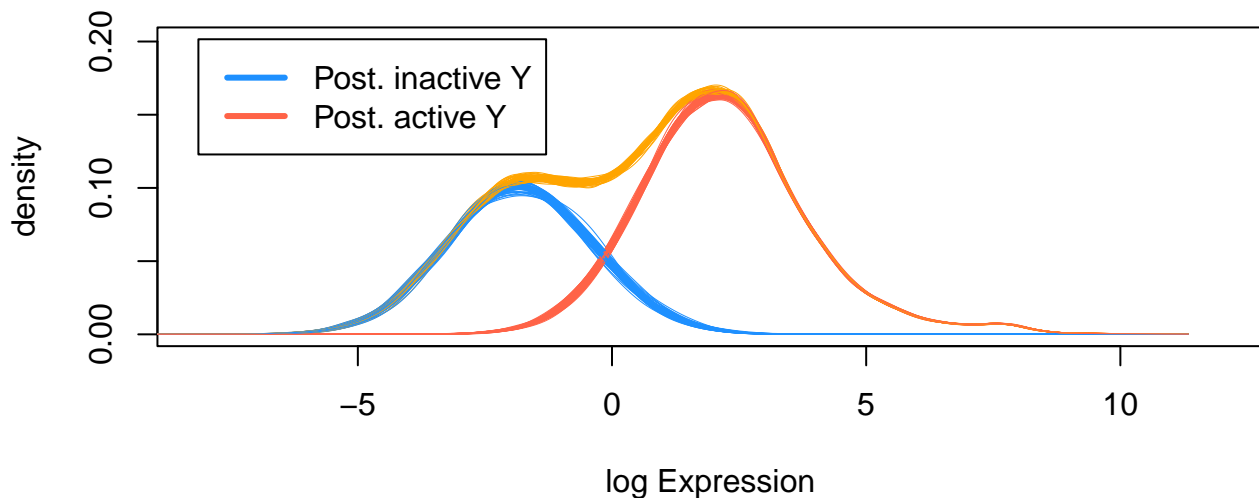

**dbia\_ag\_run1, true expression (Y) distribution**

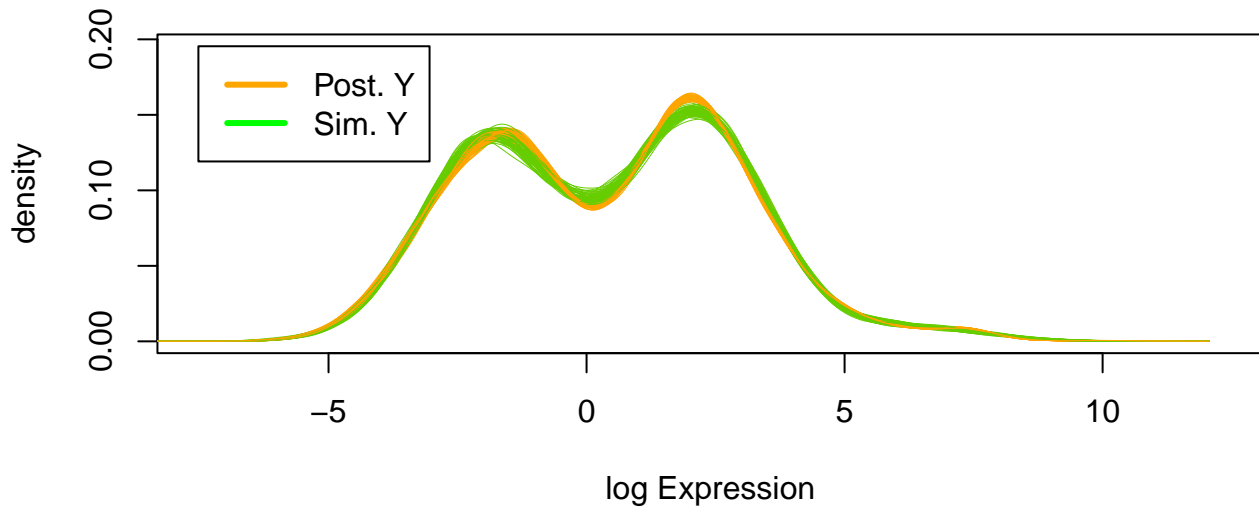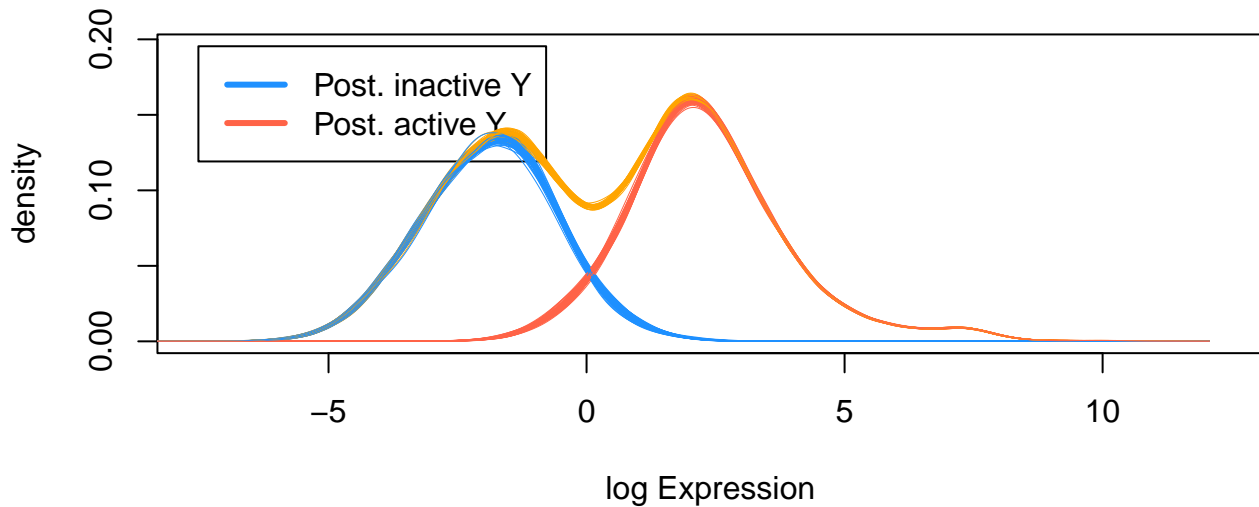

**dbip\_ag\_run1, true expression (Y) distribution**

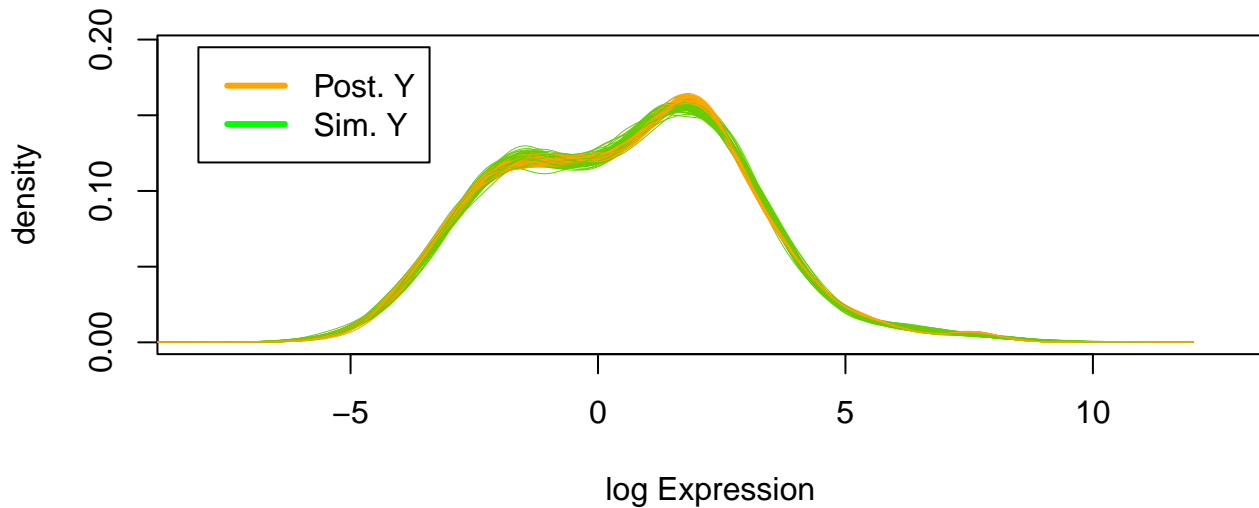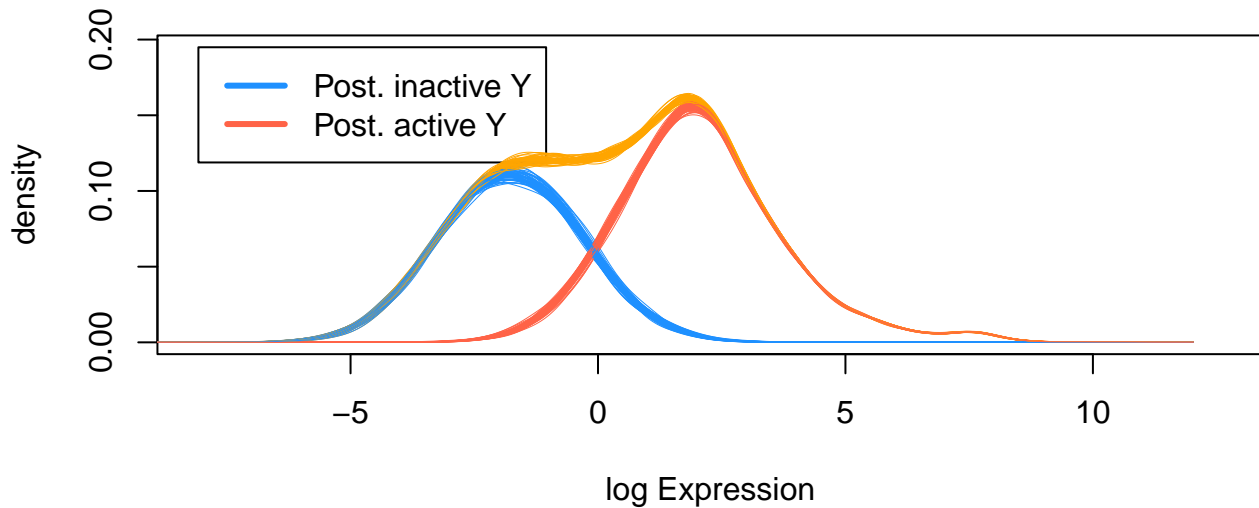

**dele\_ag\_run1, true expression (Y) distribution**

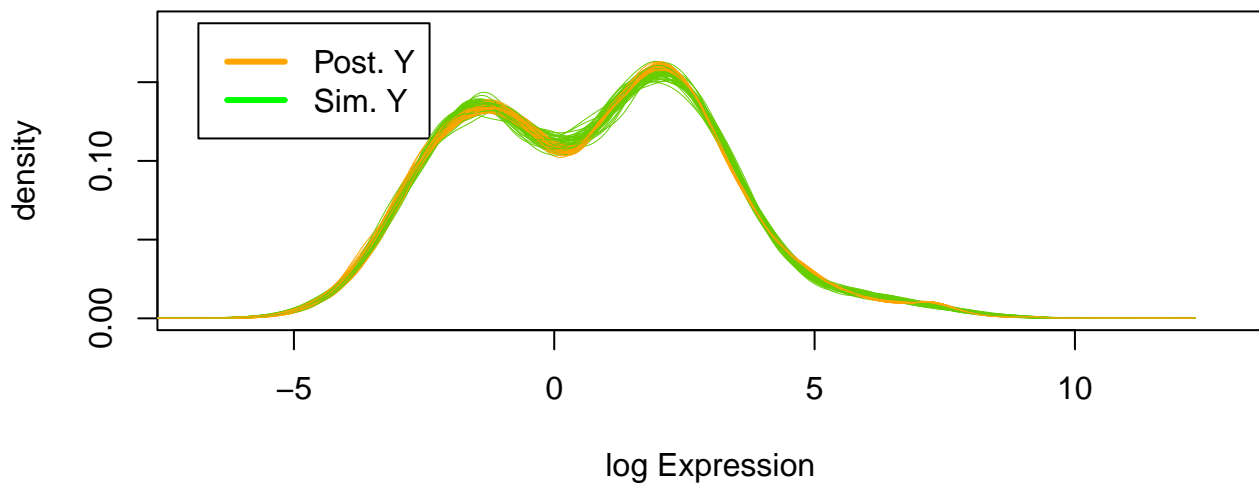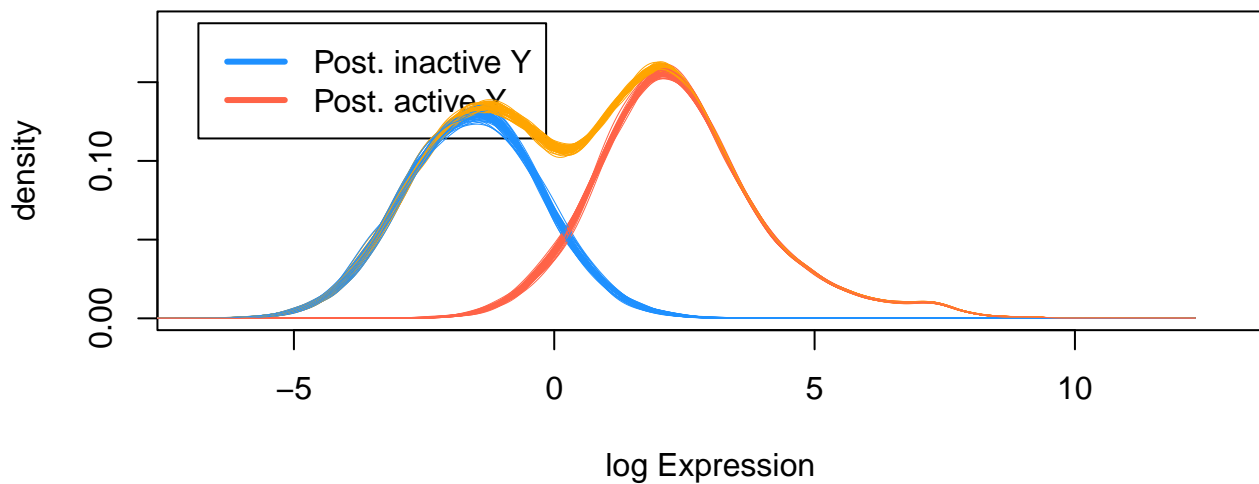

**deug\_ag\_run1, true expression (Y) distribution**

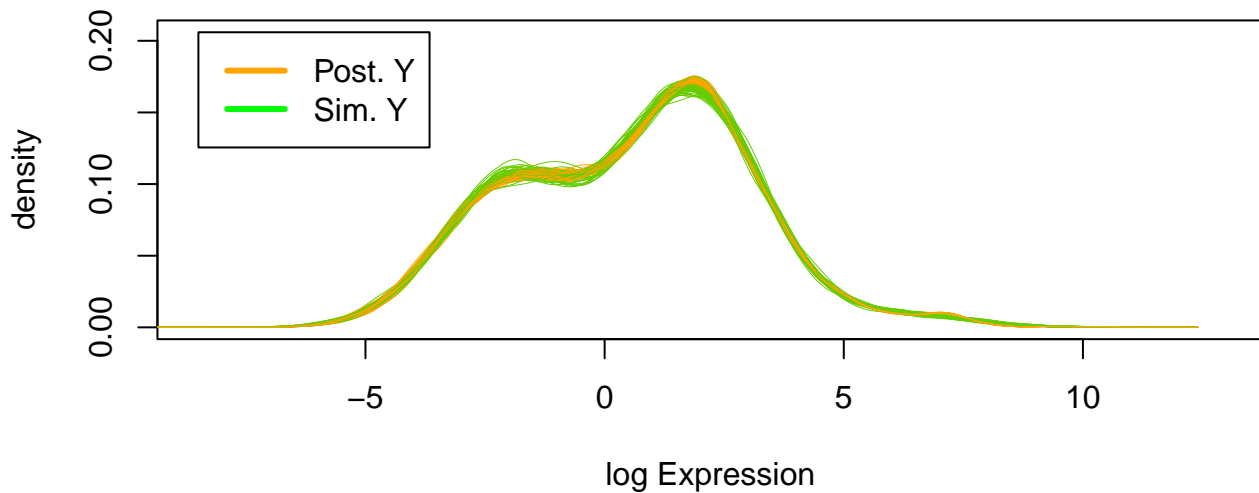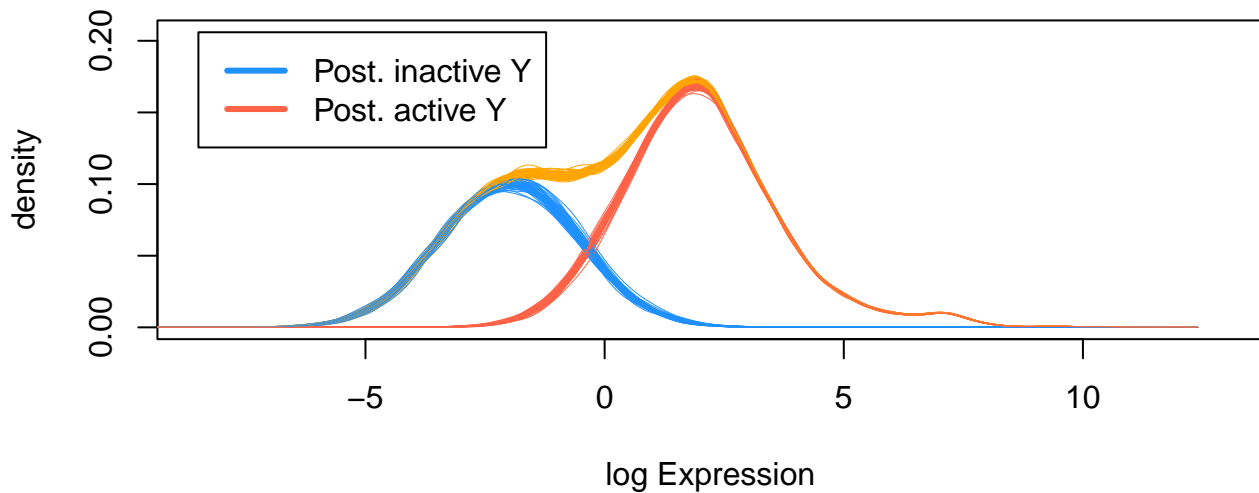

**dfic\_ag\_run1, true expression (Y) distribution**

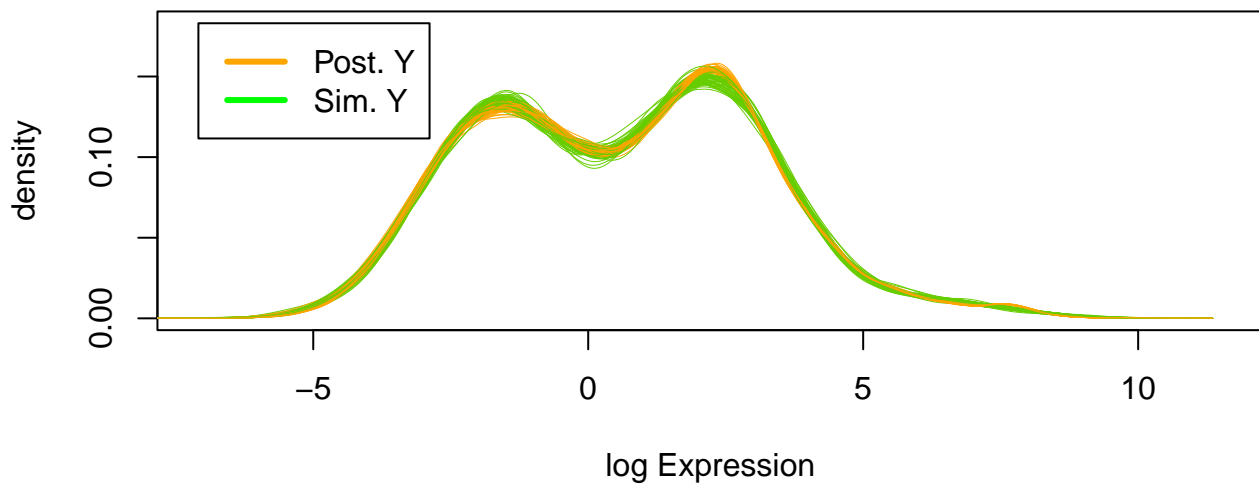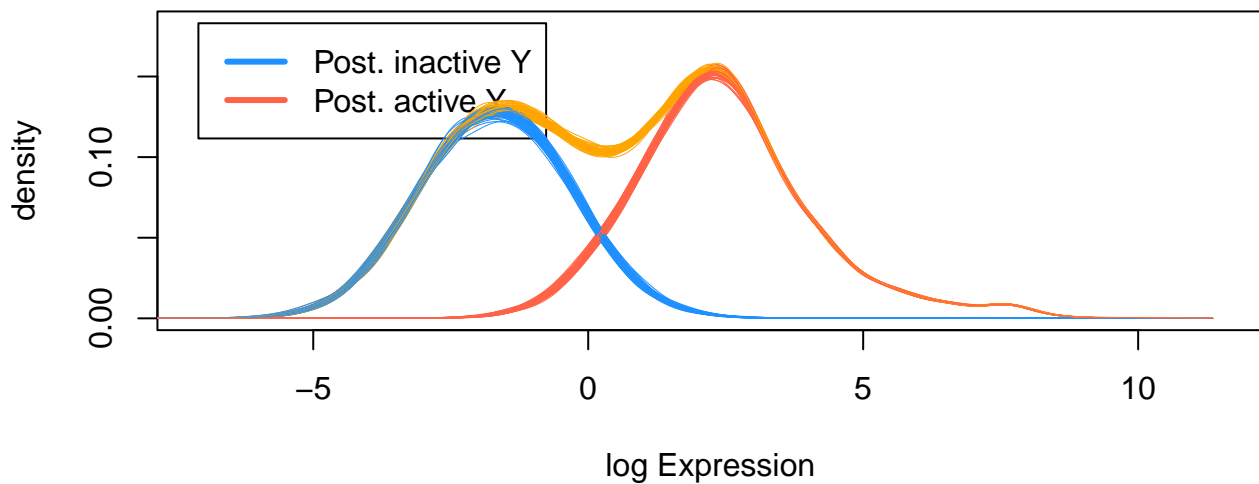

**dkik\_ag\_run1, true expression (Y) distribution**

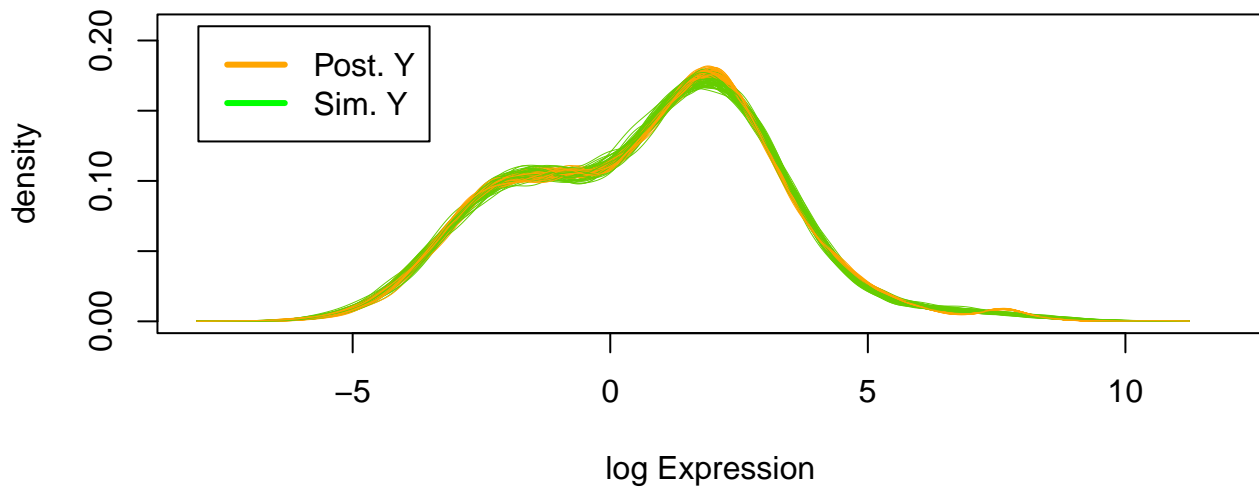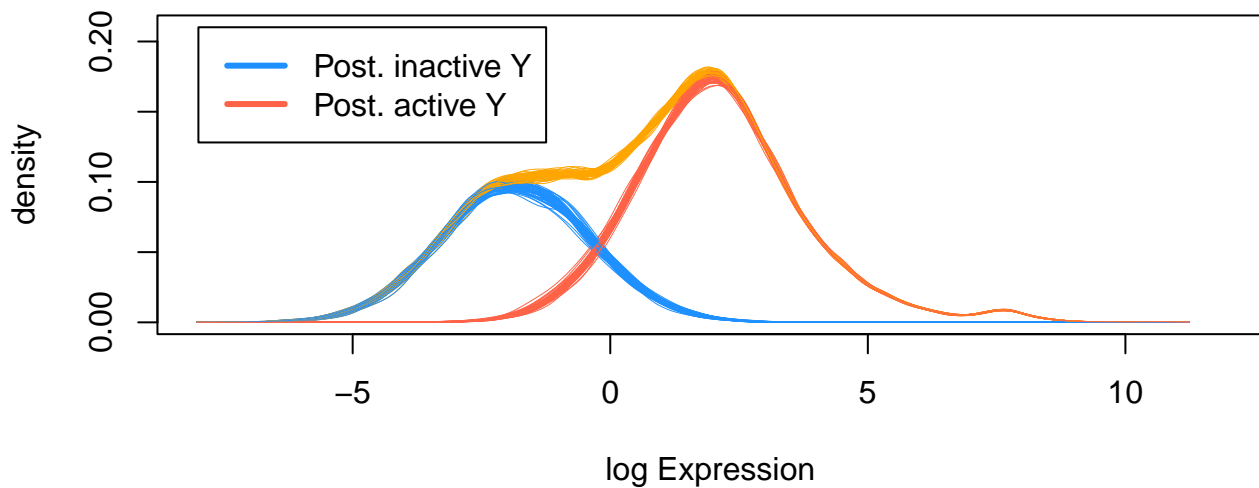

**dmel\_ag\_run1, true expression (Y) distribution**

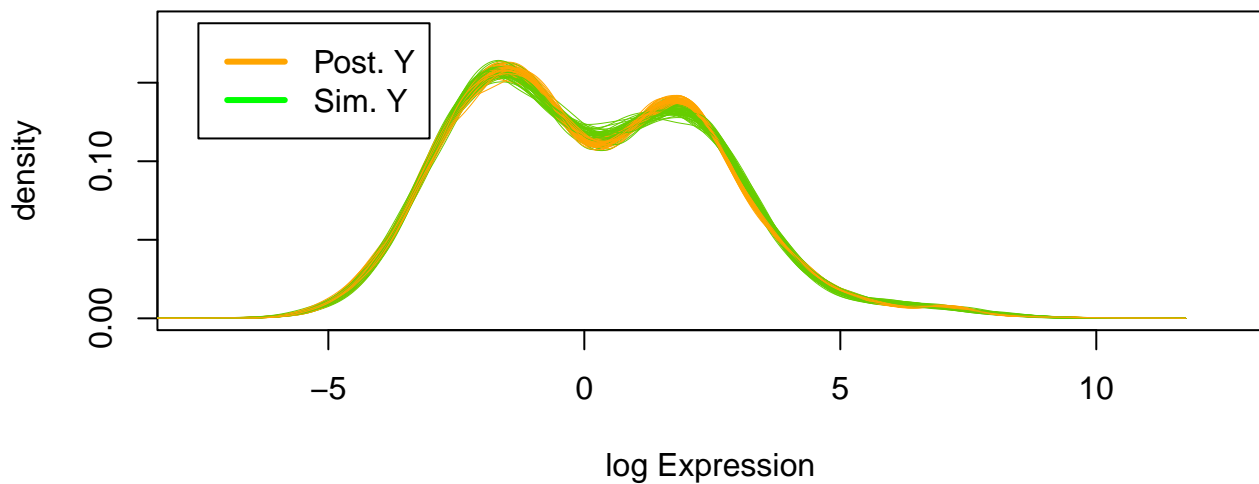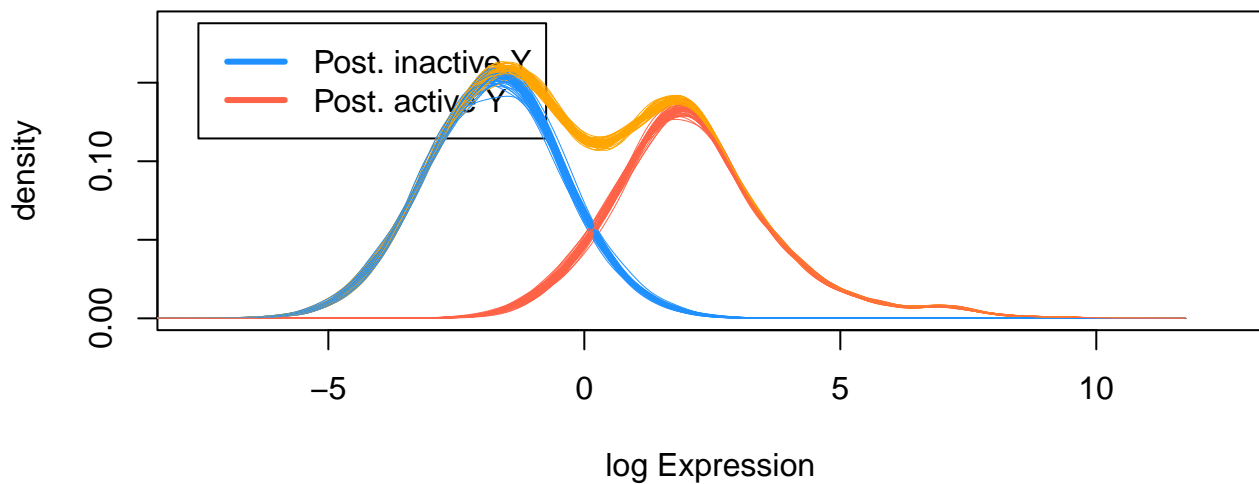

**dsim\_ag\_run1, true expression (Y) distribution**

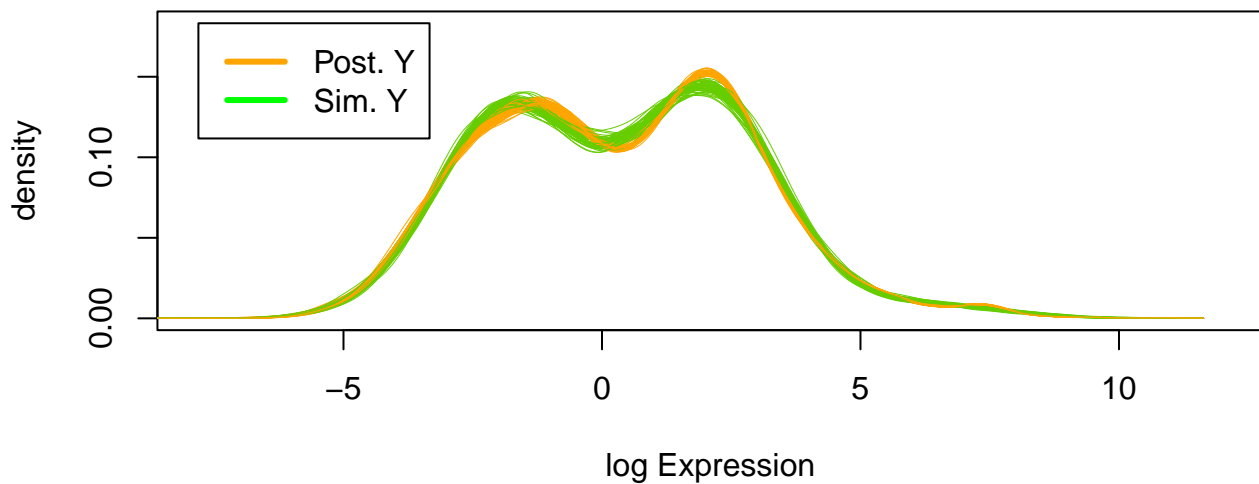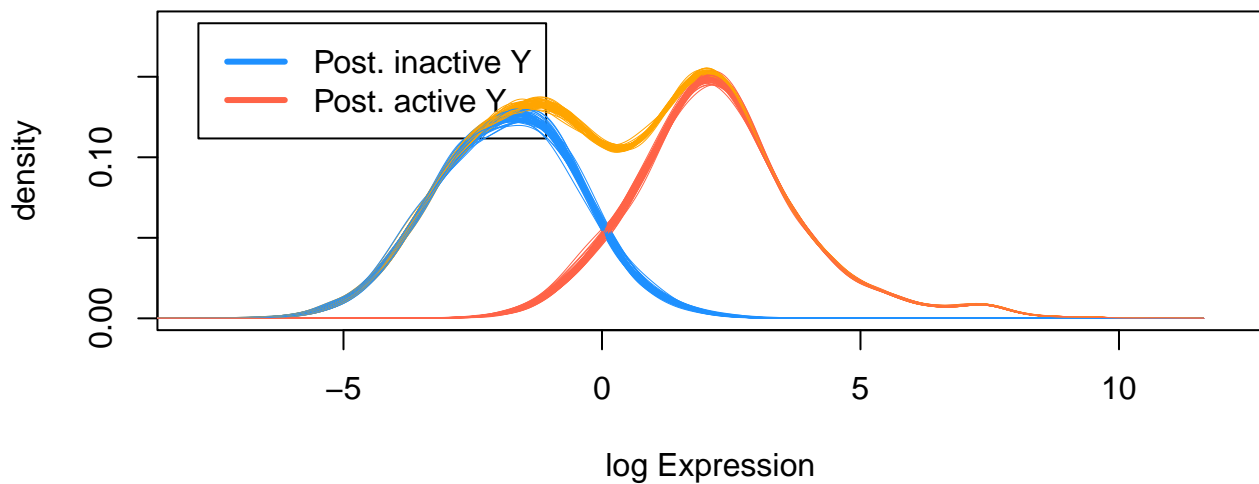

**dtak\_ag\_run1, true expression (Y) distribution**

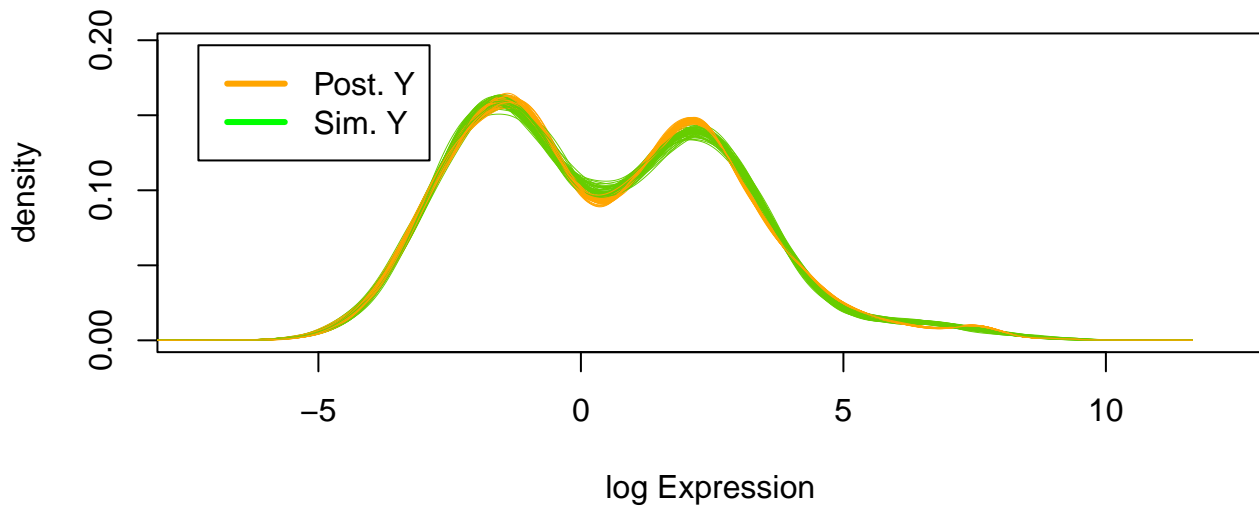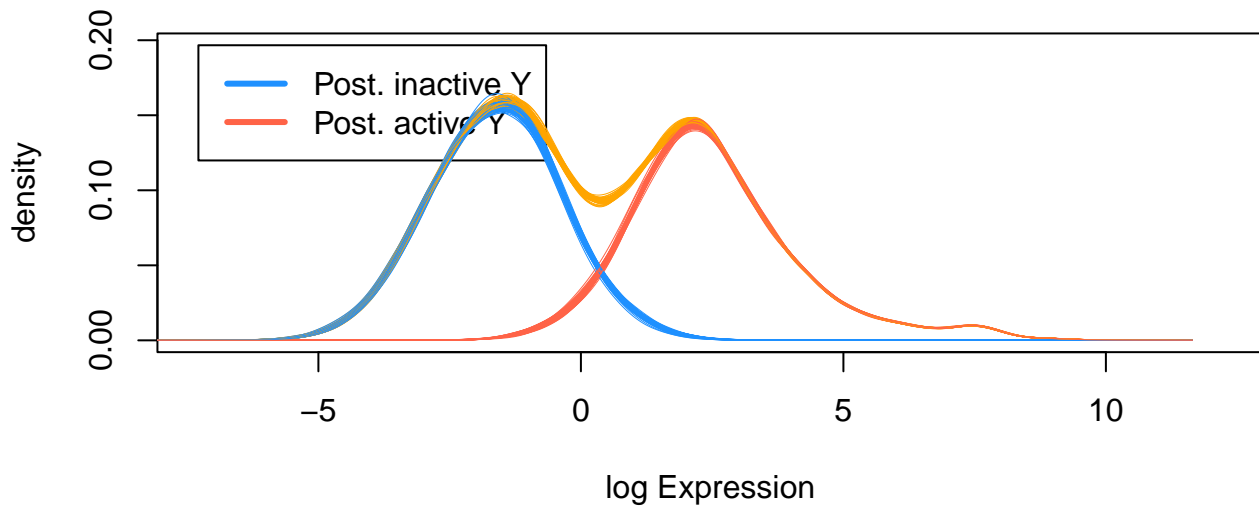

**dyak\_ag\_run1, true expression (Y) distribution**

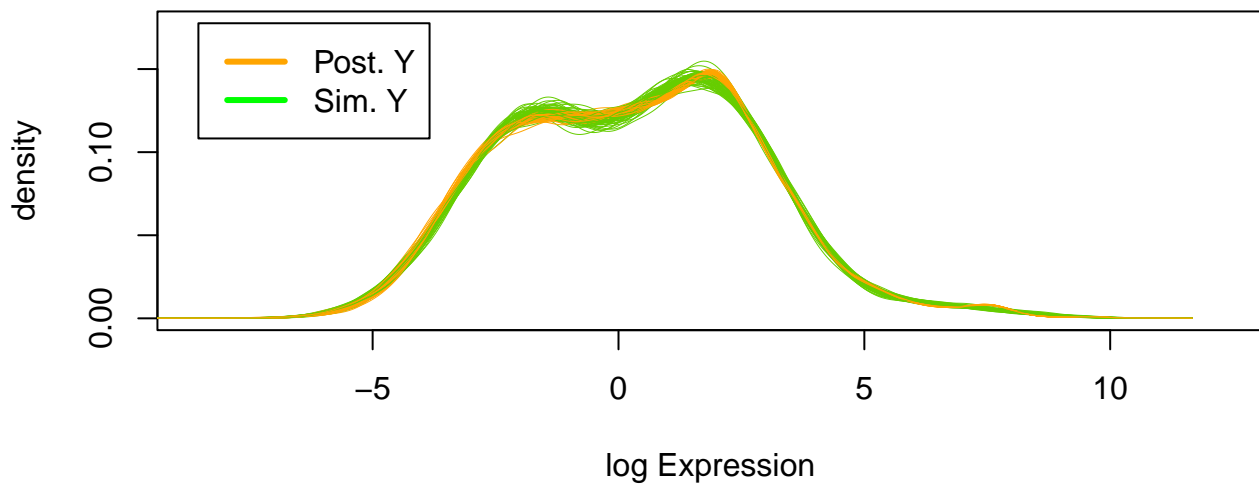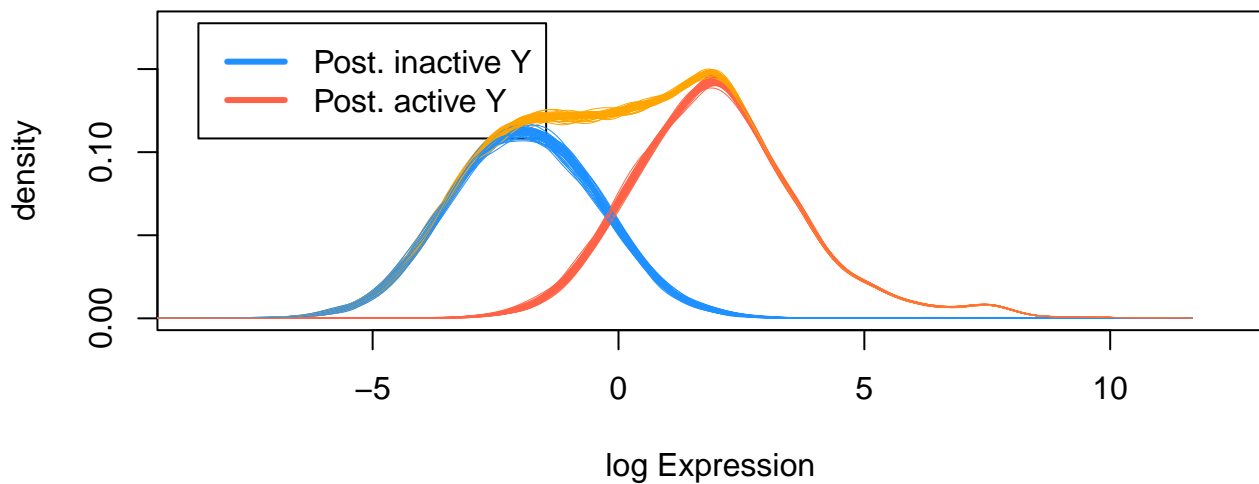

**dana\_testes\_run1 Lib. 1**

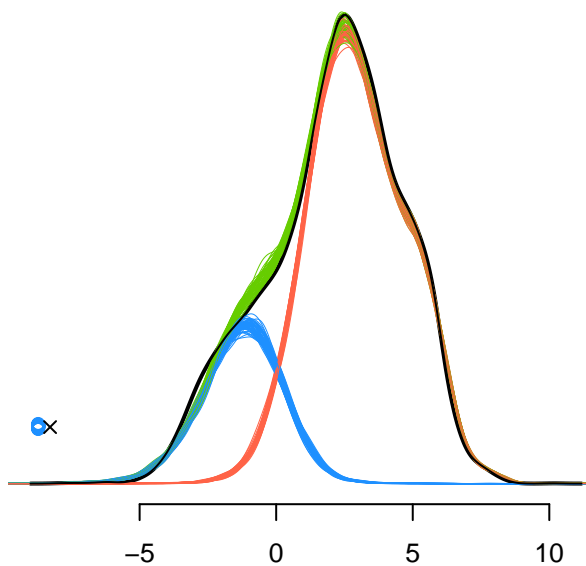

**dana\_testes\_run1 Lib. 2**

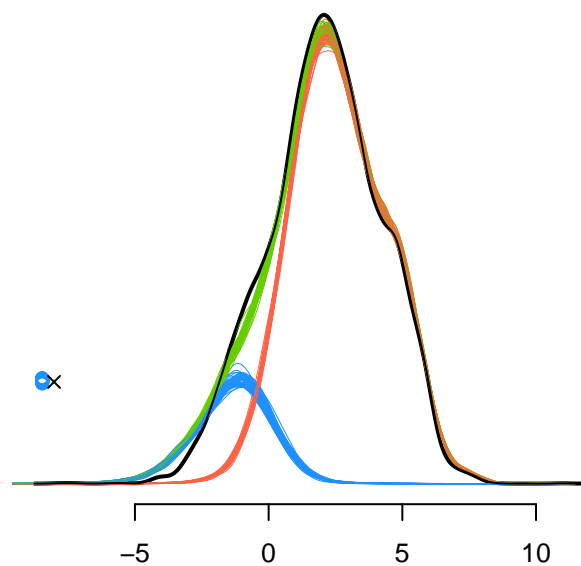

**dana\_testes\_run1 Lib. 3**

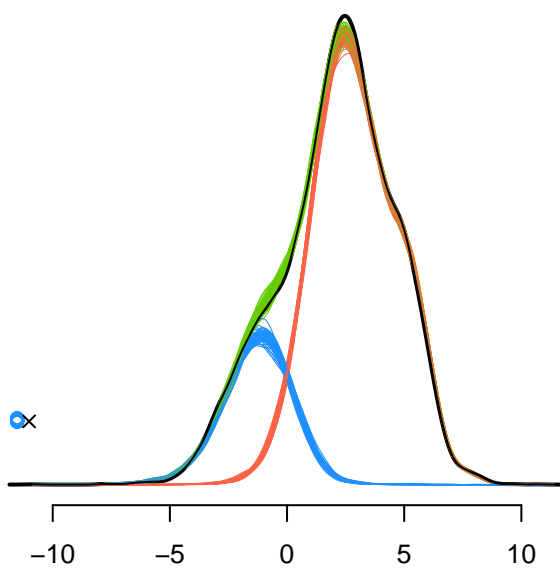

**dana\_testes\_run1 Lib. 4**

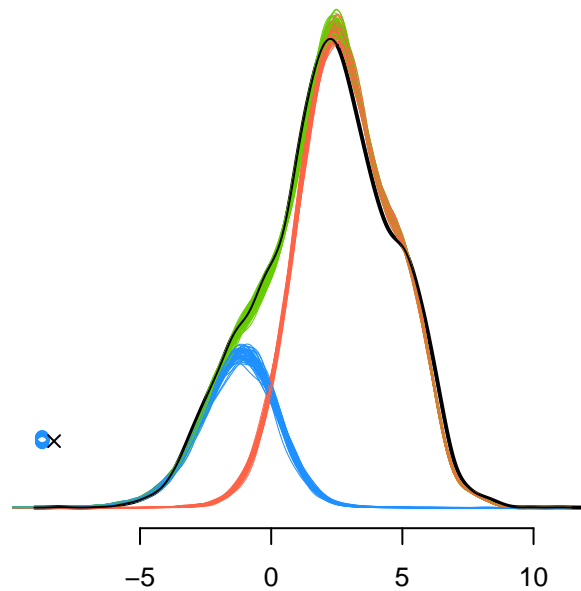

**dbia\_testes\_run1 Lib. 1**

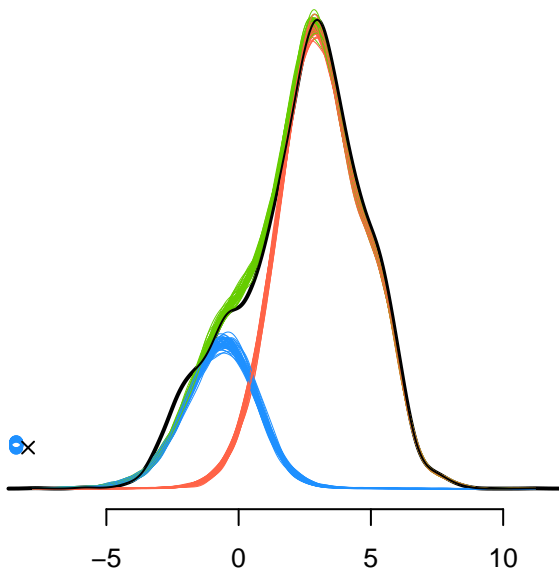

**dbia\_testes\_run1 Lib. 2**

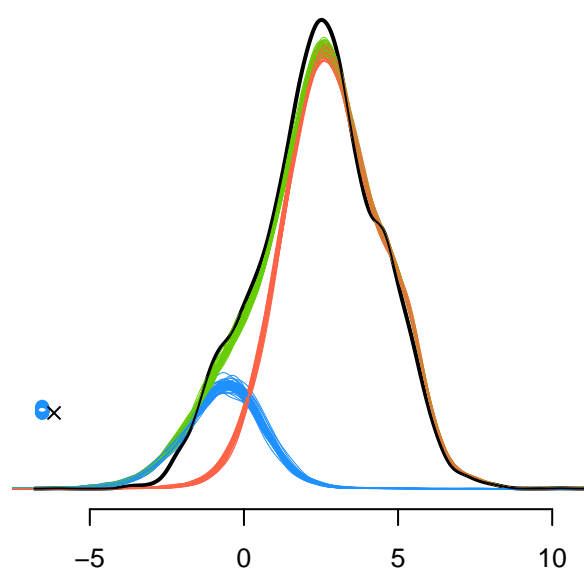

**dbia\_testes\_run1 Lib. 3**

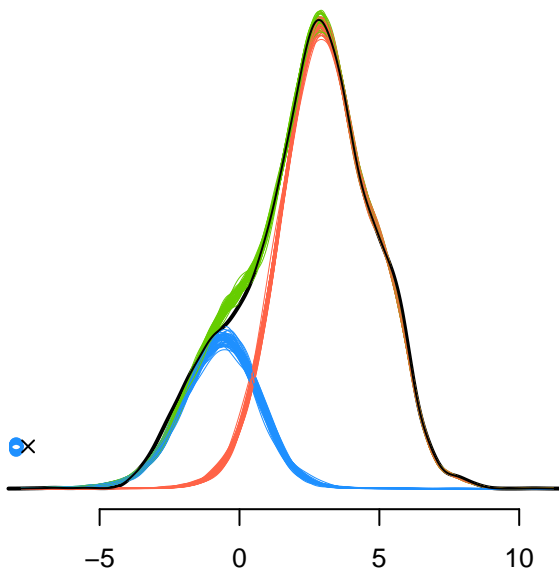

**dbia\_testes\_run1 Lib. 4**

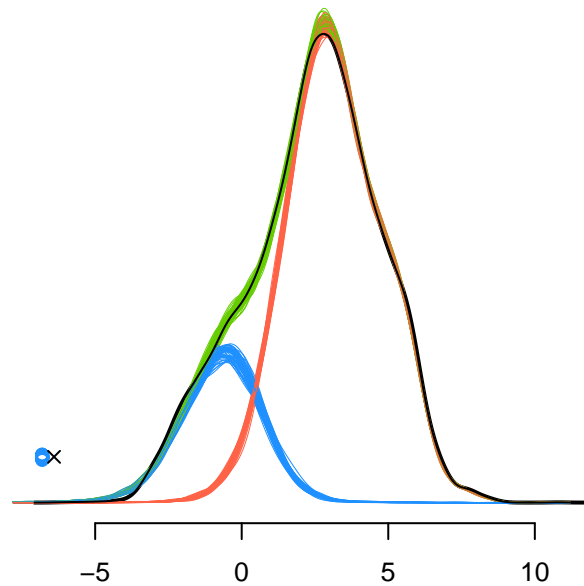

**dbip\_testes\_run1 Lib. 1**

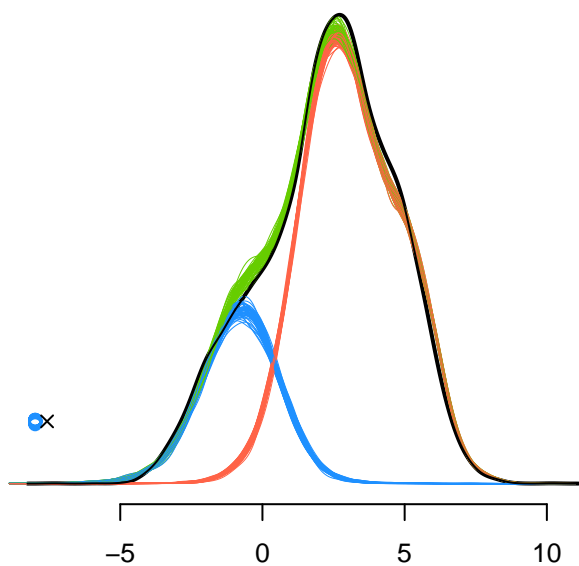

**dbip\_testes\_run1 Lib. 2**

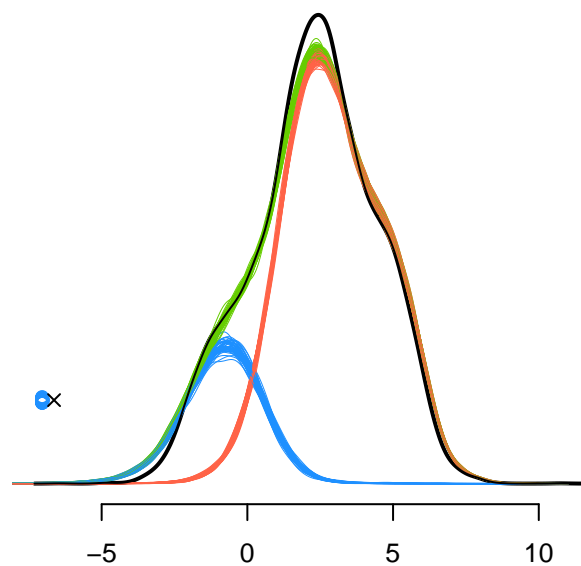

**dbip\_testes\_run1 Lib. 3**

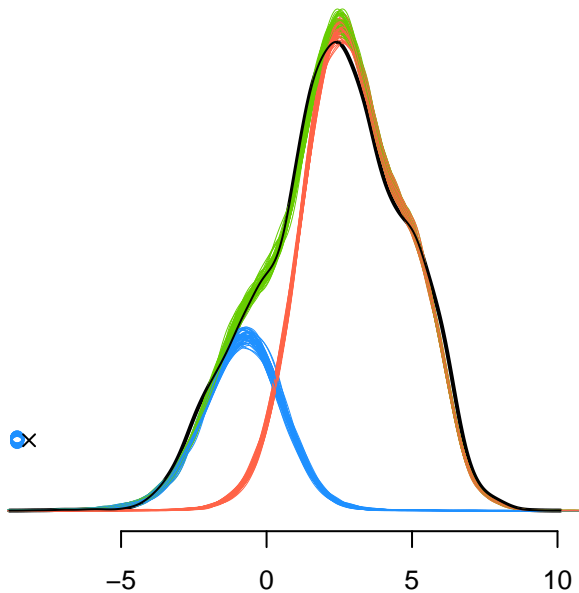

**dbip\_testes\_run1 Lib. 4**

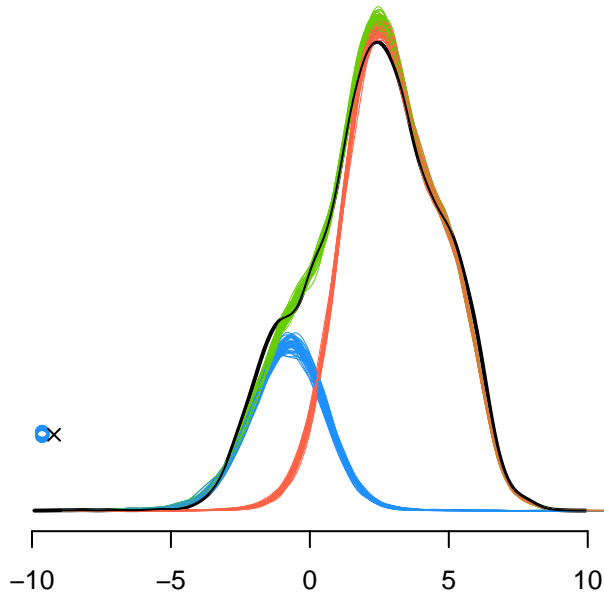

**dele\_testes\_run1 Lib. 1**

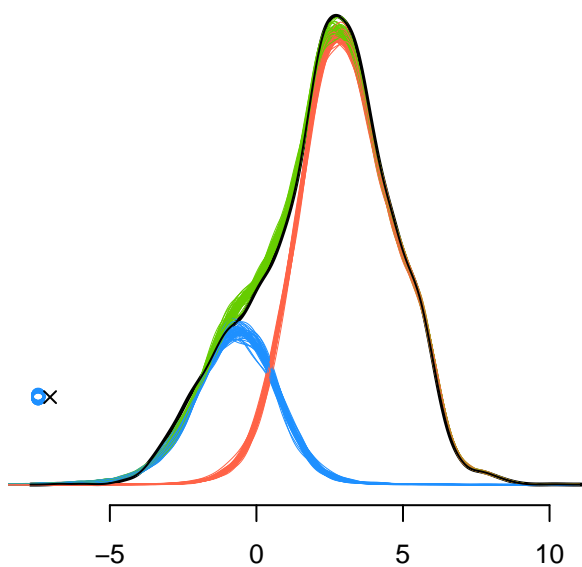

**dele\_testes\_run1 Lib. 2**

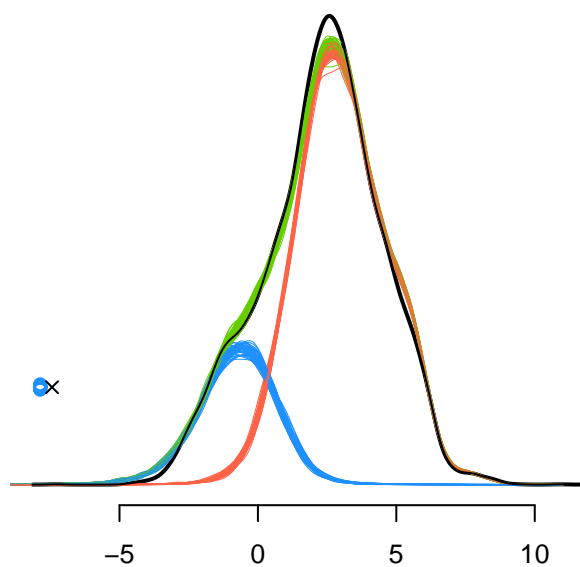

**dele\_testes\_run1 Lib. 3**

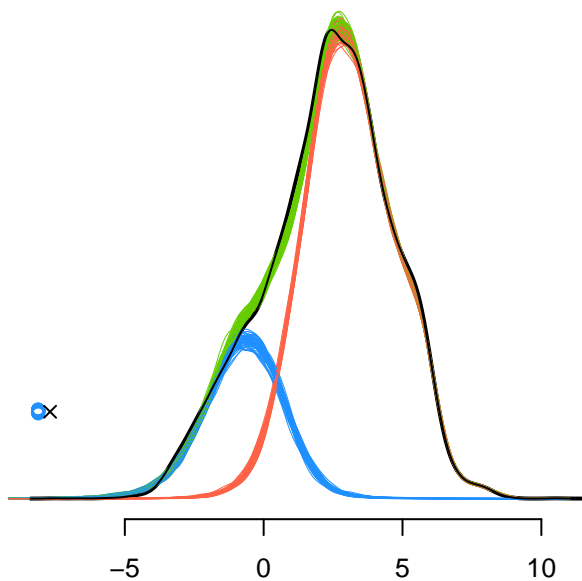

**dele\_testes\_run1 Lib. 4**

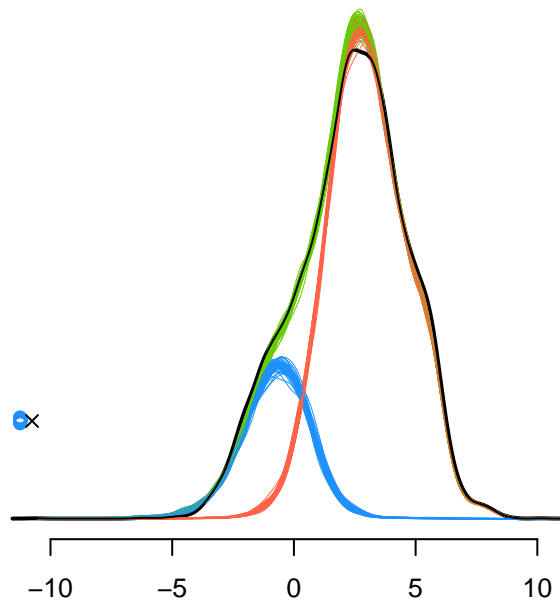

deug\_testes\_run1 Lib. 1

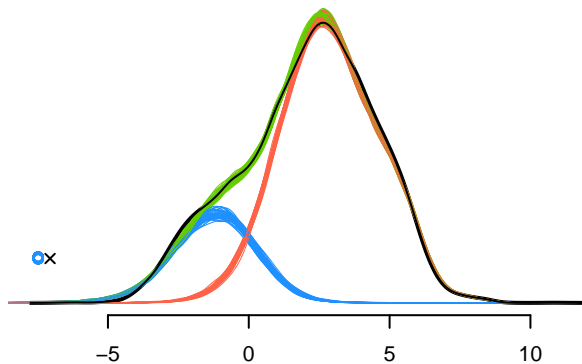

deug\_testes\_run1 Lib. 2

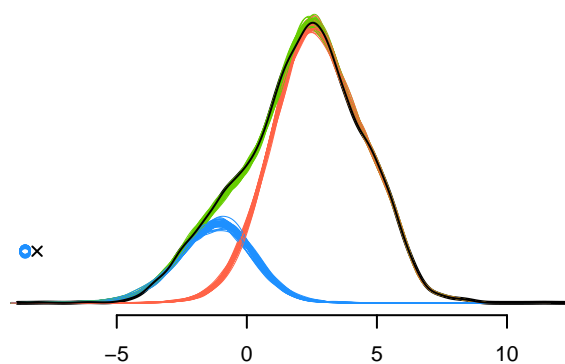

deug\_testes\_run1 Lib. 3

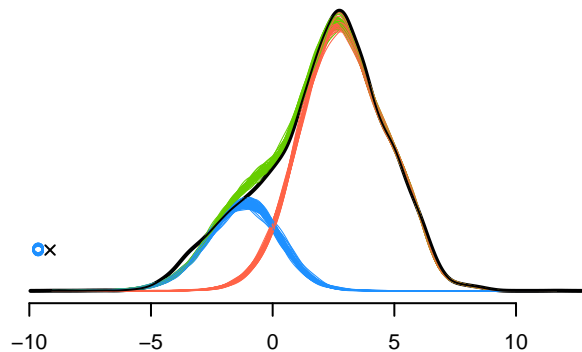

deug\_testes\_run1 Lib. 4

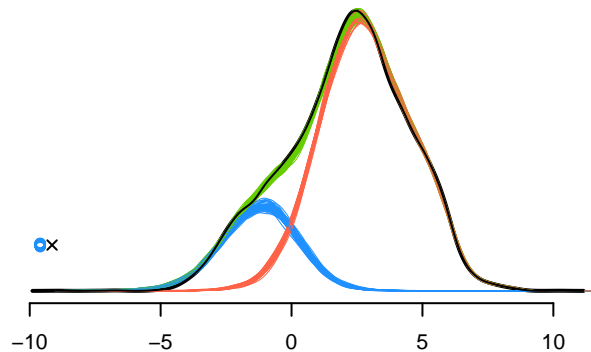

deug\_testes\_run1 Lib. 5

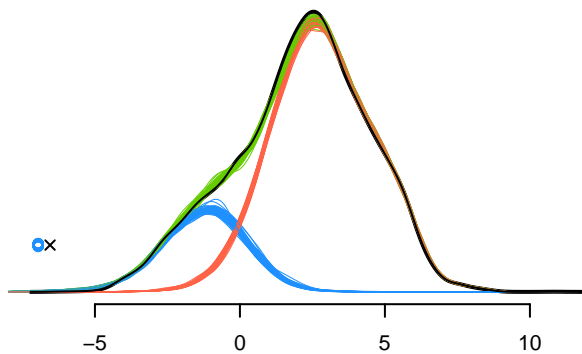

**dfic\_testes\_run1 Lib. 1**

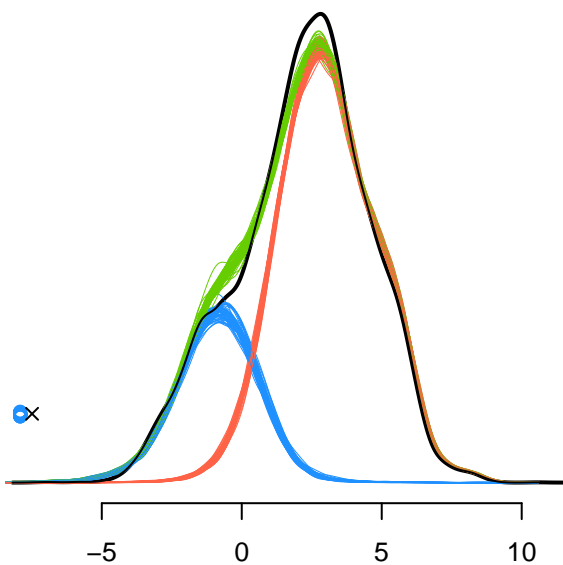

**dfic\_testes\_run1 Lib. 2**

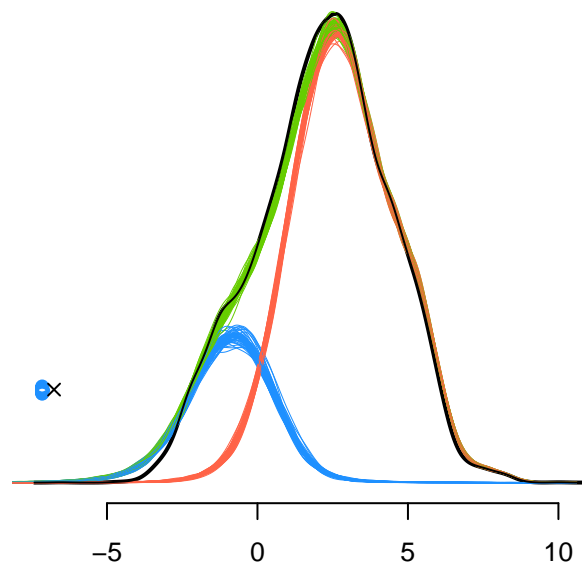

**dfic\_testes\_run1 Lib. 3**

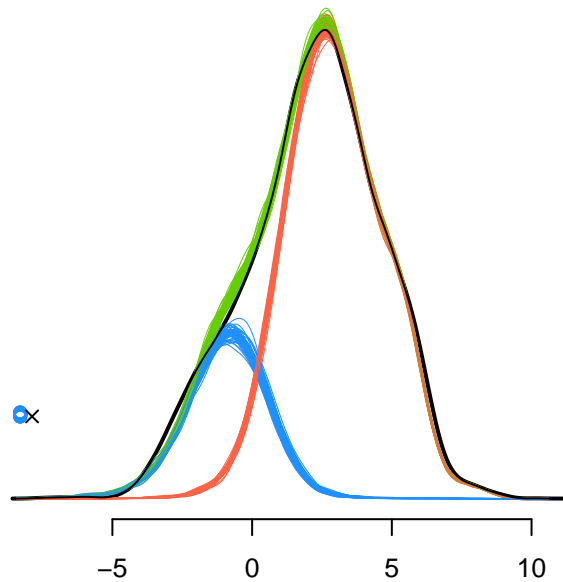

**dfic\_testes\_run1 Lib. 4**

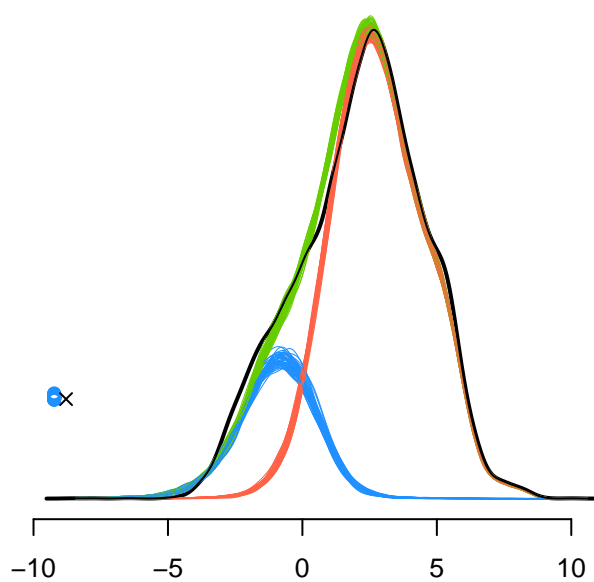

**dkik\_testes\_run1 Lib. 1**

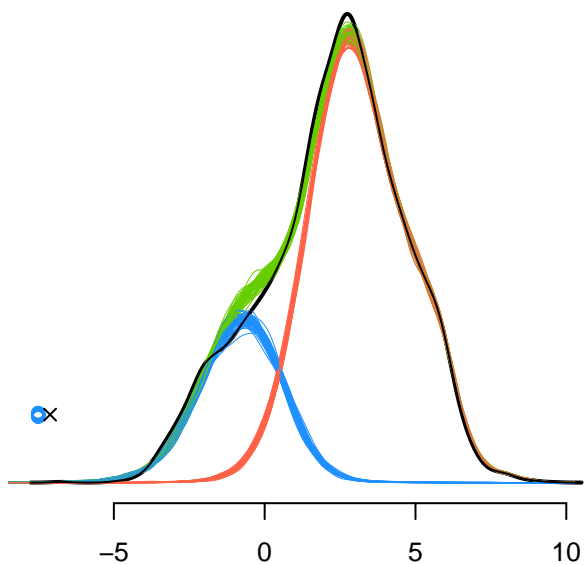

**dkik\_testes\_run1 Lib. 2**

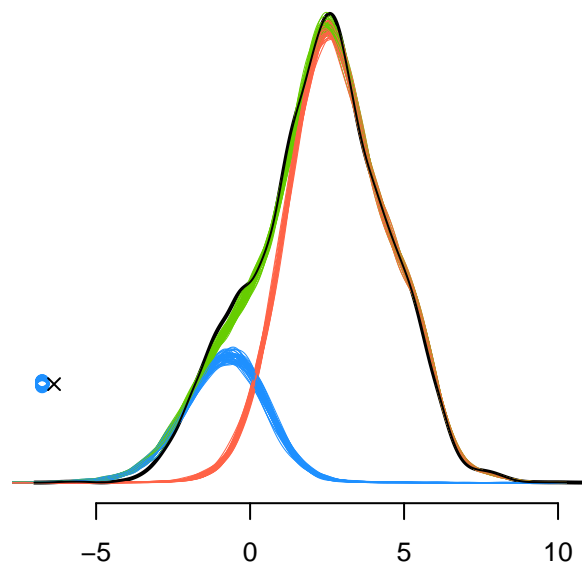

**dkik\_testes\_run1 Lib. 3**

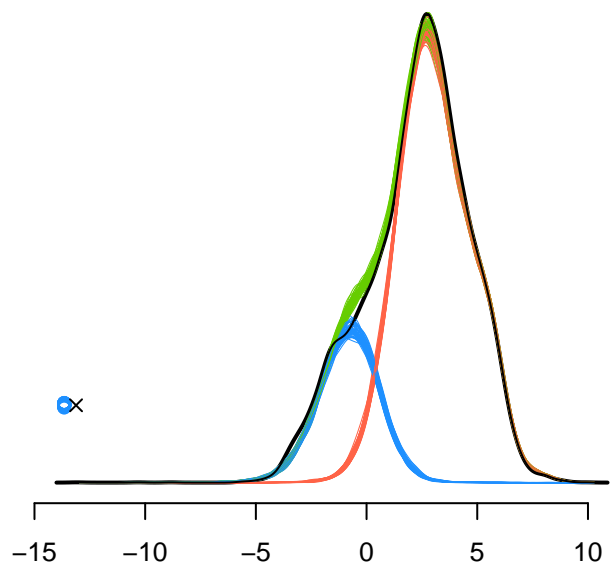

**dkik\_testes\_run1 Lib. 4**

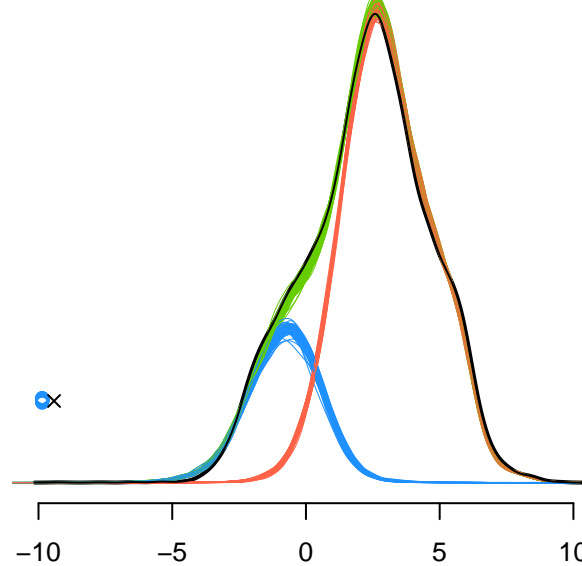

**dmel\_testes\_run1 Lib. 1**

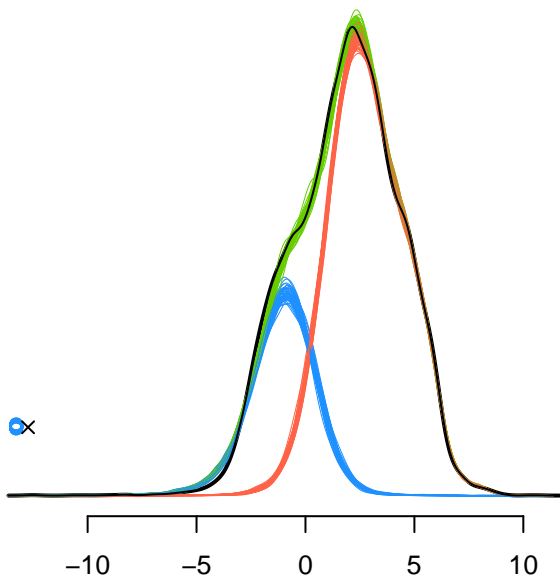

**dmel\_testes\_run1 Lib. 2**

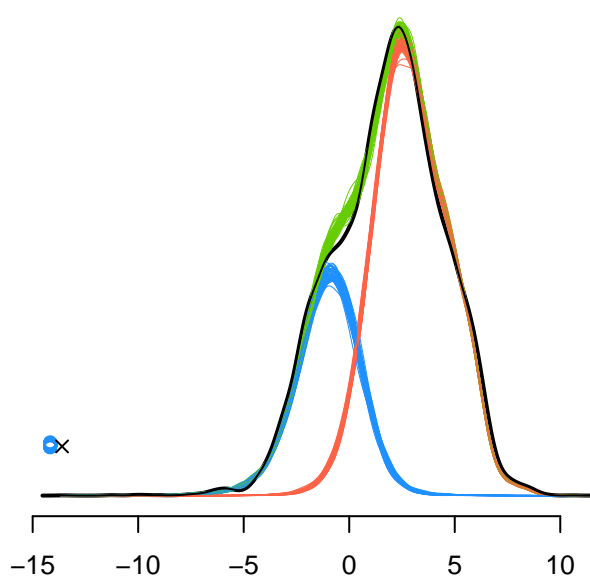

**dmel\_testes\_run1 Lib. 3**

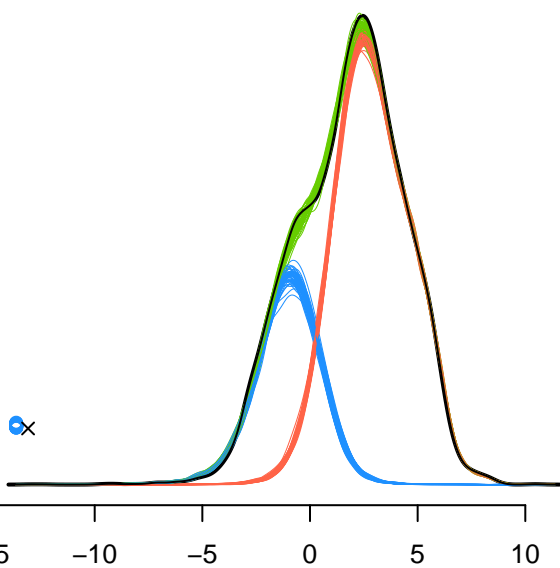

**dmel\_testes\_run1 Lib. 4**

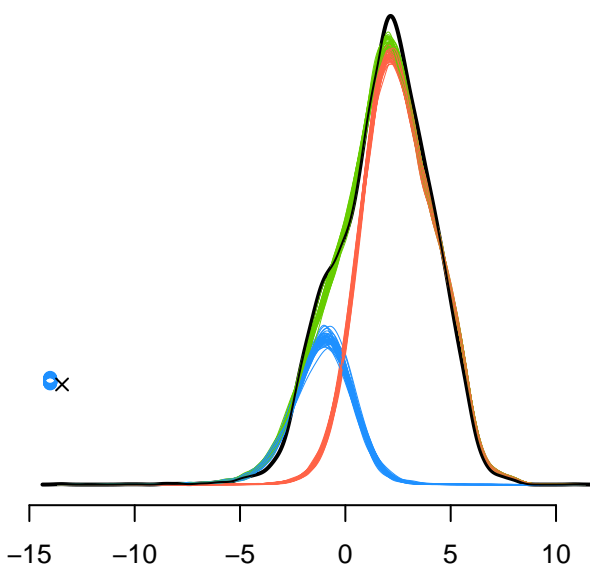

**dsim\_testes\_run1 Lib. 1**

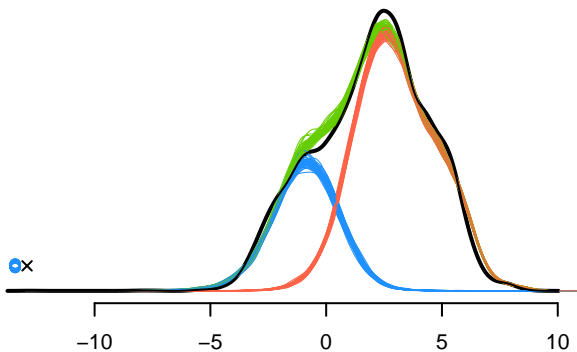

**dsim\_testes\_run1 Lib. 2**

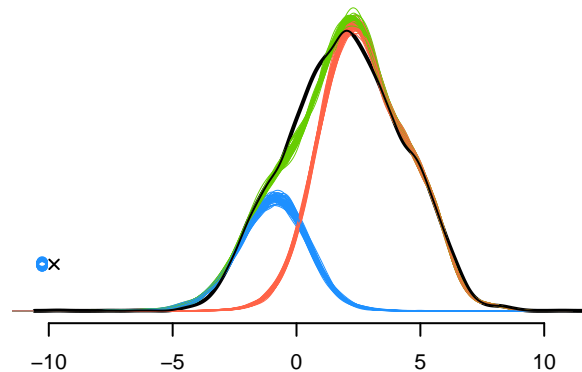

**dsim\_testes\_run1 Lib. 3**

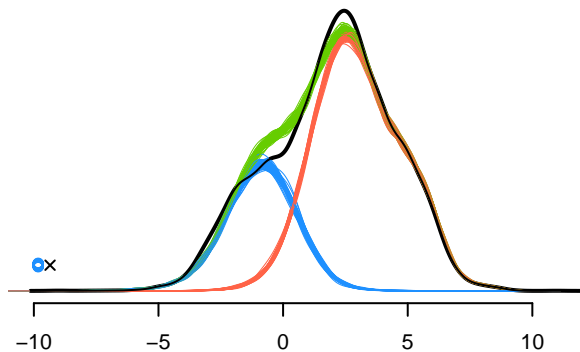

**dsim\_testes\_run1 Lib. 4**

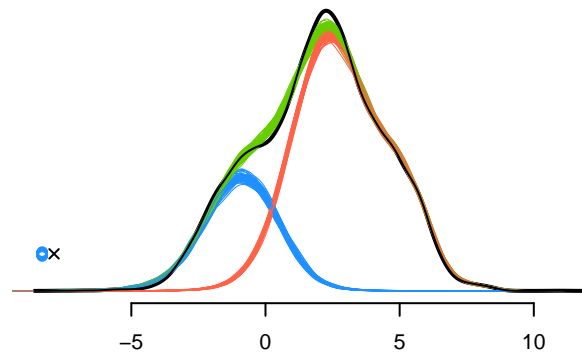

**dsim\_testes\_run1 Lib. 5**

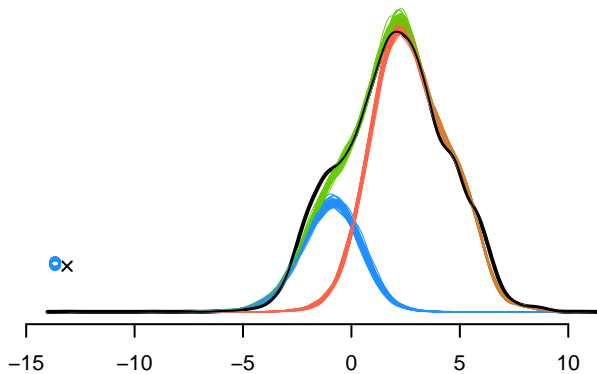

**dtak\_testes\_run1 Lib. 1**

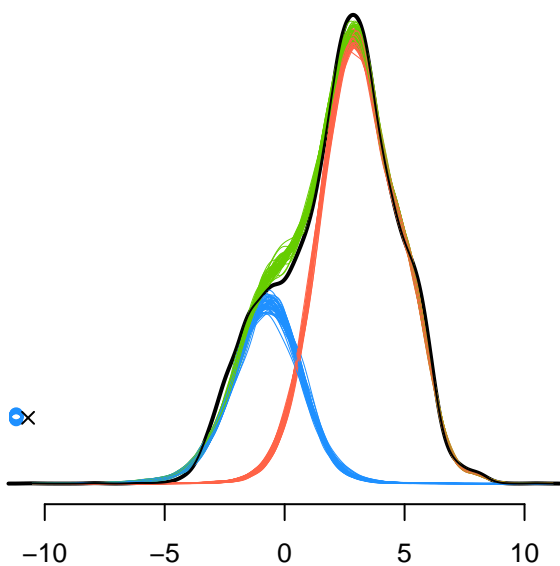

**dtak\_testes\_run1 Lib. 2**

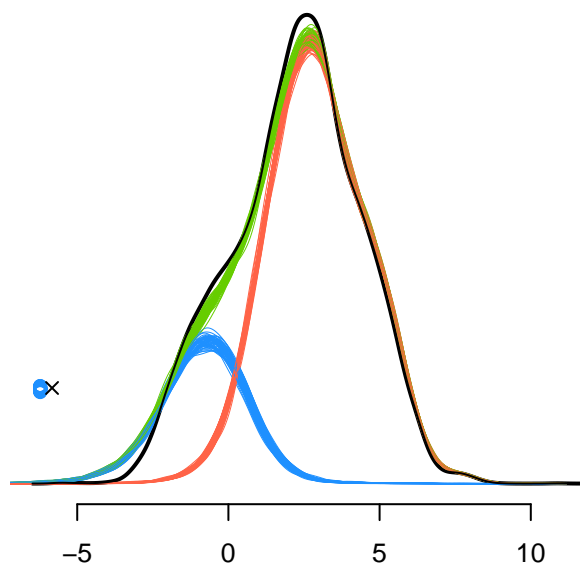

**dtak\_testes\_run1 Lib. 3**

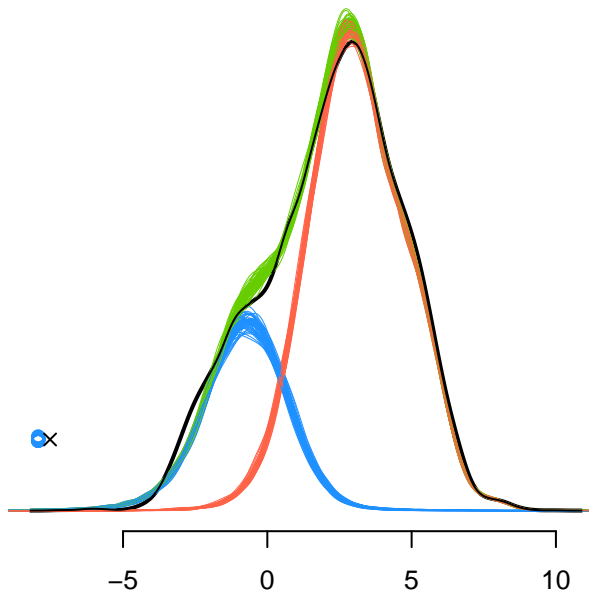

**dtak\_testes\_run1 Lib. 4**

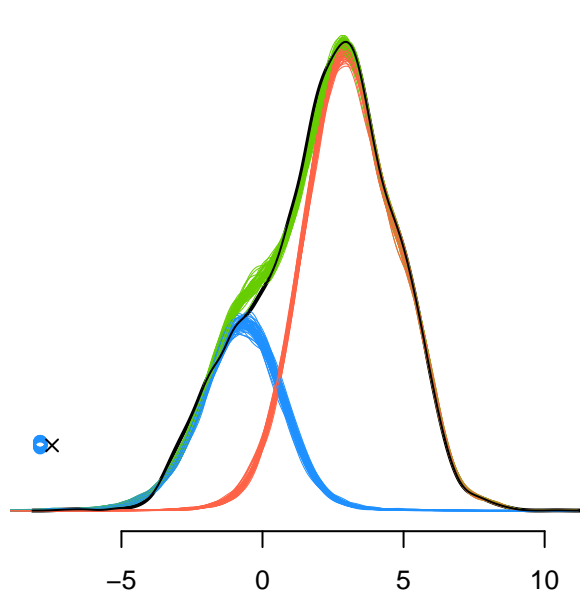

dyak\_testes\_run1 Lib. 1

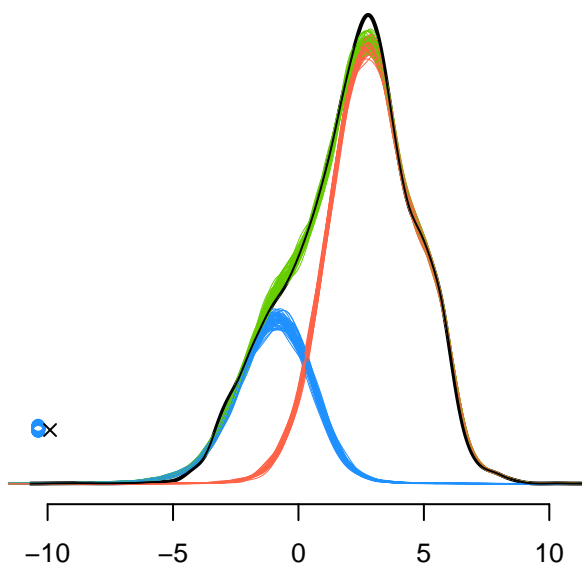

dyak\_testes\_run1 Lib. 2

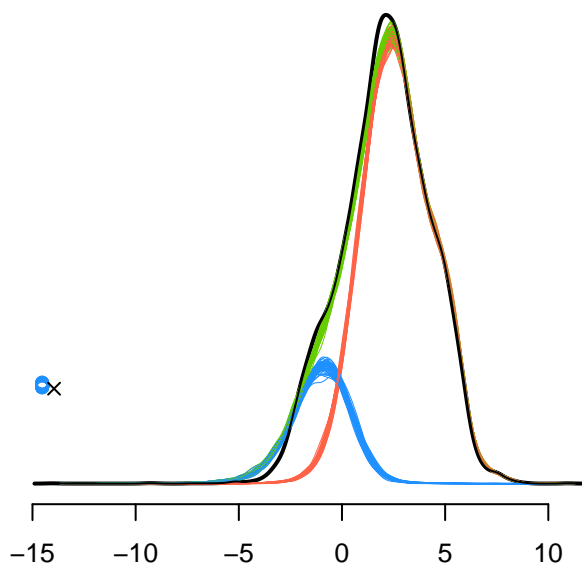

dyak\_testes\_run1 Lib. 3

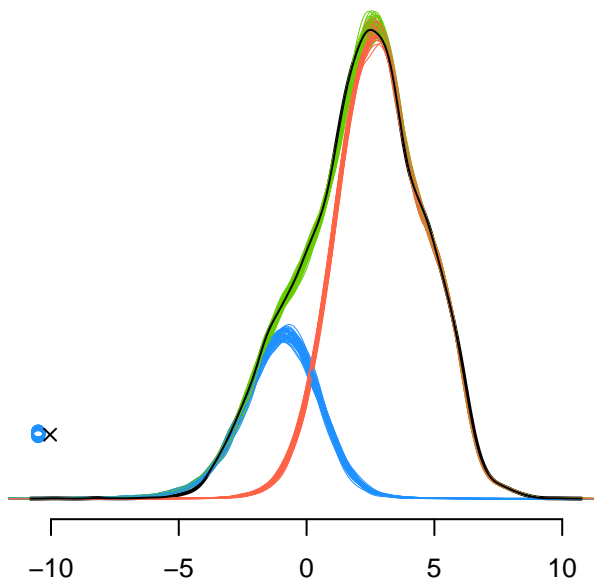

dyak\_testes\_run1 Lib. 4

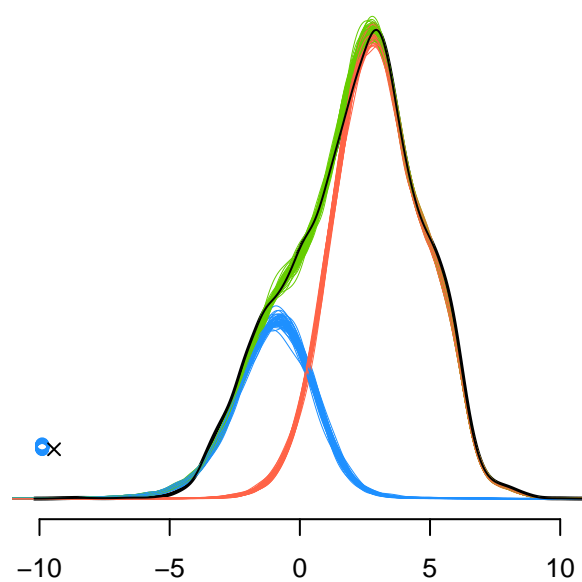

**dana\_testes\_run1, true expression (Y) distribution**

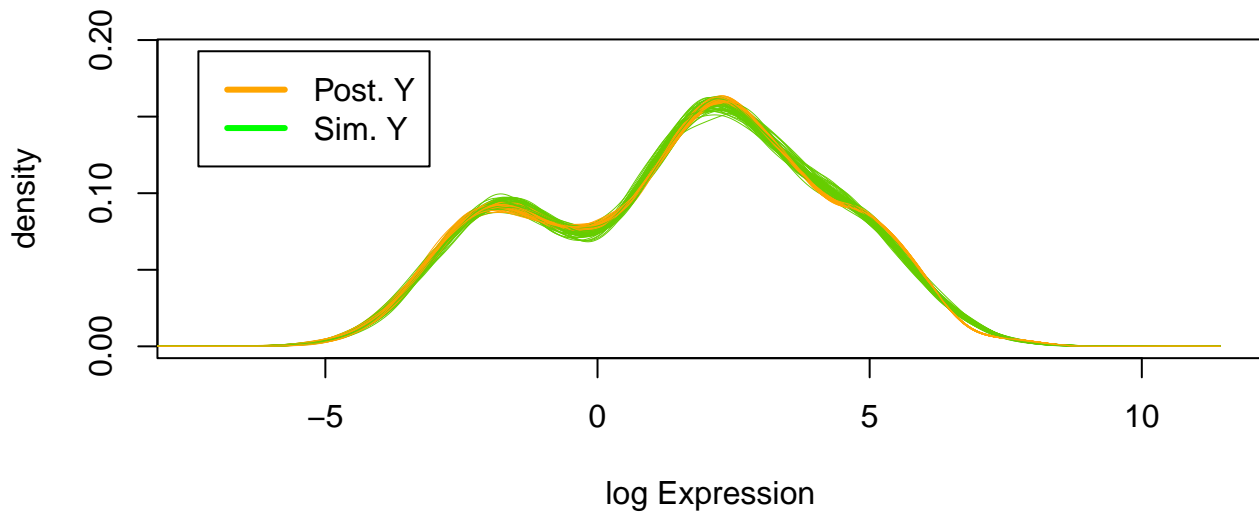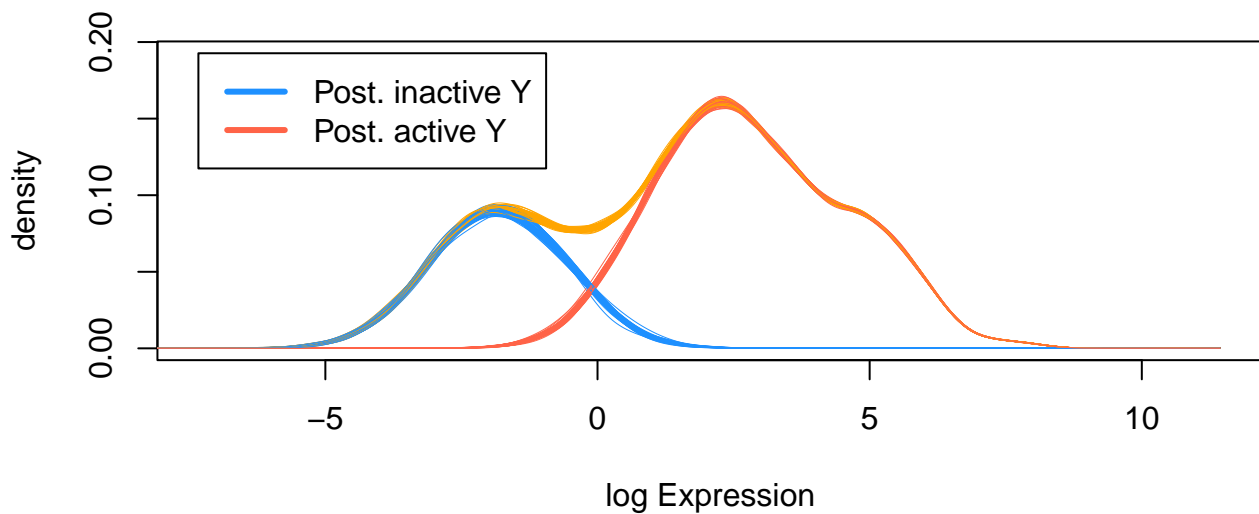

**dbia\_testes\_run1, true expression (Y) distribution**

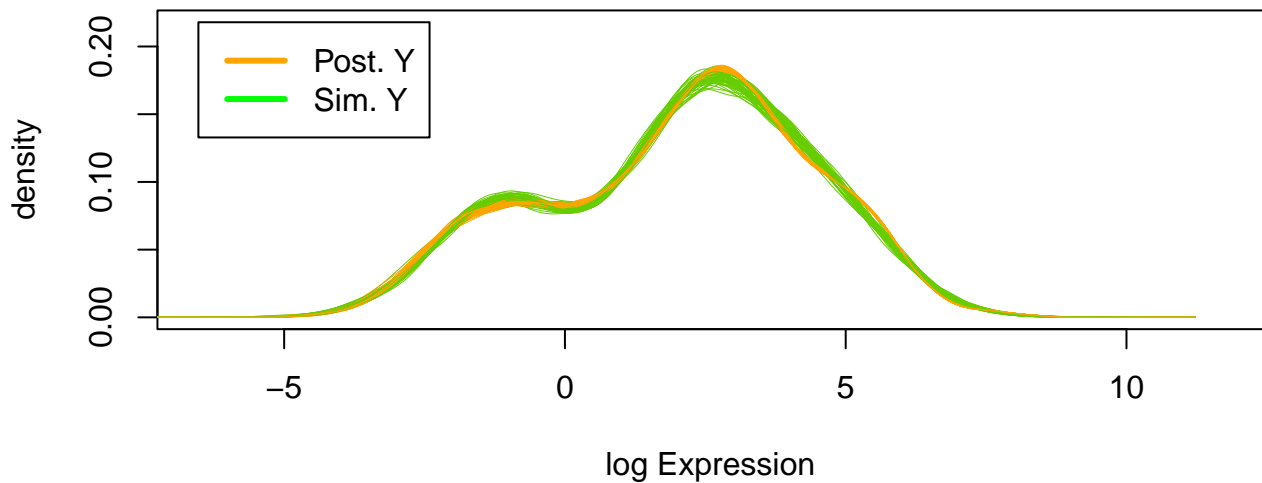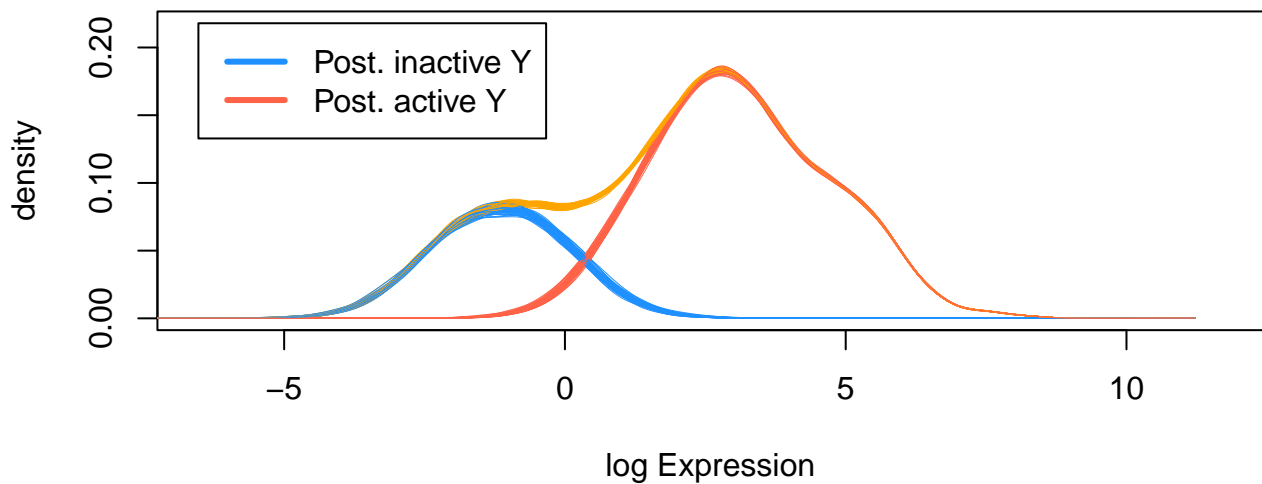

**dbip\_testes\_run1, true expression (Y) distribution**

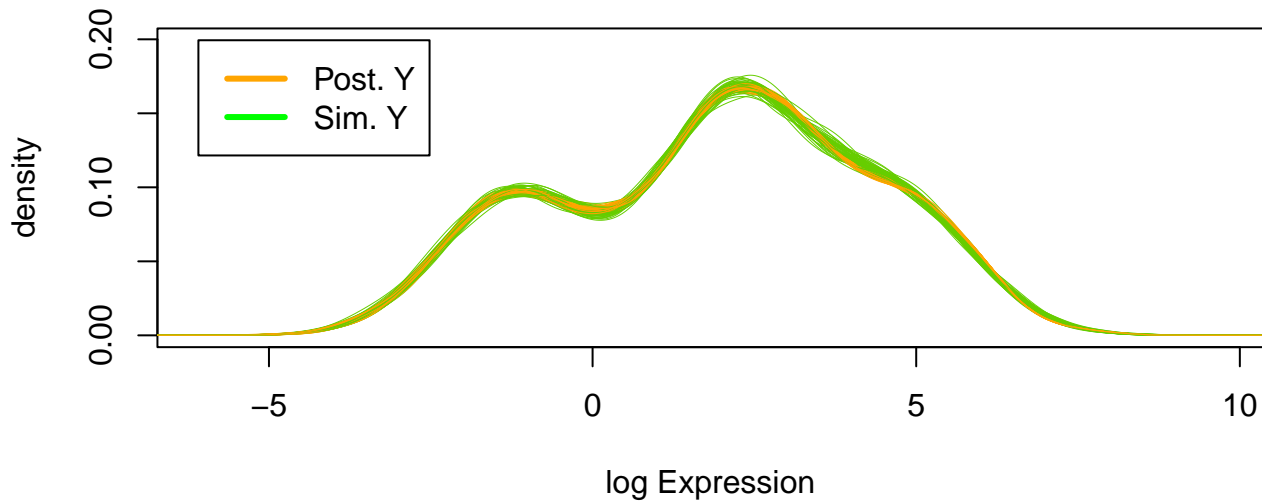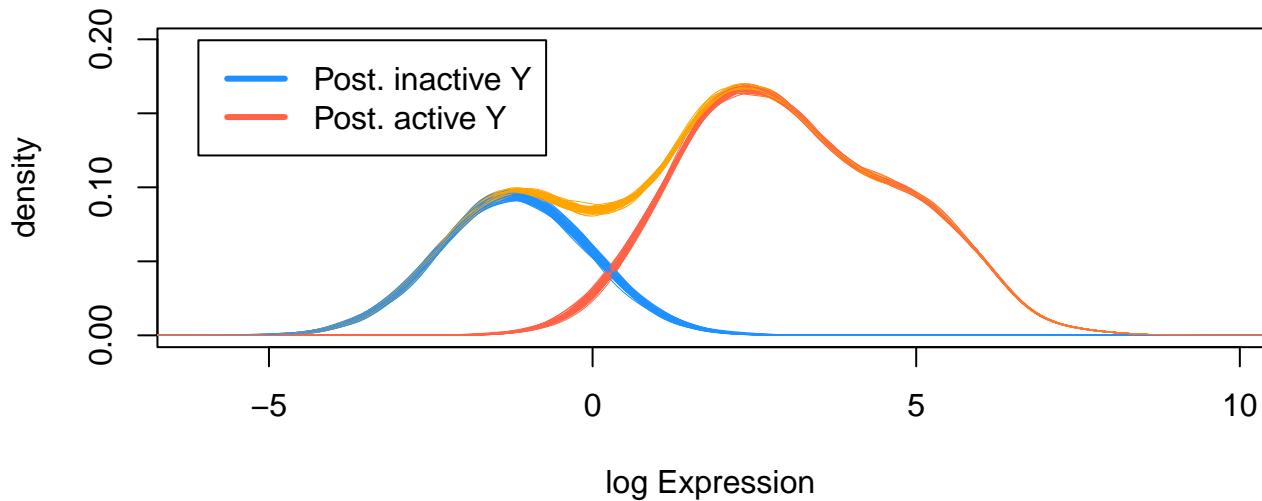

**dele\_testes\_run1, true expression (Y) distribution**

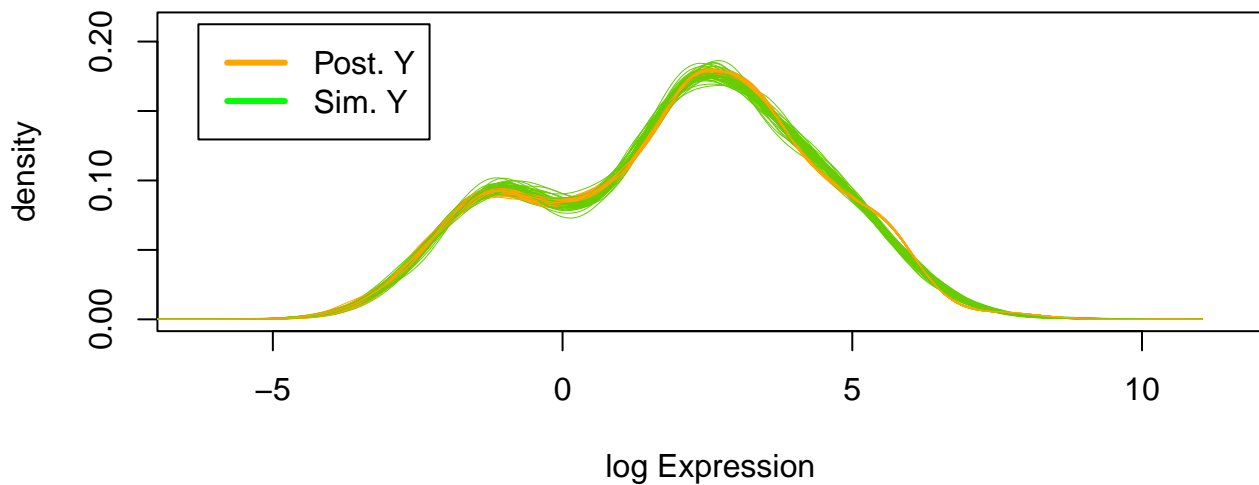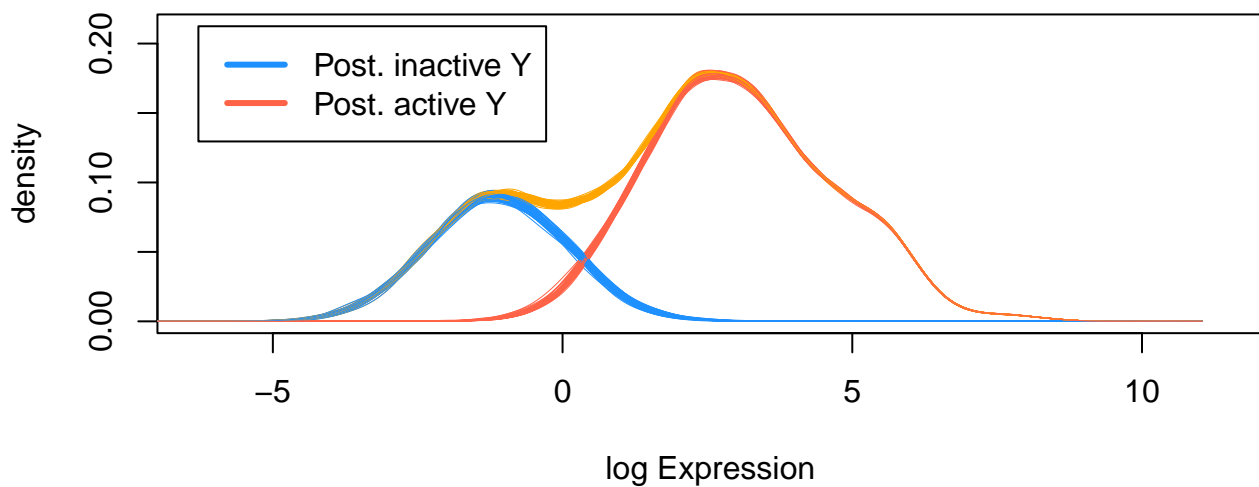

**deug\_testes\_run1, true expression (Y) distribution**

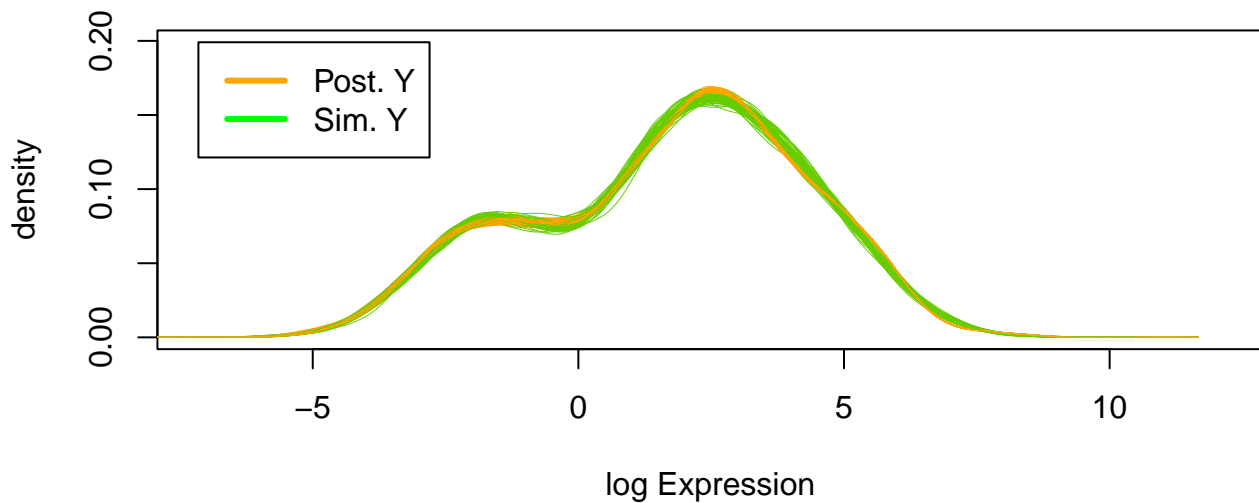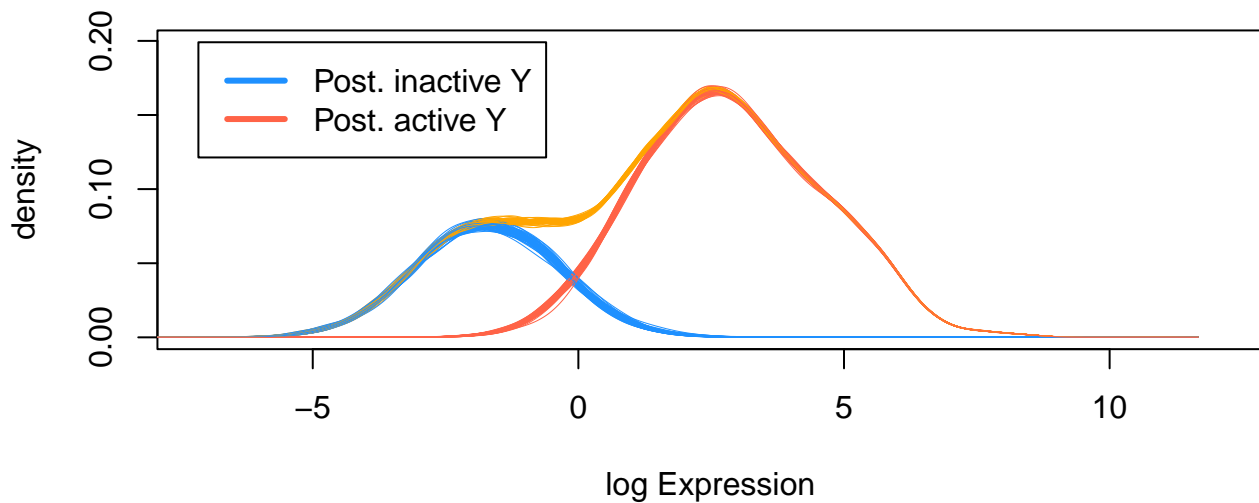

**dfic\_testes\_run1, true expression (Y) distribution**

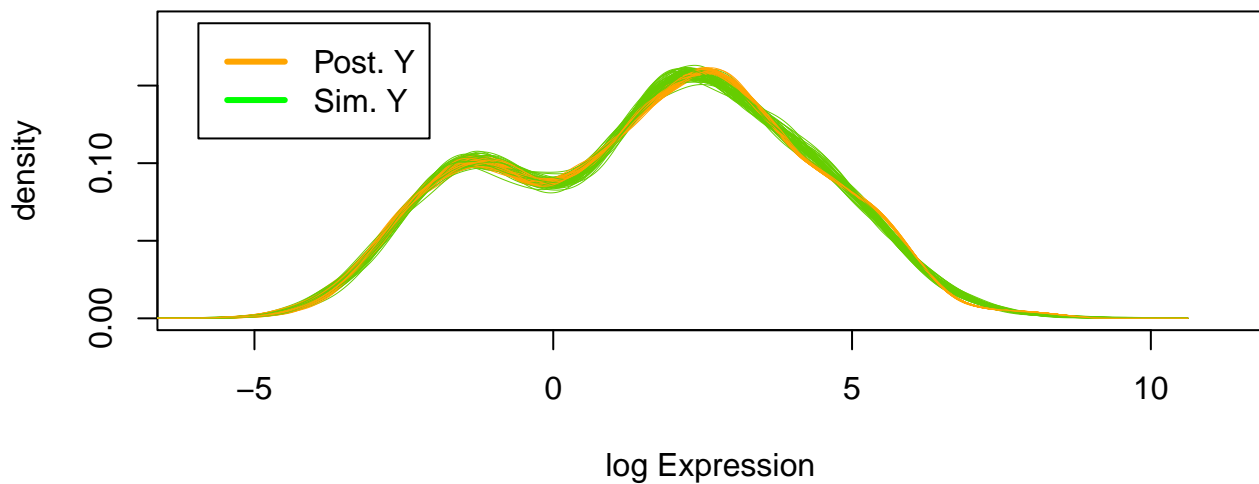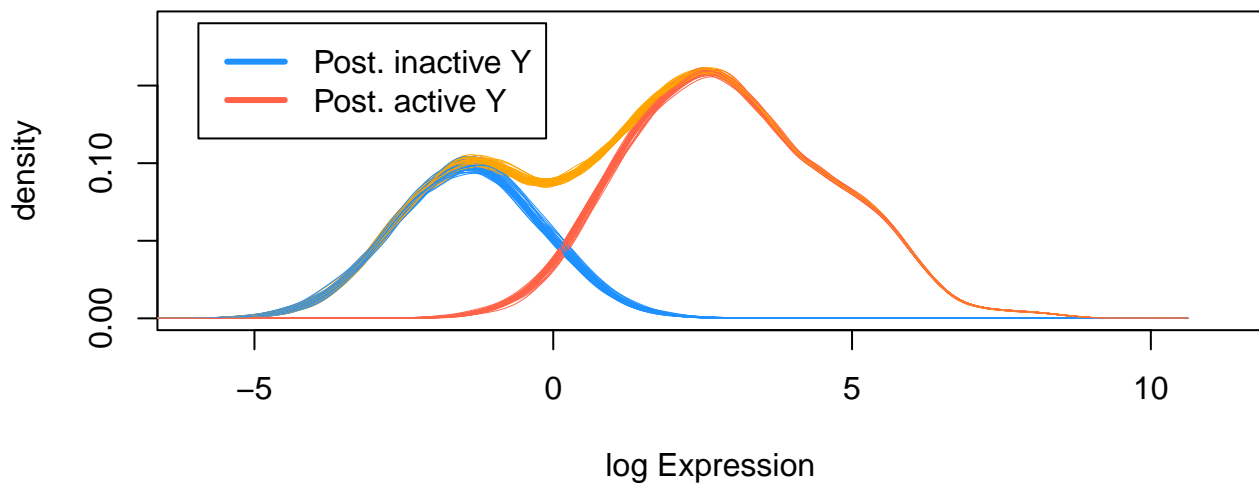

**dkik\_testes\_run1, true expression (Y) distribution**

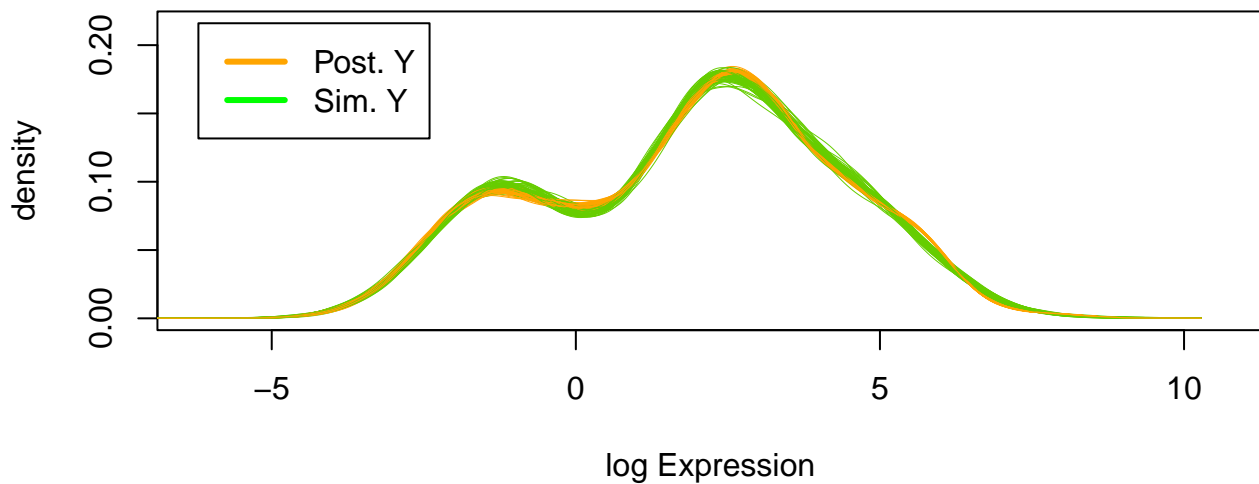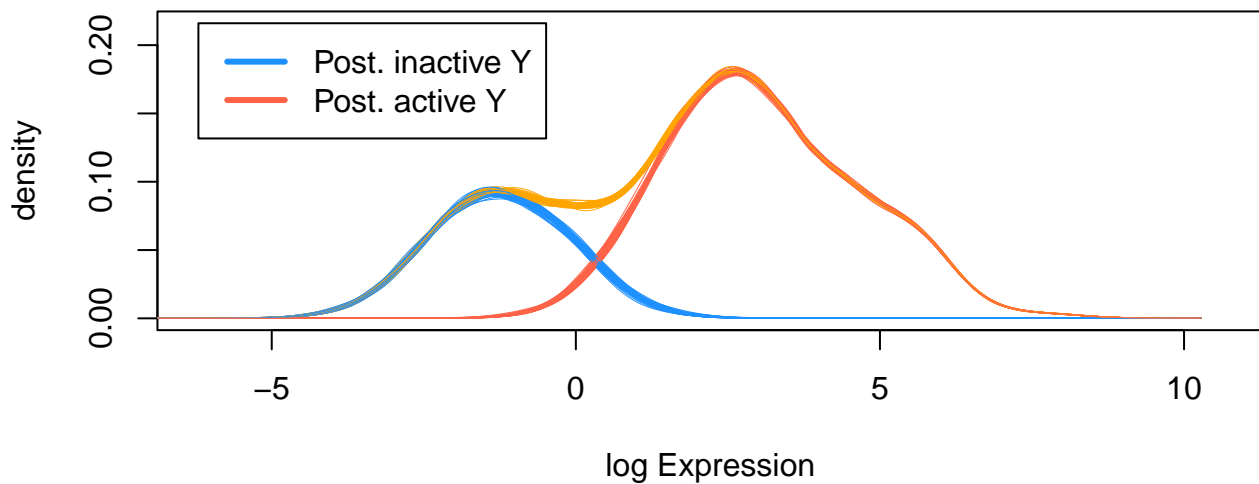

**dmel\_testes\_run1, true expression (Y) distribution**

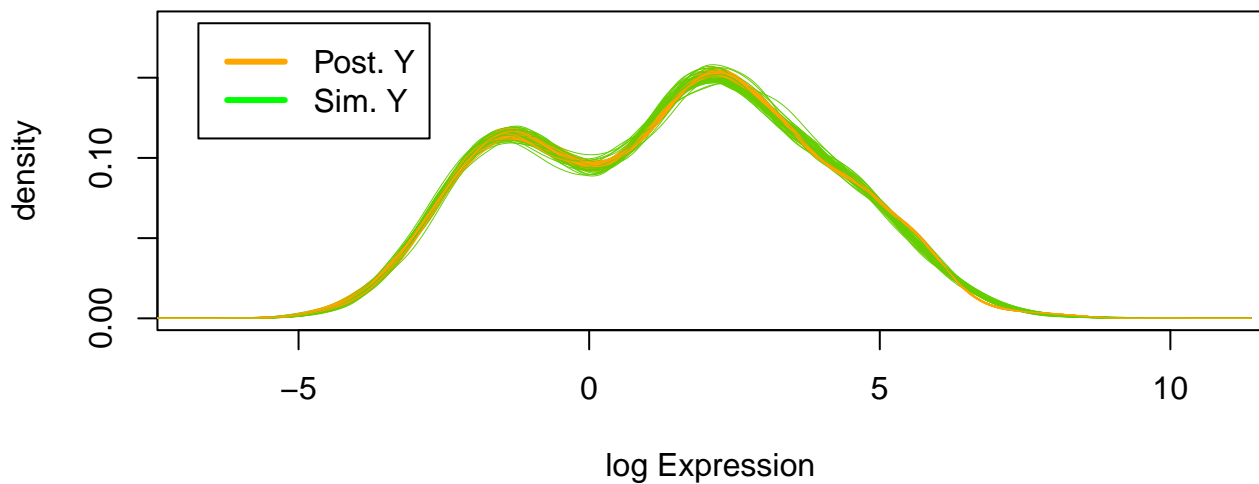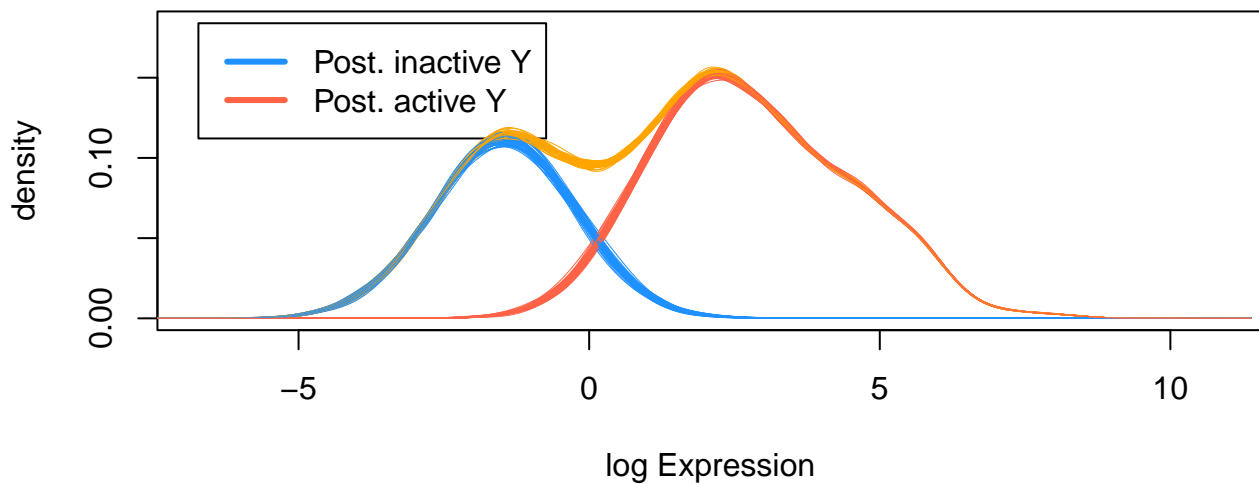

**dsim\_testes\_run1, true expression (Y) distribution**

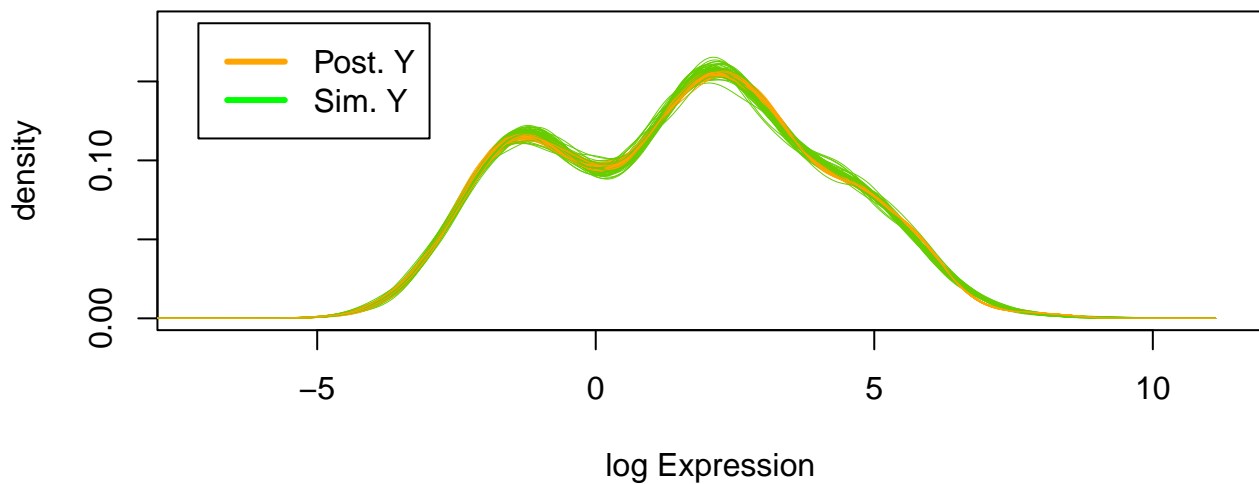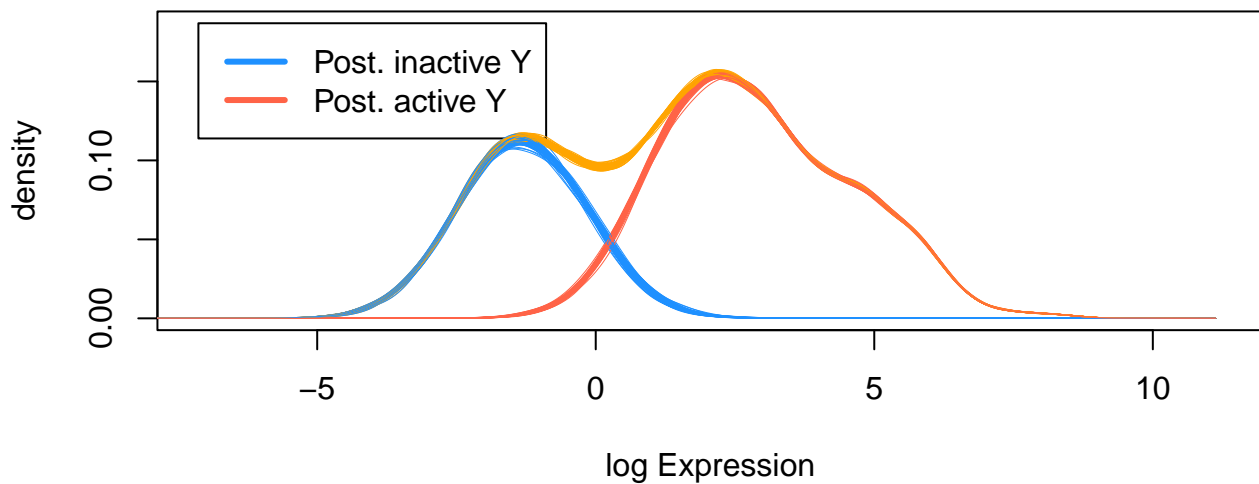

**dtak\_testes\_run1, true expression (Y) distribution**

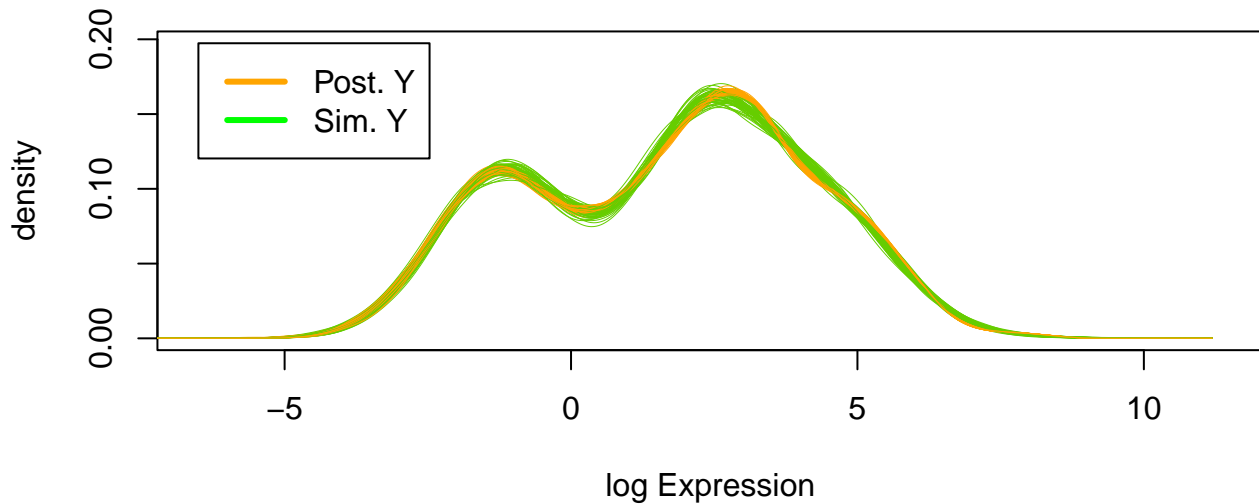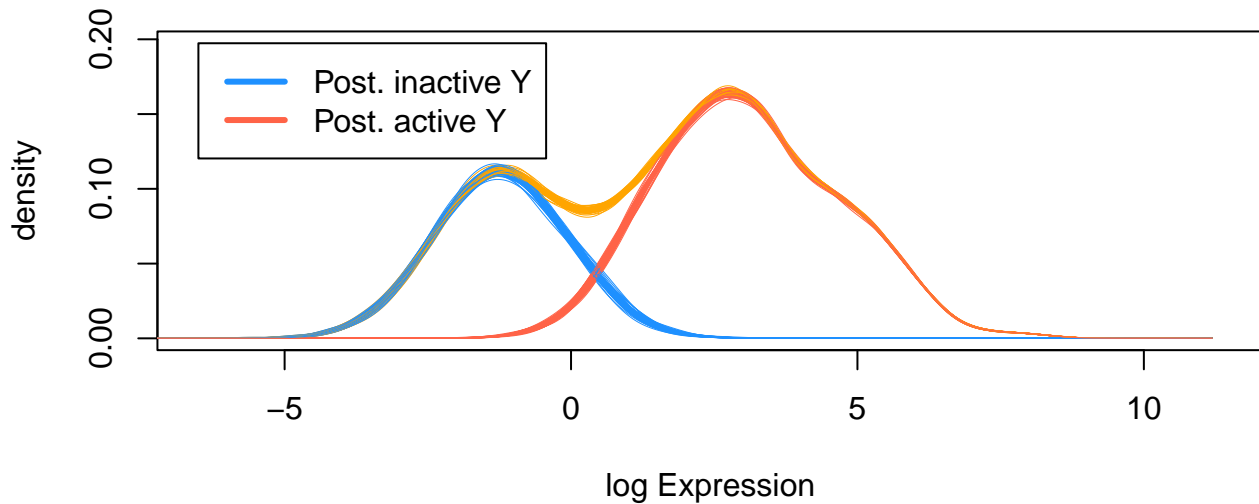

**dyak\_testes\_run1, true expression (Y) distribution**

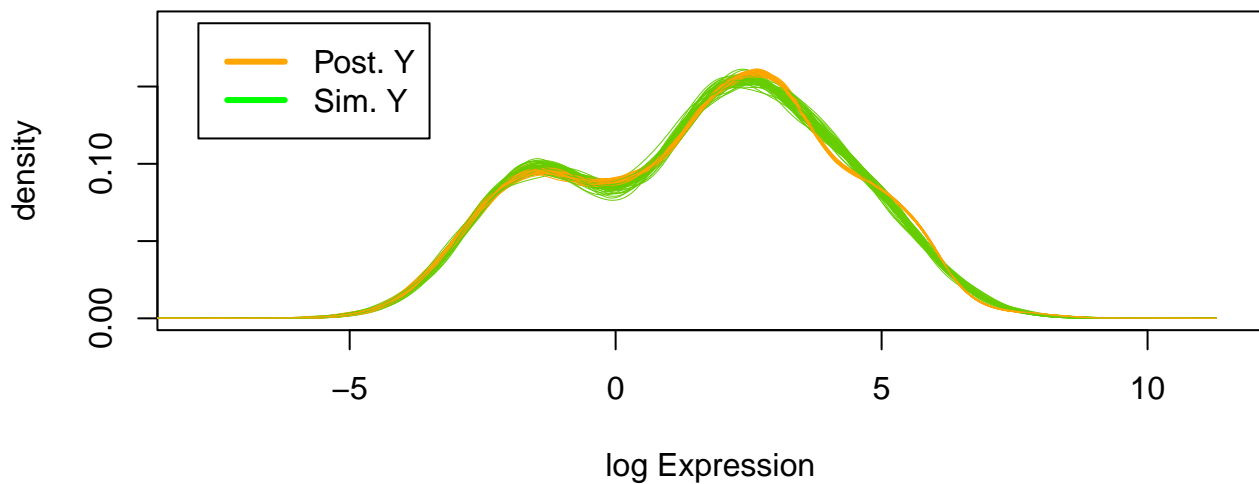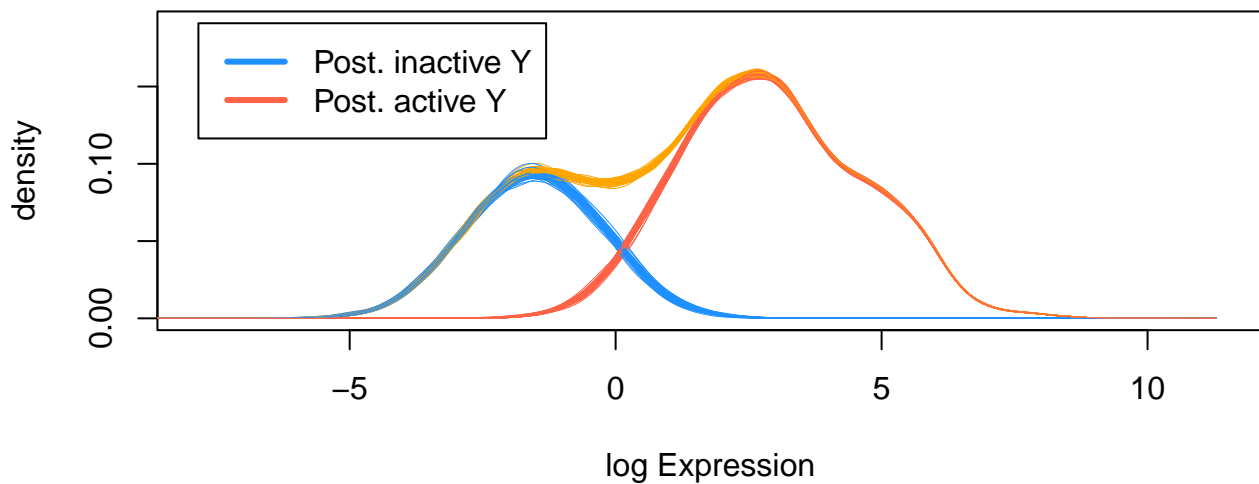

**Supplement:** msaf106_Supplementary_Data

How the deposited data were processed for this re-analysis (not part of the article)

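RNA from accessory glands (AGs) and testes of 11 Drosophila species was sequenced in 176 runs, which belong to 93 libraries, 47 from the AG and 46 from the testis. Runs of one library were counted as 1 replicate, as the authors' tables have 1 column per library. The deposited tables, 22 in number, hold the authors' TPM for each gene, which is read here as a signal because the totals per library range from 662182 to 1959870 and are not 1000000. The authors made directional libraries from poly(A)-selected RNA, aligned the paired reads to each species' genome with STAR and estimated the abundance of annotated transcripts with StringTie. How transcripts were summed to genes, and what the totals are relative to, was not found in the paper's text. Every per-sample column was used (0 were left out). No read counts were used, so there is no count model, and the read depth is the one listed by the paper.

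Strain, platform, dissector and read depth of each library came from the sample labels and the paper's supplementary table, with dissectors coded by letter. Libraries were grouped by species, organ and strain, and 17 tables had 4 libraries and 5 had 5. Protein-coding genes of D. melanogaster (13764 of 17727) and their chromosomes came from a BDGP6 annotation, the assembly of release 6 to which the authors aligned. In the other species every listed gene was used, and neither chromosomes nor orthologs were assigned.

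The paper's software, zigzag, was not run. Its model was approximated by a mixture on the natural log of the mean TPM over libraries, with a point mass at 0, 1 inactive component with a mean below 0, and 2 (AG) or 3 (testis) active components with means above 1, 4 and 6 and the priors of Table 4, fitted by maximum a posteriori expectation-maximization to values rounded to 2 decimals. In the testis the third active component took no weight and the first held at least 99.93% of the active genes, so that fit has in effect 1 active component. From the fit came the share of active genes, the share of transcripts from inactive genes (Equation 2), the TPM at P = 0.5, shared and exclusive genes at P above 0.9 and below 0.1, and genes whose P changed by more than 0.25 when 1 library was left out. Organs were compared over 11 species, strains over 17 tables and single D. melanogaster libraries over 4 per organ, by two-sided exact sign-flip or permutation tests with a threshold of 0.05. The species share ancestry and are not fully independent. Named genes were those the paper plots by name, the 3 protein-coding genes of highest mean TPM per organ of D. melanogaster, and marker genes from lists written before the tests. Of 12 genes plotted by name 11 were found, and they were tested on log2(TPM + 1) with Benjamini-Hochberg adjustment.

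The fit was tested on simulated data for 13764 genes. With 1 noiseless level per gene it returned 55.3% active genes in the simulated AG and 71.6% in the simulated testis, where the true shares were 55% and 72%. With the mean of 4 noisy libraries it returned 79.3% and 81.4%. A model of each library separately, with its own noise and dropout rate, returned 55.9% and 72.2%. The simulated values were drawn from that same model with settings picked after it had been fitted to the real data, so this shows recovery under its own assumptions and not that the real libraries follow them.

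The fit to the mean was set as the main setting before the data were examined and was kept, with 18 alternatives for the states set at the same time. They cover the pseudocount, the median over libraries, the number and variance of components, filters on genes, hard thresholds of 1 and 2 TPM, single strains, libraries without the HiSeq 2500 and single replicates left out. Another 2 were chosen after seeing the data: rescaling each library to 1000000 after seeing the totals, and modelling libraries separately after seeing that the values of the main setting lay outside the ranges the paper states. The second was run once with no tuning. Lists of marker genes for testis germline, accessory gland secretion, ejaculatory duct and bulb, muscle, fat body and neuron were compared with 10000 random lists of genes of like level. Computations used Python 3.11, numpy 2.4, pandas 2.3 and scipy 1.17. The evolutionary rates, gains and losses along the phylogeny and functional enrichments of the paper were not analysed here.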

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

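The tests of the HiSeq 2500, of platform or dissector following strain, of genes splitting both organs, of testis RNA in AGs of one strain and of testis RNA against the share of active genes were chosen only after the results were seen; the other tests in this part were set out before their results were known.

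In D. ananassae, 1 AG library of the reference strain had 57.5% active genes when fitted alone, and the other 3 had 64.3% to 65.4%. In D. biarmipes, 1 AG library had 64.1% and the other 4 had 51.4% to 54.1%. Each lies further from its group than a test for a single outlying value allows. Of 77 groups tested in this way 4 had such a value, and chance gives about 1 in 20. The library of D. biarmipes was a HiSeq 2500 library, and that of D. ananassae a HiSeq 3000 library. Across 21 species and organs, HiSeq 2500 libraries differed from the others by -0.37 percentage points (exact sign-flip permutation test, p = 0.789), with differences in both directions. Platform, dissector and depth go together in these libraries and cannot be told apart. Among the 70 libraries of the other platforms, the deviation in share from the mean of its group had a Pearson's r of 0.0400 with that of log2 depth (permutation p = 0.792, adjusted 0.792) and a Spearman's rho of 0.0757 (p = 0.553, adjusted 0.792). Without the 2 libraries of most extreme depth r was 0.0990. The differences of HiSeq 2500 libraries in the AG run from -14.2 percentage points in D. yakuba to 11.34 in D. biarmipes, so the mean near 0 sets no limit on an effect of platform, which stays open, as does depth. Both outlying libraries also stand apart in the 100 genes highest in the testis: their median was 0.950% of the testis level in that of D. biarmipes and 0.0772% to 0.200% in the others, and 0.262% in that of D. ananassae and 1.19% to 1.44% in the others. Over the 47 AG libraries, the deviation in share had a Pearson's r of 0.761 with that of log2 of this percentage (permutation within species, p = 1e-05, the smallest that the permutations allow, above 0 in 11 of 11 species) and a Spearman's rho of 0.820. Without these 2 species r was 0.748, and without HiSeq 2500 libraries 0.758. Testis RNA in the AG samples may therefore account for part of the spread in share between AG libraries. A library in which all genes of low level are higher would give a correlation too, which was not separated. No biological explanation was tested, as the design names no difference between replicates of one strain.

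In the AG of D. melanogaster, Mks1 was at 0.170 TPM in 1 reference library and between 0 and 0.0289 TPM in the other 3. In the testis, Obp47b was at 0.212 TPM in 1 reference library and between 0 and 0.00374 TPM in the other 3. All these levels are low and rest on unknown numbers of reads. Mks1 had 5.85 TPM in the testis, and the same AG library had the highest median of testis germline genes, 49.6 TPM. The other reference library had 32.65 TPM of these but Mks1 at 0.0289 TPM, near the 0.0239 TPM of a non-reference library with 0.439 TPM of them. The remaining non-reference library was lowest in both, with Mks1 at 0 TPM and 0.104 TPM of the germline genes. Mks1 thus has the same order across these libraries as the germline genes, but not the same proportions. At levels this low the values decide neither for nor against testis germline RNA as its source. For Obp47b no explanation was tested.

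Splits of 4 libraries by strain exceeded the mean of the other pairings by 210.6 genes on average in 17 combinations of species and organ, in data the paper does not compare between strains. Batch does not account for the whole excess, since it was 161.8 genes in the 10 combinations whose strains shared a platform and a dissector (10 of 10, exact sign-flip test, p = 0.00195). Against the larger of the other pairings it was above 0 in 9 of these 10. In the testis of D. takahashii and of D. yakuba, among these 10, no library had both the platform and the dissector of a library of the other strain. Batch is therefore not set apart from strain there, and in the rest of the 10 the excess was 44 to 281.5 genes. In the AG of D. ficusphila, 135 genes split by strain, against 143 for the pairing that joins libraries of one platform and dissector, so a split that follows batch is as large as that by strain there. Handling of single libraries does not either. Over 7 species, genes that split both organs did so in the same direction 104 times and in opposite directions 2 times, where the genes splitting each organ would give 12.4 and 9.61 if the organs were independent. The difference exceeded the expected one by a mean of 14.18 genes per species (7 of 7, exact sign-flip test, p = 0.0156, the smallest that 7 species allow). With the TPM at P = 0.5 from libraries modelled separately, an alternative chosen after seeing the data, the numbers were 63 and 5, and the mean 7.95 (6 of 7, p = 0.0312 in the same exact test). In D. melanogaster, with 3 in the same and 1 in the opposite direction where 3.42 and 2.38 are expected, there is next to no excess. More genes were higher in the reference strain than in the other, by a mean of 108.7 genes (16 of 17, exact sign-flip test, p = 7.63e-05), by 68.4 without the AG of D. melanogaster (15 of 16, p = 0.000153 in the same exact test), and in the testis alone by 42.8 (9 of 9, p = 0.00391). Reads of the non-reference strain lost against the reference genome could produce that direction, and gene loss in that strain would as well.
Testis RNA in AG samples of one strain was tested in 8 species. Genes splitting AGs by strain had at least 10 times their AG level in the testis less often than other genes of like level, by -3.07 percentage points on average (exact sign-flip test, p = 0.859), but the species divide. The share was 93.6% against 25.3% of other genes in D. melanogaster and 77.8% against 39.6% in D. elegans, and it was no higher than in other genes in the remaining 6. Testis RNA may therefore account for much of the 791 and 509 genes in those 2 species. In both, the strains share no platform and no dissector in the AG. A difference in expression between populations stays open in every species, and was not separated from sequence differences.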

How the results depend on the processing

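Modelling libraries separately and rescaling each library to 1000000 were chosen after seeing the data, and the other alternatives before the data were examined. For the results fixed in the design, 170 alternatives kept the direction and, where a test was run, the side of the threshold. Another 16 reversed the direction, 12 moved a result past its threshold, 3 no longer passed it and 6 moved a count. The comparisons of X and autosomes had no test under the alternatives and were judged by direction alone. Unless a construction is named, the cause was not tested.

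The share of active genes was higher in the testis under every alternative, by 0.280 to 18.1 percentage points, but the difference no longer passed its test with an own variance for the inactive component (0.280, exact sign-flip test, p = 0.897) and with only genes above 0 TPM in every library (0.900, p = 0.597 in the same exact test). The paper regards an own variance as open to unrealistic fits, and every result under it carries that limit. The share of transcripts from inactive genes, testis minus AG, reversed to -0.0555 percentage points with the mean of ln(TPM + 0.01), -0.436 with ln(TPM + 0.1), -0.0115 with only genes above 0 TPM in every library, and -0.0960 with libraries modelled separately. The TPM at P = 0.5 reversed to -0.0262 and -0.179 with the same 2 pseudocounts and was 0.108 TPM (exact sign-flip test, p = 0.101) with libraries modelled separately.

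The log2 ratio of exclusive genes, 0.45 in the main setting, passed its test at 3.70 with ln(TPM + 0.01), 3.42 with ln(TPM + 0.1), 1.66 with the median TPM, 0.72 with only genes above 0 TPM in every library, 2.46 and 2.32 with hard thresholds of 1 and 2 TPM, 1.19 without HiSeq 2500 libraries, 1.37 in the reference strain, 3.14 with libraries modelled separately, 1.07 at P above 0.75 and below 0.25, and 0.78 at P = 0.5. It reversed to -2.68 with an own variance and to -0.57 at P above 0.95 and below 0.05. With 1 replicate left out it ranged from 0.51 to 0.95, and passed its test without replicate 2 alone (exact sign-flip test, p = 0.0498).

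The X minus autosome share in the AG, 0.186 percentage points, reversed to -0.0461 and -0.108 with ln(TPM + 0.01) and ln(TPM + 0.1), -0.429 with an own variance, -1.93 with only genes above 0 TPM in every library, -0.0535 and -0.536 with hard thresholds of 1 and 2 TPM, and -0.0265 without the HiSeq 2500 library, which is replicate 4. With 1 replicate left out it ranged from -0.0265 to 0.456. The excess of strain splits (82.5 to 228 genes) and the larger number of sensitive genes in the AG kept their direction and passed their tests under every alternative computed for them. For the strain splits these were 13 settings, and not all of the alternatives. For the strain splits, leaving out pairings of 2 HiSeq 2500 libraries removed 0 pairings and tests nothing. Setting 2 or 3 active components in the testis tests little, because the third took no weight. Hard thresholds give no P and so no TPM at P = 0.5, inactive share or sensitive genes.

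Of 11 named genes in D. melanogaster, 8 passed the adjusted test. The number ranged from 0 to 8 across the 8 fits that each left out one replicate: 8 without any 1 AG library and 0 without any 1 testis library, where 6 had an unadjusted p below 0.05. It was 0 without HiSeq 2500 libraries and 0 with strain as a replicate block, with 0 genes at an unadjusted p below 0.05 in each, since these designs give no exact p under 0.1 and 0.0556. Replicate numbers of AG and testis libraries are unrelated, so the block is the strain. The log2 difference of AstC-R2, which never passed, ranged from -0.23 to 0.073 with 1 library left out and was 0.034 after rescaling. That of Obp47b ranged from -0.15 to 0.049. Of the remaining values, 224 kept their direction, 71 moved, 49 no longer passed and 4 reversed. The number of reads behind each value is unknown, which limits every level near 0.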

Differences from the paper's values

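Modelling libraries separately was chosen after seeing these values and the paper's, rescaling each library to 1000000 after seeing the library totals, and every other alternative before the data were examined. The paper's values come from zigzag, which was not run here. A gap is called closed where the values lie within 1.5 times of each other or differ by less than the SD between libraries (for P, between fits that each left out a library), so a closed gap is not always a near value.

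Transcripts from inactive genes made up 0.0479% to 0.141% of the AG transcriptome, against the paper's 0.3% to 0.5%. The highest testis value was 0.719%, against the paper's 0.3%. For the lower AG value none of the alternatives set before the data were examined closed the gap, and with libraries modelled separately, chosen after seeing the values, it was 0.213%. The upper AG value was 0.498% with only genes above 0 TPM in every library and 0.348% with libraries modelled separately. For the testis the value came within 1.5 times the paper's with the mean of ln(TPM + 0.1) (0.322%), only genes above 0 TPM in every library (0.350%) and libraries modelled separately (0.221%), the last chosen after seeing the values. With the mean of ln(TPM + 0.01) it was 0.125%, on the other side of the paper's value. With the median TPM (0.619%), without HiSeq 2500 libraries (0.666%), in the reference strain (0.5497%) and without replicate 5 (0.632%) it stayed above, and these 4 and 0.125% differ from the paper's value by less than the SD of 0.390 between the libraries of D. simulans, which is wide. The other alternatives stayed further away.

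The TPM at P = 0.5 was 0.179 to 0.407 in the AG, against the paper's 1.0 to 2.1, and 0.423 to 0.929 in the testis, against the paper's 1.0 to 1.8. The mean of ln(TPM + 0.1) closed the gap at both ends of both ranges (1.47 to 2.04 in the AG and 1.32 to 1.83 in the testis). An own variance for the inactive component closed it in the AG (0.729 to 2.65). With only genes above 0 TPM in every library it closed at the upper end in the AG (1.82) and at both ends in the testis (1.23 to 1.94). The upper testis value also came within reach in the non-reference strain (1.27) and without replicate 2 (1.21). Modelling libraries separately, chosen after seeing the values, closed it at the upper end in the AG (1.46) and at both ends in the testis (0.678 to 1.25). The remaining alternatives did not.

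Exclusive genes numbered 34 to 104 in the AG, against the paper's 81 to 189, and 13 to 365 in the testis, against the paper's 287 to 1887. In the AG both ends closed with the mean of ln(TPM + 0.01) (58 to 159), the mean of ln(TPM + 0.1) (99 to 243), an own variance (72 to 214) and libraries modelled separately (81 to 229), the last chosen after seeing the values. The upper end alone closed in the reference strain (182), the non-reference strain (143), without replicate 1 (145) and without replicate 4 (144). In the testis the upper end closed with the mean of ln(TPM + 0.01) (2107), of ln(TPM + 0.1) (2601), the median TPM (1525), the non-reference strain (1584) and libraries modelled separately (2186). For the lower end of the testis no alternative closed the gap.

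Genes sensitive to leaving out a library numbered 805 to 3595 in the AG, against the paper's 58 to 1049, and 235 to 792 in the testis, against the paper's 39 to 116. None of the alternatives, before or after, closed the gap.

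For genes plotted by name, the probability in D. melanogaster differed from the figure as follows. X11Lbeta had P = 0.180 in the AG, against about 0.02 in Fig. 3, read by eye. DAAM had 0.501, against about 0.06 in Fig. 3. AstC-R2 had 0.628, against about 0.05 in Fig. 8d. TkR86C had 0.0332, against about 0 in Fig. 8d. Mks1 had 0.0751 and btv 0.136, each against about 0.01 in Fig. 8d. In the testis, Gr47a had 0.427, against about 0.24 in Fig. 8d, and Obp47b 0.0385, against about 0. With libraries modelled separately, chosen after seeing the values, the gap closed for all 8 genes. The means of ln(TPM + 0.01) and ln(TPM + 0.1), and an own variance for the inactive component, closed it for X11Lbeta, AstC-R2, TkR86C, Mks1, btv and Obp47b. The non-reference strain closed it for these 6 and for Gr47a. The median TPM closed it for X11Lbeta, TkR86C, Mks1 and Obp47b, and only genes above 0 TPM in every library for X11Lbeta and btv. Leaving out replicate 2 closed it for Gr47a, TkR86C and Mks1, replicate 3 for Mks1 and replicate 1 for Obp47b. For DAAM no alternative set before the data were examined closed it, but several moved it far: it was 0.107 with ln(TPM + 0.01), 0.104 with an own variance and 0.103 with only genes above 0 TPM in every library, and 0.0128, below the figure's value, with ln(TPM + 0.1).

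The share of active genes differed by less than 1.5 times, but in the AG it lay outside the paper's range in each species. Of 11 species, 0 were inside it in the main setting, 6 with ln(TPM + 0.01), 10 with ln(TPM + 0.1), 9 with an own variance, 7 and 10 with hard thresholds of 1 and 2 TPM, and 10 with libraries modelled separately, chosen after seeing the values. In the testis 7 of 11 were inside it in the main setting, 0 with an own variance, 0 with only genes above 0 TPM in every library, and 7 to 11 with each of the other alternatives. The paper's ranges span posterior quantiles and not fitted values.

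The paper describes the fraction of transcripts from inactive genes as alike in the organs, and here it was higher in the testis by 0.332 percentage points in the main setting. That difference reversed in some settings named in the preceding part, such as ln(TPM + 0.1) at -0.436 percentage points. The paper finds a larger proportion of X-linked than autosomal genes active in the testis, and here the difference was -1.88 percentage points in D. melanogaster, negative in every setting tried (-2.58 to -0.377). The paper has more exclusive genes in the testis than in the AG, and here the log2 ratio of 0.45 did not pass its test in the main setting, though it did in the settings named in the preceding part, such as ln(TPM + 0.1) at 3.42.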

Other observations

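All tests of the genes highest in the testis, of Acp95EF and of lists of genes of 1 kind were chosen only after the results were seen, as was the rule that a marker list needs a median of at least 1 TPM; the tests of marker lists, sensitive genes, gene length and other splits of the libraries were set out before their results were known.

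The 100 genes highest in the testis of each species moved together between AG libraries of that species. The range of their library medians was wider than that of random genes of the same AG level in 11 of 11 species (adjusted share of 10000 random lists 0.0001, the smallest they allow), with a median log2 range of 4.08. Lists of 100 genes specific to the AG had a median log2 range of 0.61, and lists of 100 genes at like levels in both organs 0.61. The range for testis genes exceeded the wider of these lists by a mean of 3.63 (log2), in 11 of 11 species (exact sign-flip permutation test, p = 0.000977), which argues against a tendency of genes of any 1 kind to move together. In the AG library with the most of them, their median level was between 0.786% and 5.95% of that in the testis. In most species their lower and upper quartiles were close, such as 3.96% to 4.98% in D. melanogaster and 5.08% to 7.13% in D. bipectinata. Relative to their level, the quartiles were furthest apart in D. simulans, at 0.601% to 1.07%. A near-constant percentage is what testis RNA in an AG sample would give, and it may be its source. Reads assigned to the wrong library of a sequencing lane could give the same percentage and were not tested. The library with the highest percentage was a HiSeq 2500 library in 6 of 11 species, and the lowest was in 3 of 11.

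Genes sensitive to leaving out a library in the AG had at least 10 times their AG level in the testis in 52.1% of cases, against 41.2% of other genes of the same AG level, a mean difference of 10.8 percentage points (6 of 11 species above 0, exact sign-flip test, p = 0.152). The species ranged from -11.7 in D. ananassae to 52.0 in D. takahashii. Testis RNA could therefore account for sensitive genes in some species, while its part in the larger number in the AG remains open. The paper's explanation, contaminants from neighboring tissues, covers testis RNA and other tissues alike.

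Lists of marker genes were followed over the 4 AG libraries of D. melanogaster. The 25 testis germline genes had library medians of 32.65 and 49.6 TPM in the reference strain and 0.439 and 0.104 TPM in the other, a wider range than random lists (share 0.0001). Their highest gene in the AG was Mst84Da, at 104 TPM, and 18 of the 25 were at 1 TPM or more in both organs. The fat body genes also moved more than random lists (share 0.0035), but with a median of 0.340 TPM in the AG and 3 of 10 genes at 1 TPM or more they decide nothing. The list of accessory gland secretion, the organ's own product, gave 0.0161, and all 24 of its genes were at 1 TPM or more in both organs. Ejaculatory duct and bulb genes (share 0.1345, 5 genes, highest Dup99B at 701 TPM) and muscle genes (0.1001, 9 genes, highest Act57B at 371 TPM) did not stand apart, and small amounts of those tissues cannot be excluded. The neuron genes (0.2624, 8 genes found, highest Syx1A at 7.72 TPM), with a median of 0.320 TPM and 3 of 8 at 1 TPM or more, decide nothing either. The reference and non-reference AG libraries of D. melanogaster share no platform and no dissector, so that strain and handling cannot be told apart as the origin of the difference in germline genes. In the testis, the AG secretion list ranged from 0.579 to 78.7 TPM over the libraries.

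The AG gene Acp95EF, chosen after its values were seen, was at 118699 and 87466 TPM in the AG libraries of the reference strain and at 0.0332 and 0.543 TPM in those of the non-reference strain, a log2 ratio of -16.29. The other 23 genes of accessory gland secretion had a median log2 ratio of -0.85 and ranged from -5.92 to 1.02, which argues against less AG tissue as the cause. In the testis libraries of the non-reference strain it was at 31.92 TPM on average, and whether those reads come from that strain was not tested. It lies on 3R from 24228975 to 24229279, inside Spase22-23 (24228342 to 24230035). That gene was at 574.6 TPM in the AG and 88.5 TPM in the testis of the non-reference strain, so reads shared with it would not give Acp95EF a higher level in the testis than in the AG. A gene missing or changed in sequence in that strain, and a change in its expression, cannot be told apart with these tables. Leaving the gene out was not tried.

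The lower median of active X-linked genes in the testis was examined by exonic length in D. melanogaster. In 3 of 4 bins of exonic length the X to autosome ratio was below 1 (0.704, 0.699 and 0.733), and in the bin of shortest genes it was 1.08. Gene length thus may contribute among short genes, and the test does not decide on it as a cause.

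Of the 35 splits of the 8 D. melanogaster libraries into 4 and 4, 1 gave 8 or more named genes past the adjusted test, the real one. This adds nothing to the p-values of the genes, since the 8 genes differ without overlap between the organs and cannot reach the same p in another split. Among protein-coding genes, the 3 with the highest mean in the AG were Mst57Db (113374 TPM), CG43147 (72150 TPM) and Mst57Da (71096 TPM). In the testis the 3 protein-coding genes with the highest mean were CG18628 (43915 TPM), CG31226 (8158 TPM) and CG31740 (7910 TPM). CG18628 ranged from 7992 to 85349 TPM over the testis libraries and from 69.8 to 14046 TPM over those of the AG. Mitochondrial genes made up 8.64% of the total in 1 testis library of the reference strain and 0.590% in the HiSeq 2500 testis library.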
